# Non-parent of Origin Expression of Numerous Effector Genes Indicates a Role of Gene Regulation in Host Adaption of the Hybrid Triticale Powdery Mildew Pathogen

**DOI:** 10.3389/fpls.2018.00049

**Published:** 2018-01-30

**Authors:** Coraline R. Praz, Fabrizio Menardo, Mark D. Robinson, Marion C. Müller, Thomas Wicker, Salim Bourras, Beat Keller

**Keywords:** *Blumeria graminis*, effectors, host adaptation, hybridization, plant pathogenic fungi, powdery mildew, RNA-Seq

## Abstract

Powdery mildew is an important disease of cereals. It is caused by one species, *Blumeria graminis*, which is divided into *formae speciales* each of which is highly specialized to one host. Recently, a new form capable of growing on triticale (*B.g. triticale*) has emerged through hybridization between wheat and rye mildews (*B.g. tritici* and *B.g. secalis*, respectively). In this work, we used RNA sequencing to study the molecular basis of host adaptation in *B.g. triticale*. We analyzed gene expression in three *B.g. tritici* isolates, two *B.g. secalis* isolates and two *B.g. triticale* isolates and identified a core set of putative effector genes that are highly expressed in all *formae speciales*. We also found that the genes differentially expressed between isolates of the same form as well as between different *formae speciales* were enriched in putative effectors. Their coding genes belong to several families including some which contain known members of mildew avirulence (*Avr*) and suppressor (*Svr*) genes. Based on these findings we propose that effectors play an important role in host adaptation that is mechanistically based on *Avr-Resistance gene-Svr* interactions. We also found that gene expression in the *B.g. triticale* hybrid is mostly conserved with the parent-of-origin, but some genes inherited from *B.g. tritici* showed a *B.g. secalis*-like expression. Finally, we identified 11 unambiguous cases of putative effector genes with hybrid-specific, non-parent of origin gene expression, and we propose that they are possible determinants of host specialization in triticale mildew. These data suggest that altered expression of multiple effector genes, in particular *Avr* and *Svr* related factors, might play a role in mildew host adaptation based on hybridization.

## Introduction

Crops are threatened by rapidly evolving pathogen populations, resulting in economically important yield losses and requiring continuous breeding for new resistant cultivars (Oerke, 2006). In cereals, plant pathogenic fungi are considered the most important cause of disease and pathogens such as powdery mildew and leaf rust can cause up to 20 and 50% of yield losses in wheat, respectively (Conner et al., 2003; Huerta-Espino et al., 2011; Dean et al., 2012). These two pathogens are obligate biotrophs that require living host cells to complete their life cycle. To do so, a very close interaction with the host is established through the formation of a haustorium. This invasive feeding structure allows the fungus to take up nutrients and deliver effector proteins into the plant cell. Biotrophic fungi encode for a remarkably large repertoire of so called effectors, as compared to hemi-biotrophic or necrotrophic fungal plant pathogens (Lo Presti et al., 2015). For instance, over 1,000 putative effectors have been identified in the genome of rust fungi from the genus *Melampsora* (*Basidiomycetes*) (Hacquard et al., 2012; Saunders et al., 2012) and over 500 in cereal powdery mildews (Pedersen et al., 2012; Praz et al., 2017).

Such large effector repertoires with possibly high levels of functional redundancy are hypothesized to provide a selective advantage to increase fitness of the pathogen (Birch et al., 2008). However, effectors that are recognized by plant resistance proteins, so called avirulence proteins, result in restriction of growth of the pathogen to specific host species or cultivars. Only few avirulence genes have been cloned so far from obligate biotrophic fungi and the majority was isolated from the flax rust fungus *Melampsora lini* (Dodds et al., 2006; Ravensdale et al., 2011). In cereal powdery mildews, four avirulence effector genes were identified so far: two in barley powdery mildew and two in wheat powdery mildew. In barley powdery mildew, *Avr*_*a1*_ *and Avr*_*a13*_ are recognized by *Mla1 and Mla13*, respectively, two alleles of the barley *Mla* resistance gene (Lu et al., 2016). In wheat powdery mildew, *AvrPm3*^*a2*/*f2*^ is recognized by *Pm3a* and *Pm3f*, two alleles of the wheat *Pm3* resistance gene, while *AvrPm2* is recognized by *Pm2* (Bourras et al., 2015; Praz et al., 2017). In addition to putative effectors acting as canonical *Avr* genes, wheat powdery mildew also encodes for a suppressor of avirulence, *SvrPm3*^*a1*/*f1*^, a putative effector gene capable of suppressing the *AvrPm3-Pm3* mediated race-specific resistance (Bourras et al., 2015, 2016; Parlange et al., 2015). It was also shown that mildew *Avr* and *Svr* genes are highly upregulated at 2 days post infection, which is consistent with the formation of the haustorial feeding structure, a landmark for successful host colonization.

Despite the identification of several effectors acting as avirulence factors in biotrophic plant pathogens, the primary biological and biochemical functions of these proteins and their role in fungal virulence remain largely unknown. It was shown in different plant pathogenic fungi that effectors are involved in virulence by either suppressing plant immunity or by avoiding recognition by the plant. In *Ustilago maydis*, the effector Pit2 inhibits a set of cysteine proteases that promote salicylic acid-associated plant defenses. Pep1, another effector of the same pathogen, suppresses plant immunity by inhibiting a component of the ROS-generating system (Hemetsberger et al., 2012). In *Cladosporium fulvum*, Ecp6 sequesters oligosaccharides from invading hyphae to prevent elicitation of host immunity (de Jonge et al., 2010). In barley powdery mildew, host induced gene silencing (HIGS) was used to downregulate the expression of effector genes and revealed a functional role in fungal virulence and haustoria formation of 10 effectors [BEC1005, BEC1011, BEC1016, BEC1018, BEC1019, BEC1038, BEC1040, and BEC1054 (Pliego et al., 2013); CSEP0105 and CSEP0162 (Ahmed et al., 2015), and CSEP0055 (Zhang et al., 2012)]. BEC1054 was later shown to target several barley proteins including a pathogenesis-related-5 protein isoform, suggesting a role in suppressing pathogen-associated molecular pattern (PAMP)-triggered immunity (PTI) (Pennington et al., 2016a); CSEP0105 seems to promote fungal virulence by interfering with a barley small heat shock protein (Ahmed et al., 2015) and CSEP0055 contributes to the aggressiveness of the fungus, especially at sites of secondary penetration, and interacts with the barley pathogenesis-related protein PR17c (Zhang et al., 2012). Thus, although the molecular function of most of the effectors of biotrophic fungi remains unknown, there is some evidence that effectors are relevant for virulence of biotrophic fungi, and this also in cereal powdery mildews.

Genome-wide transcriptomic studies have been increasingly used to study the genes involved in fungal virulence and host-pathogen interactions, in particular putative effector genes. Several transcriptomic studies in biotrophic fungal pathogens such as *Puccinia striiformis*, as well as hemibiotrophs such as *Magnaporthe grisea, Zymoseptoria tritici*, and *Leptosphaeria maculans* all found strong upregulation of putative effector genes during host infection, thus substantiating their role in host-pathogen interactions (Kawahara et al., 2012; Garnica et al., 2013; Hacquard et al., 2013; Sonah et al., 2016). It was also shown that effector gene expression in plant pathogenic fungi occurs in different waves during host invasion, suggesting stage-specific regulation of different subsets of the effector repertoire (Cantu et al., 2013; Hacquard et al., 2013; Rudd et al., 2015; Palma-Guerrero et al., 2016; Sonah et al., 2016). In *Leptosphaeria maculans*, stage-specific expression of different effector waves was identified in transcriptomic studies comparing cotyledon and stem colonization of oilseed rape by the pathogen (Sonah et al., 2016). Finally, studies of quantitative differences in gene expression between pathogen races and lineages revealed the existence of both isolate and lineage-specific patterns of gene expression (Duplessis et al., 2011; Palma-Guerrero et al., 2017). In particular, Duplessis and colleagues found that most of the effectors upregulated in wheat stem rust and poplar leaf rust are lineage-specific, suggesting possible roles in host adaptation (Duplessis et al., 2011).

Cereal powdery mildew diseases are caused by one species, *Blumeria graminis* (*B.g*.), which is divided in subspecies called *formae speciales* (*ff.spp*.), each of which is adapted to a specific host species (Troch et al., 2014b). Five mildew *formae speciales* grow on cultivated cereals: *B.g. tritici* on wheat, *B.g. hordei* on barley, *B.g. secalis* on rye, *B.g. avenae* on oat, and *B.g. triticale* on triticale and wheat (Troch et al., 2014b). Of these, triticale powdery mildew is the most recently described form of mildew that has emerged in Europe in the early 2000s (Troch et al., 2012, 2014a). *B.g. triticale* arose from a hybridization between *B.g. tritici* and *B.g. secalis* followed by backcrosses in *B.g. tritici* and leading to a hybrid genome showing a mosaic structure of segments of the wheat and rye mildew donors (Menardo et al., 2016). In particular, it was shown that the genome composition and evolution of *B.g. triticale* is reminiscent of that of the host, triticale, which is also a recent artificial hybrid of wheat and rye, introduced as an agricultural crop in the twentieth century. It is not known how gene expression in the hybrid mildew is affected and whether parental expression patterns are maintained. In particular, it is not known if there are genes with hybrid-specific regulation in the triticale mildew, and if such regulation can contribute to host-adaptation at the transcriptional level.

Here we study gene expression levels in the hybrid triticale mildew and in the parental wheat and rye mildew genome donors. We identify a core set of genes that are highly expressed irrespective of the *forma specialis*, and show they are highly enriched in candidate effectors. We also identify differentially expressed genes between isolates and between *formae speciales*, and show they are also enriched in candidate effectors. We show that gene regulation in the hybrid is biased toward a *B.g. secalis*-like expression, and identify putative effectors with non-parent of origin gene expression. Finally, we propose that transcriptional regulation represents an additional level of polymorphisms controlling host adaptation where effectors can be activated to suppress resistance or inactivated to escape recognition.

## Materials and methods

### Fungal isolates, plant growth conditions, inoculation, and tissue harvest

The isolates of *B.g. tritici* (96224, JIW2 and 94202) were propagated on *Triticum aestivum* cultivar “Chinese Spring” and the *B.g. secalis* isolates (S-1391 and S.1459) on cultivar “Matador” of *Secale cereale*. Ten days old detached leaf segments were infected with fresh spores and the infected leaf segments were kept on benzimidazole agar plates at 20°C and 70% humidity with a 16 h light/8 h dark cycle (Parlange et al., 2011). The *B.g. triticale* isolates THUN-12 and T3-8 were maintained the same way on triticale cultivar Timbo and were previously described in Menardo et al. (2016).

### RNA extraction and sequencing

Each pathogen-host infection combination was replicated three times and leaf segments of each of the replicates were collected at 2 days after infection. The leaf segments were directly frozen in liquid nitrogen and total RNA was extracted using the miRNeasy mini kit from Qiagen according to the manufacturer's instructions (Qiagen). RNA quality was checked by gel electrophoresis and also based on the 260:280 ratios measured with a spectrophotometer (Nanodrop, Thermo Fisher Scientific, Waltham, MA, USA). 100-bp single end stranded libraries were created for the *B.g. tritici* isolates and 125-bp single-end stranded libraries for the *B.g. secalis* isolates. All libraries were sequenced with the Illumina HiSeq platform at the Functional Genomics Center Zürich (http://www.fgcz.ch/) (Supplementary Table 1). The *B.g. triticale*—triticale libraries were produced as previously described in Menardo et al. (2016, Supplementary Table 1).

### Reference genome improvement and annotation

Illumina sequences of the reference isolate 96224 were obtained and aligned to the reference genome (Wicker et al., 2013) using CLC Genomics Workbench version 7.5 with automatic word and bubble size. The Extract Consensus Sequence function from CLC was used to correct the reference genome with a minimum coverage of 10. Four loci were recently re-sequenced in different *Avr* gene mapping projects: the loci containing *AvrPm3*^*a*2/*f*2^ (Accession number KT714072), *SvrPm3*^*a*1/*f*1^ (available upon request) and *AvrPm2* (Accession number KX765276) (Bourras et al., 2015; Parlange et al., 2015; Praz et al., 2017) and an additional locus obtained from BAC sequencing (unpublished data, available upon request). All sequences were integrated into an updated version of the genome version. Finally, the annotation obtained by Praz and colleagues was transferred to this new reference sequence (Praz et al., 2017). The mildew genome sequence, the corresponding GFF annotation, and all gene sequences (CDS) used in this study are available under the accession number PRJEB23548.

### Mapping

Prior to the mappings, a genome index was generated for the *B.g. tritici* reference genome including the annotation file (CDS) with the following command: STAR –runMode genomeGenerate –genomeFastaFiles –sjdbGTFtagExonParentTranscript –sjdbOverhang 100.

Quality control was done using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) on all RNA-seq libraries (see Supplementary Figure 1). We tested four different mapping parameters using the sequence aligner software STAR (Dobin et al., 2013) with all libraries and finally the libraries were mapped on the improved *B.g. tritici* reference genome using STAR with the following command: STAR –outFilterMultiMapNmax 1 – outFilterMismatchNoverLmax 0.01 – alignIntronMax 500. All genomic sequencing read libraries (see Supplementary Table 2) were also mapped using STAR (Dobin et al., 2013) using the same parameters.

### Identification of presence/absence gene polymorphism

We used featureCount 1.4.6 to obtain read count value for genomic coverage of the 7,138 annotated mildew genes (Liao et al., 2014) using the mapping obtained by aligning the genomic reads of the isolates on the reference genome with STAR. Read count normalizations were performed based on library size and gene length. A coverage value was obtained for every gene in every isolate and, after manual curation, genes with a coverage smaller than 5 were considered as missing in the corresponding isolate (Supplementary Figure 2, Supplementary Text 1).

### Expression analyses

Read counts were determined from the mapping files with featureCounts 1.4.6 (Liao et al., 2014) using default parameters and the –M option that specifies that multi-mapping reads should be counted. Statistical analysis was done with the R package edgeR and genes were tested for differential expression with a general linear model and tagwise estimation of dispersion (Robinson et al., 2010). Normalization for RNA composition was performed in edgeR using the command calcNormFactors(). A gene was considered as expressed if the cpm (count per million) was >10 in at least three of the 21 replicates. We used three different designs for the comparison between isolates, *formae speciales* and specific analysis of expression in the hybrid, and estimated dispersion using the following functions: estimateGLMCommonDisp(), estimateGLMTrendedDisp(), and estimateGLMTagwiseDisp(). We fitted a negative binomial generalized log-linear model to the read count for each gene using the glmFit() function and tested for differential expression with the glmLRT() function with different contrasts for pairwise comparisons. The R Script where all these parameters are detailed is available as Supplementary Data Sheet 1.

A gene was considered differentially expressed if it had a log2FC > |1.5| with an adjusted *p*-value (FDR) < 0.01. In addition we also performed the same analyses with different thresholds: log2FC < |1|, log2FC < |2|, log2FC < |2.5|. In the study of gene expression conservation in the hybrid triticale mildew, the expression of a gene in a *B.g. triticale* isolate was considered similar to *B.g. tritici* or *B.g. secalis* when log2FC < |1.5|. Pairwise comparisons were used to compare isolates and *formae speciales*. For the expression in the hybrid, four pairwise comparisons were done: T3-8 vs. *B.g. tritici*, T3-8 vs. *B.g. secalis*, THUN-12 vs. *B.g. tritici* and THUN-12 vs. *B.g. secalis*. The Venn diagramms were produced using EulerAPE (Micallef and Rodgers, 2014).

We have also compared our mapping and read count strategy with the RNA-Seq analysis pipeline “Salmon” (Patro et al., 2017), using standard parameters. Correlation between the two strategies was assessed using the “lm” function form the R package “stats” for fitting linear models.

### Gene enrichment and gene ontology analyzes

The list of candidate effector genes as well as their classification in families used in this study was obtained from Praz et al. (2017). Sequences of those 595 putative effectors are available as Supplementary Data Sheet 3 and the list of putative effector families as Supplementary Data Sheet 4. We considered all putative effectors, non-effector secreted proteins (identified with SignalP, Nielsen et al., 1997; Petersen et al., 2011) and putative proteins involved in the secretory pathway (identified with TargetP, Emanuelsson et al., 2000) as the secretome. Enrichment analyses were performed with R using Fisher's exact test and results with a *p*-value smaller than 0.01 were considered significant.

To perform GO enrichment analyses, we used Blast2Go (Götz et al., 2008). We first performed a Blastx search against the NCBI non-redundant (nr) database (https://www.ncbi.nlm.nih.gov). Standard parameters were used to filter the output, and hits were considered significant if the blast *p*-value was smaller than 10e-8. Only 20 hits per gene sequence were kept. These results were imported into the Blast2go interface and subsequent analyses were done as described in the Blast2go manual (https://www.blast2go.com/images/b2g_pdfs/b2g_user_manual.pdf). First an InterProScan search was performed and then the GO terms obtained were added to the annotation. Later the GO terms were mapped and the annotations of “molecular function,” “biological process,” and “cellular component” were performed. Finally enrichment analyses were done for the different sets of genes identified using the “Enrichment Analysis” function of Blast2Go. This function uses the Fisher's Exact Test and corrects for multiple testing.

In addition we performed Blast searches against the conserved domain database (CDD) (https://www.ncbi.nlm.nih.gov/Structure/cdd/cdd.shtml) using standard parameters, with the protein sequences of the top5% genes and the DE genes and manually analyzed the data.

### Phylogeny analysis

We used GMAP (version 2016-05-01-1, Wu and Watanabe, 2005) to retrieve the 257 genes in the assembly of 14 *B.g. tritici* isolates, 5 *B.g. secalis* isolates, the two *B.g. triticale* isolates of interest (Menardo et al., 2016), and in *B.g. hordei* genome using the sequences of the *B.g. tritici* reference isolate 96224 as template. We then aligned these genes using muscle (v3.8.31, Edgar 2004) and maximum likelihood trees were inferred with RAXML 8.2.8 (Stamatakis, 2014) using a GTR GAMMA model (Yang, 1993, 1994), and bootstrap support was computed using 10,000 replications. We manually inspected the trees to determine if the gene in all *B.g. tritici* isolates and all *B.g. secalis* isolates cluster in two different clades thus allowing possible separation of sequence origin. *B.g. triticale* haplotypes clustering in a *B.g. tritici* clade were considered as having a coding sequence originating from *B.g. tritici*, and *B.g. triticale* haplotypes clustering in a *B.g. secalis* clade were considered as having a coding sequence originating from *B.g. secalis*.

We defined the promoter as the 1kb region upstream of the gene start. The consensus sequence for the promoter regions was retrieved by mapping of the genomic reads of the *B.g. tritici, B.g. secalis* and the two *B.g. triticale* isolates T3-8 and THUN-12 on the reference genome. We could not retrieve the promoter sequence in *B.g hordei* because mapping of *B.g. hordei* reads on the *B.g. tritici* reference genome is not possible since the two genomes are highly divergent. The consensus sequences were called using bcftools consensus function after selecting only heterozygous SNPs and position with a minimum coverage of 10. These sequences were then aligned using muscle (v3.8.31, Edgar, 2004) and maximum likelihood trees were inferred with RAXML 8.2.8 (Wu and Watanabe, 2005; Stamatakis, 2014) using a GTR GAMMA model (Yang, 1993, 1994), and bootstrap support was computed using 10,000 replications. The trees were manually inspected to define if the promoter sequence in the two *B.g. triticale* isolates cluster in a *B.g. tritici*-clade or in a *B.g. secalis*-clade using the same approach as for the gene sequence.

## Results

### Transcriptomes of wheat, rye, and triticale mildews are distinct

We studied gene expression in three isolates of wheat mildew *B.g. tritici* (96224 and 94202 originating from Switzerland and JIW2 from the United Kingdom), two of rye mildew *B.g. secalis* (S-1391 and S-1459 from Switzerland) and two of triticale mildew *B.g. triticale* (T3-8 from Switzerland and THUN-12 from Poland). All isolates were grown on their susceptible hosts (wheat, rye, and triticale, respectively) and samples for RNAseq were collected at 2 days post infection (dpi). At this specific stage of the infection, haustoria were formed, indicating successful plant colonization (Figure 1). RNA from three independent biological samples was extracted from infected leaves and sequenced. 

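Leaves of the wheat cultivar Chinese Spring were infected with *B.g. tritici*, leaves of the rye cultivar Matador with *B.g. secalis* and leaves of the triticale cultivar Timbo with *B.g. triticale*. The data comprised 21 RNAseq libraries, from 3 biological replicates of each of the 7 isolates at 2 dpi. For each library the authors deposited the number of reads counted on each of 7133 genes of the *B.g. tritici* reference, without normalization. Gene expression was derived from these counts with the steps of the paper's R script (Supplementary Data Sheet 1). Library sizes were normalized with edgeR's TMM factors, and a gene was taken as expressed when it had more than 10 cpm in at least 3 libraries. Expression levels were given in rpkm with the gene length of the files. For differential expression, edgeR's likelihood ratio test was applied to the 21 libraries with tagwise dispersions, and *p*-values were adjusted with the Benjamini-Hochberg method to an FDR. A gene was counted as DE when its log2FC was above 1.5 or below -1.5 and its FDR was under 0.01. The log2FC of a comparison is the first group less the second.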

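The libraries of *B.g. tritici* had reads of 100 bp and those of *B.g. secalis* reads of 125 bp, while those of *B.g. triticale* came from the earlier study. All libraries of a *forma specialis* thus shared the host and the stated read length or source, while sequencing batches are not stated. A difference between *ff.spp.* therefore cannot be told apart from a difference between hosts or in sequencing. Between isolates of the same *forma specialis* no batch is known from the labels. The replicate number of each library was taken from its label. Deviations of replicates from the mean of their isolate had a mean correlation across genes of -0.0200 for 63 pairs of libraries with the same number in different isolates. Within *B.g. tritici*, *B.g. secalis* and *B.g. triticale* it was -0.0788, -0.153 and 0.0141 for 9, 3 and 3 such pairs. For 126 pairs with different numbers it was 0.00998, which is no independent reference, since deviations from a mean of 3 replicates sum to 0. A fit with the replicate number as a block is given beside the results and not in their place.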

The RNAseq data of *B.g. triticale* on triticale were obtained from a previous study (Menardo et al., 2016; see section Materials and Methods).

**Figure 1:**
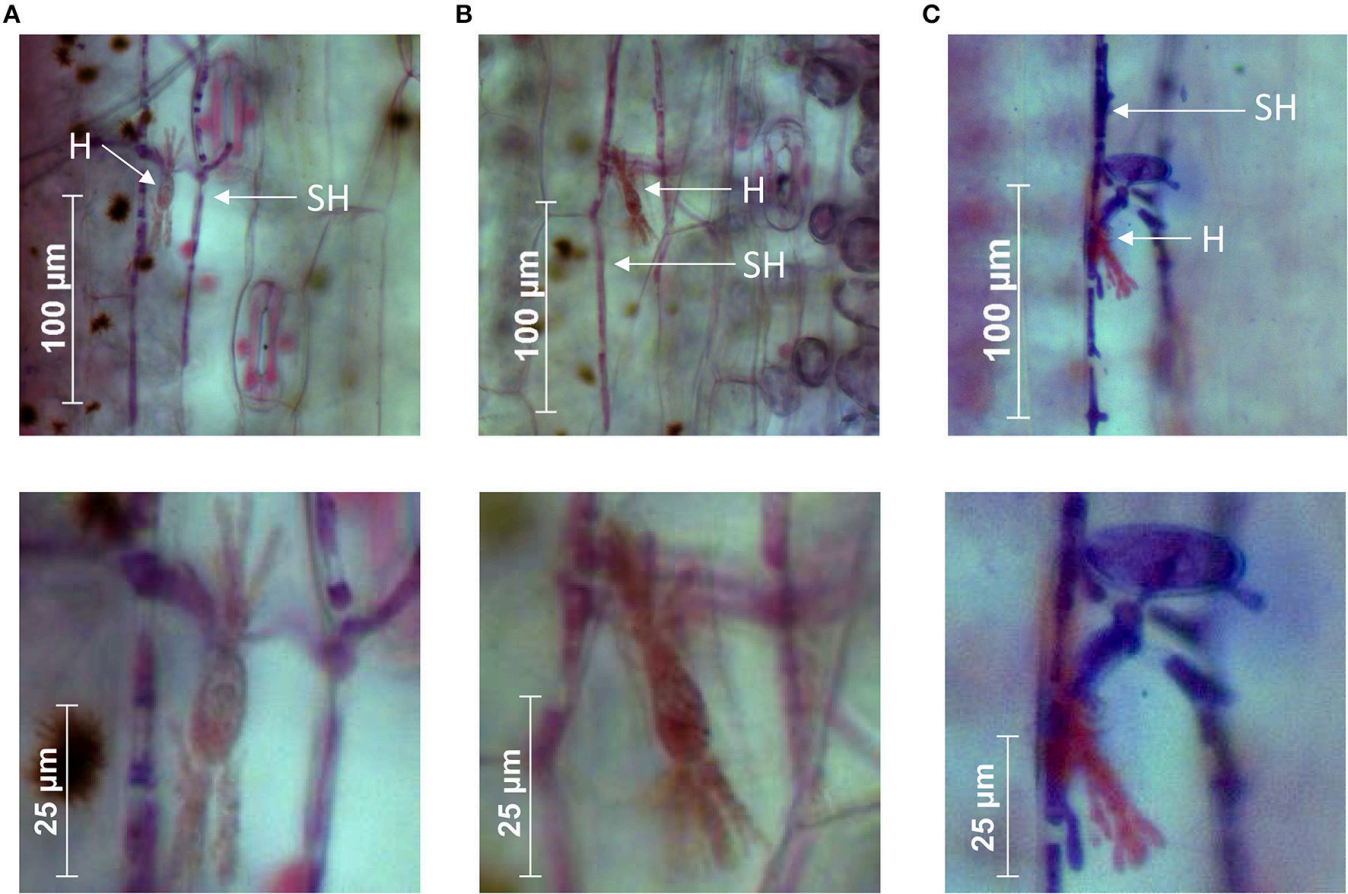
Micrographs of wheat, rye, and triticale powdery mildew growing on their respective susceptible hosts at 2 dpi. **(A)** *B.g. tritici* isolate 96224 on the wheat cultivar “Chinese Spring.” **(B)** *B.g. secalis* isolate S-1391 on the rye cultivar “Matador.” **(C)** *B.g. triticale* isolate THUN-12 on the triticale cultivar “Timbo.” Haustoria are indicated with “H” and secondary hyphae with “SH.” Lower panels show magnifications from the upper panels depicting fully formed haustoria.

We first tested four sets of mapping parameters using STAR (Dobin et al., 2013) allowing different thresholds for mismatches and multimappers (see Supplementary Table 3). We found that the percentage of mapped reads was very similar irrespective of the mapping strategy, and we therefore decided to use stringent parameters allowing 1% mismatch and one multimapper. We then used featureCounts to obtain counts values for each replicate. To further validate our mapping strategy, we compared the counts obtained with STAR and featureCounts to those obtained with a recently described method, Salmon (Patro et al., 2017). We found 99.9% correlation between the counts thus demonstrating that our mapping strategy is appropriate (see Supplementary Figure 3).

With the chosen mapping parameters, we could align 3.7–8.8% of the total reads to the *B.g. tritici* reference genome (Supplementary Table 1), and found that 6,203 out of 7,138 annotated genes were expressed in at least one isolate (see section Materials and Methods). 

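Between 3.70 and 8.78% of the raw reads that the paper reports for each library were uniquely mapped. The total of reads counted on genes ranged from 1160015 to 3899777 per library, with a median of 2447582. It ranged from 1160015 to 2780800 in *B.g. tritici* (median 1696181), from 2393323 to 3338965 in *B.g. secalis* (median 2777199) and from 2266160 to 3899777 in *B.g. triticale* (median 2723703). The gene with the most counts took at most 1.49% of a library. Of the 7133 genes, 6203 were expressed (87.0%) and 16 had no count in any library. Between 6182 and 6200 genes were expressed with 1 library left out. Between 6 and 13 of the 6203 genes had a mean of less than 1 cpm in a *B.g. tritici* isolate, against 25 in each *B.g. triticale* isolate and 88 and 90 in S-1459 and S-1391.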

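In the multidimensional scaling of the 6203 expressed genes, the distance between a pair of libraries is the root mean square of the 500 largest log2FC between them. Dimension 1 accounted for 66.8% of the variation and dimension 2 for 12.6%. Libraries of the same isolate were at most 1.25 apart. Libraries of different isolates of the same *forma specialis* were between 1.05 and 1.85 apart, and libraries of different *ff.spp.* were at least 1.74 apart. On dimension 1, the means of 96224, 94202 and JIW2 were -1.26 ± 0.105, -1.26 ± 0.0179 and -1.03 ± 0.0259 (SD, n = 3 replicates). Those of S-1391 and S-1459 were 2.28 ± 0.0177 and 2.29 ± 0.0372. The means of T3-8 and THUN-12 were -0.491 ± 0.0379 and -0.526 ± 0.0104.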

Multidimensional scaling analysis performed on the expression data of those 6,203 expressed genes showed that the different *formae speciales* can be grouped in three distinct clusters, indicating significant differences in gene regulation between wheat, rye, and triticale mildews (Figure 2). This result also shows that the three *formae speciales* can be clearly distinguished based on our whole transcriptome data.

**Figure 2:**
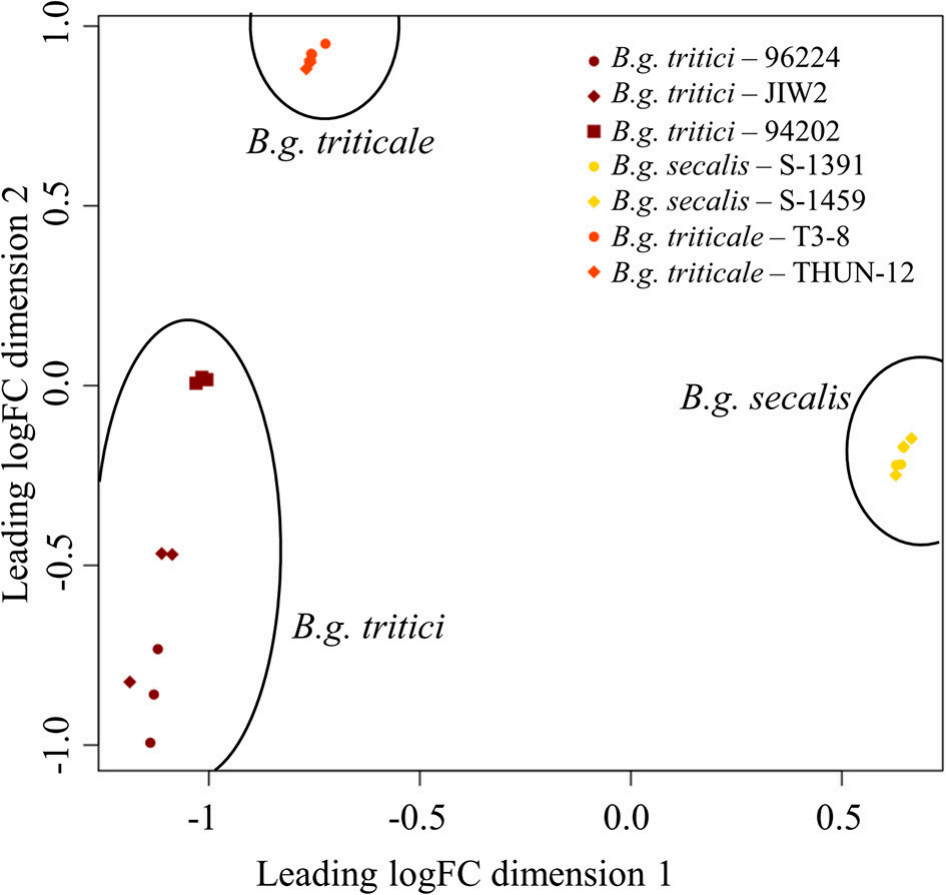
Multidimensional scaling plot of RNAsequencing data. Multidimensional scaling plot representing the 21 RNA-seq libraries. Colors represent the different *formae speciales* and different dots/shapes represent individual isolates. Dimension 1 and dimension 2 separate the libraries based on the expression values of 6,203 genes prior to differential gene expression analysis. Dimension 1 separates the *formae speciales* and shows that the expression of the *B.g. triticale* isolates is closer to the one of *B.g. tritici* than the one of *B.g. secalis*. Dimension 2 separates the isolates of *B.g. tritici*.

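The mean distance of *B.g. triticale* libraries was 2.01 to *B.g. tritici* libraries and 3.19 to *B.g. secalis* libraries, while *B.g. tritici* and *B.g. secalis* libraries were 3.68 apart. The difference of 1.18 was larger for the real groups than for the other groupings of the 5 *B.g. tritici* and *B.g. secalis* isolates (exact permutation test over the 10 groupings, one-sided *p* = 0.1, the smallest that 5 isolates allow). With 1 library left out, the difference stayed between 1.17 and 1.23. It moved most with the number of genes, to 2.46 with the 100 genes of largest log2FC per pair and to 0.29 with all expressed genes. Without the genes that have an effector-type identifier it was 0.27.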

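On dimension 2, the means of 96224, 94202 and JIW2 were -0.587 ± 0.205, -0.862 ± 0.130 and 0.0152 ± 0.00825 (SD, n = 3 replicates). The replicates of 96224 and 94202 overlapped on this dimension, while those of JIW2 lay apart from both. Means on this dimension were -0.204 ± 0.0278 for S-1391, -0.189 ± 0.0534 for S-1459, 0.932 ± 0.0166 for T3-8 and 0.895 ± 0.0127 for THUN-12, so that it also parted *B.g. triticale* from *B.g. tritici*.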

### Highly expressed genes are common to all *Formae speciales* and enriched in candidate effector genes

To quantify and compare gene expression levels in the studied isolates we used a pipeline for RNAseq studies based on R and the edgeR package (R Development Core Team, 2005; Robinson et al., 2010). We considered the genes encoding candidate effectors (595 genes) (Praz et al., 2017) as a separate functional group likely involved in fungal virulence, and containing potential targets of the plant immune system. 

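The list of candidate effectors was not analysed here. Genes were taken as candidate effectors when the gene identifier in the files begins with BgtE, Bgt_avrF2 or Bgt_BCG. This holds for 437 of the 7133 genes and for 363 of the 6203 expressed genes (5.85%). The class was compared with the labels of the paper's supplementary tables. Of the 112 genes that Supplementary Table 4 labels as effectors, 100 were in the class, as were 3 of its 306 other genes. In Supplementary Table 7 the class held 46 of 64 labelled and 5 of 134 other genes, and in Supplementary Table 9 it held 129 of 167 labelled and 13 of 125 other genes. As alternatives, the 122 expressed members of the effector families in Supplementary Data Sheet 4 and the 240 expressed genes labelled in these tables were used. The labelled genes had been listed because of their expression and are not an independent class.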

Using a genome-wide comparison of gene expression levels, we found that the mean expression of candidate effector genes was significantly higher than the gene expression average, irrespective of the mildew isolate or the *forma specialis* (Table 1, Figure 3).

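The mean expression of the 363 candidate effector genes was 746 rpkm in 96224, 698 in 94202 and 641 in JIW2, against 204, 208 and 187 rpkm for the 5840 other expressed genes. In S-1391 and S-1459 it was 240.01 and 208 rpkm against 186 and 175 rpkm, and in T3-8 and THUN-12 it was 427 and 476 rpkm against 186 and 187 rpkm. The ratio of the means was 3.65 ± 0.217 in 96224, 3.36 ± 0.0107 in 94202 and 3.43 ± 0.187 in JIW2 (SD, n = 3 replicates). It was 2.30 ± 0.0955 in T3-8 and 2.55 ± 0.0280 in THUN-12. In these 5 isolates the *p*-value was 1e-05, the smallest that 100000 permutations of the class among the genes can give (two-sided permutation test). In S-1391 the ratio was 1.29 ± 0.0409 and in S-1459 1.19 ± 0.121, with *p* = 0.0749 and *p* = 0.193 in the same permutation test across genes. All 3 replicates of each isolate had a ratio above 1. The choice that moved the ratios most was the use of cpm, without gene length, in place of rpkm, with which they were 0.571 in S-1391 and 0.524 in S-1459. In the libraries of T3-8 the ratio with cpm lay from 0.969 to 1.04, and in those of THUN-12 from 1.11 to 1.13. The permutation test with cpm no longer set effectors apart in these isolates. In the *B.g. tritici* libraries the ratio with cpm stayed between 1.39 and 1.81. The median expression of candidate effectors was 123, 130.46 and 109 rpkm in 96224, 94202 and JIW2 and 72.3 and 84.6 rpkm in T3-8 and THUN-12, while that of other genes lay between 62.8 and 64.5 rpkm in all isolates. In S-1391 and S-1459 the median of candidate effectors was lower than that of other genes, at 41.1 and 41.5 rpkm.

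**Figure D1:**
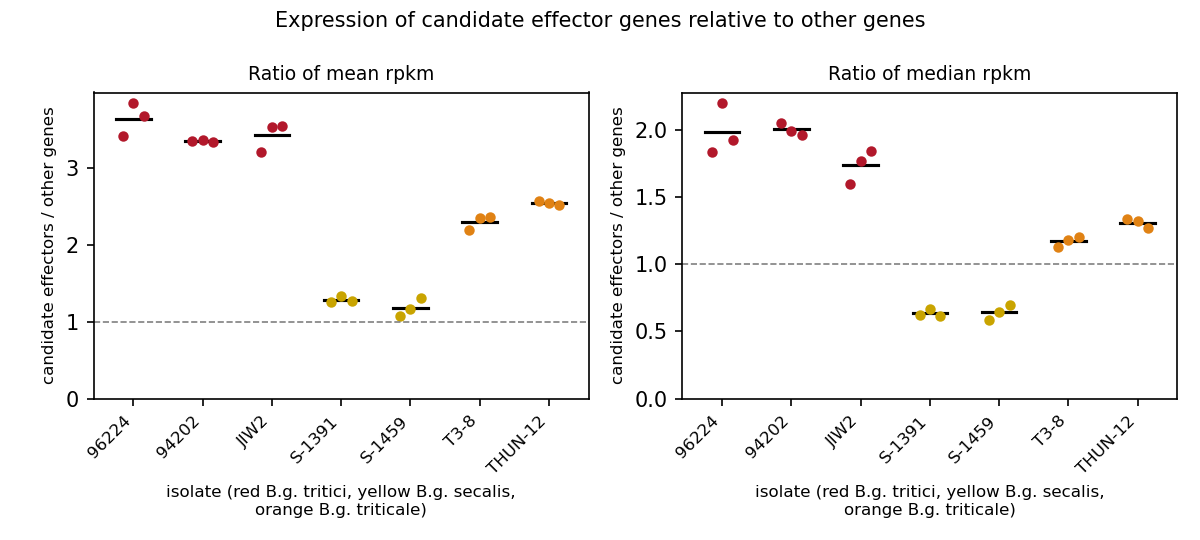
Ratio of candidate effector genes to other expressed genes in each library (dots, 3 replicates per isolate) with the mean of the replicates (bars), for mean rpkm (left) and median rpkm (right); the dashed line marks a ratio of 1. The 6 *B.g. secalis* libraries lie between 1.07 and 1.33 for the means and between 0.588 and 0.694 for the medians.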

**Table 1:** Gene expression characteristics for all isolates of the three *formae speciales*.

***Forma specialis***	**Isolate**	**5% quantile**		**Median**		**Mean**		**95% quantile**	
		**Non-effectors**	**Effectors**	**Non-effectors**	**Effectors**	**Non-effectors**	**Effectors**	**Non-effectors**	**Effectors**
*B.g. tritici*	96224	12.7	7.8	62.9	83.1	203.1	615.1	624.2	3, 394.8
	JIW2	14.9	8.1	63.4	79.3	186.2	531.1	580.0	2, 835.0
	94202	12.1	10.5	63.2	88.5	207.8	572.7	642.1	3, 029.2
*B.g. secalis*	S-1391	13.7	4.3	64.3	44.3	188.5	230.6	551.3	996.5
	S-1459	14.9	5.2	65.5	44.8	176.7	208.4	536.0	918.9
*B.g. triticale*	T3-8	14.4	7.9	64.9	65.4	186	364.2	564.5	1, 820.4
	THUN-12	14.2	9.0	64.2	74.2	187.1	406.6	568.6	2, 074.2

*The 5% quantile, median, mean, and 95% quantile values are provided for non-effector genes (abbreviated “Non-effectors”) and for candidate effector genes. All values are in reads per kilo base pair per million reads (rpkm). The candidate effector genes are in general more expressed than the other genes*.

**Figure 3:**
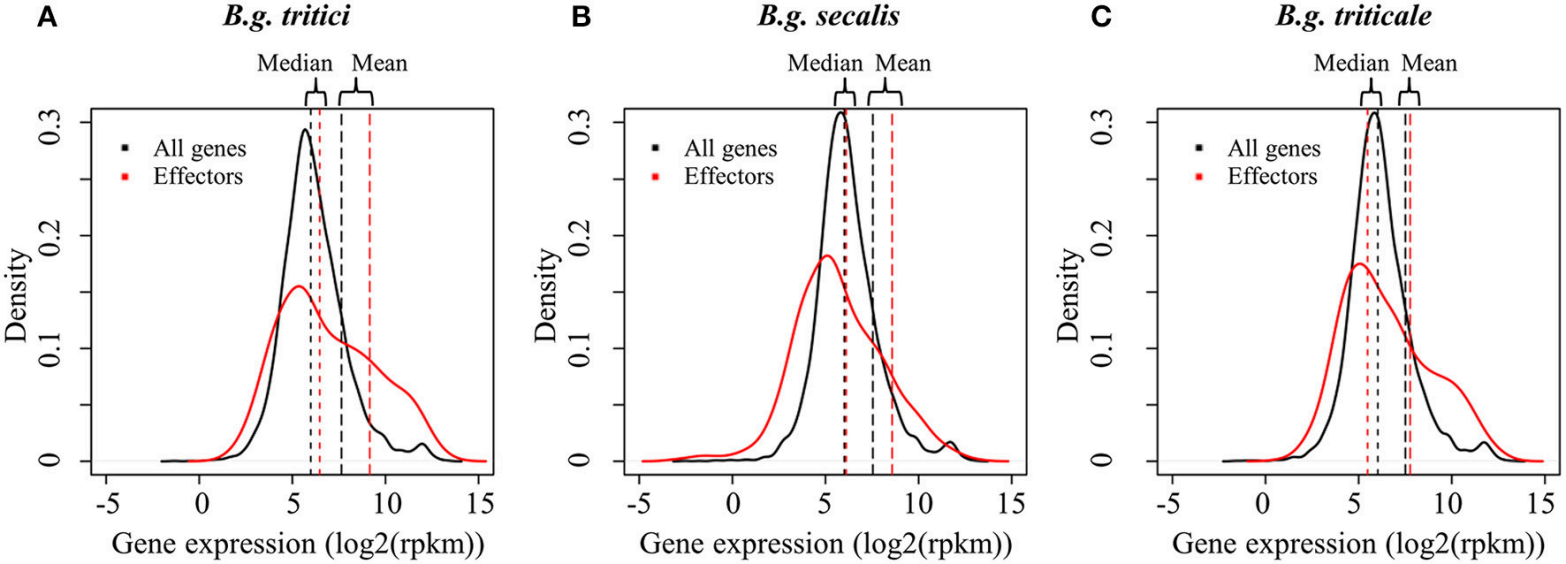
Distribution of gene expression levels in wheat, rye, and triticale mildews. Gene expression distributions in *B.g. tritici* **(A)**, *B.g. secalis* **(B)**, and *B.g. triticale* **(C)** are depicted with black plain lines for all genes and red plain lines for putative effector The distribution of the log2 (rpkm) values of mean gene expression of all isolates and all replicates is plotted. Mean expression and median expression are indicated as vertical lines in black for all genes and in red for effectors genes. All plots show that there is a higher proportion of effectors in the highly expressed genes as compared to non-effector genes.

Then, to study the nature of highly expressed genes in more detail, we selected the 5% most highly expressed ones (top 5%) in each isolate. In wheat mildew, we found that 279 out of the top 5% 345 highly expressed genes are common to all three isolates (81%, Figure 4A). Similarly, when comparing across all isolates of wheat, rye and triticale mildew, we found that 255 out of the 418 top 5% genes are common to all *formae speciales* (62.5%, Figure 4B). 

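The top 5% of the 6203 expressed genes are the 310 genes with the highest mean rpkm of an isolate. In wheat mildew 345 genes were in the top 5% of at least 1 isolate, and 279 of them (80.9%) were common to the 3 isolates. Another 13 genes were shared by 96224 and 94202, 9 by 96224 and JIW2 and 5 by 94202 and JIW2. The top 5% of 96224, 94202 and JIW2 held 9, 13 and 17 genes found in no other *B.g. tritici* isolate. With 1 of the 9 libraries left out, between 276 and 281 genes were common, and with the top 10% in place of the top 5% the number was 559.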

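Across the *ff.spp.*, 334 genes were in the top 5% of at least 1 *B.g. secalis* isolate and 329 in that of at least 1 *B.g. triticale* isolate. Together with *B.g. tritici* they made 418 most HE genes, of which 255 (61.0%) were found in all 3 *ff.spp.* When each of the 7 isolates had to hold the gene in its top 5%, 219 genes remained. *B.g. tritici* and *B.g. triticale* shared 51 genes that were not in the top 5% of *B.g. secalis*, while *B.g. secalis* shared 17 with *B.g. triticale* and 12 with *B.g. tritici* alone. A further 50 genes were found in *B.g. secalis* only, 27 in *B.g. tritici* only and 6 in *B.g. triticale* only. With 1 library left out, the most HE genes numbered between 416 and 421 and the core HE genes between 253 and 258. All 418 genes are those of Supplementary Table 4.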

We will hereafter refer to those 418 genes that are in the top 5% in at least one of the studied isolates as the “most HE genes,” and refer to the subset of 255 genes that are highly expressed in all three *ff.spp*. as the “core HE genes.”

**Figure 4:**
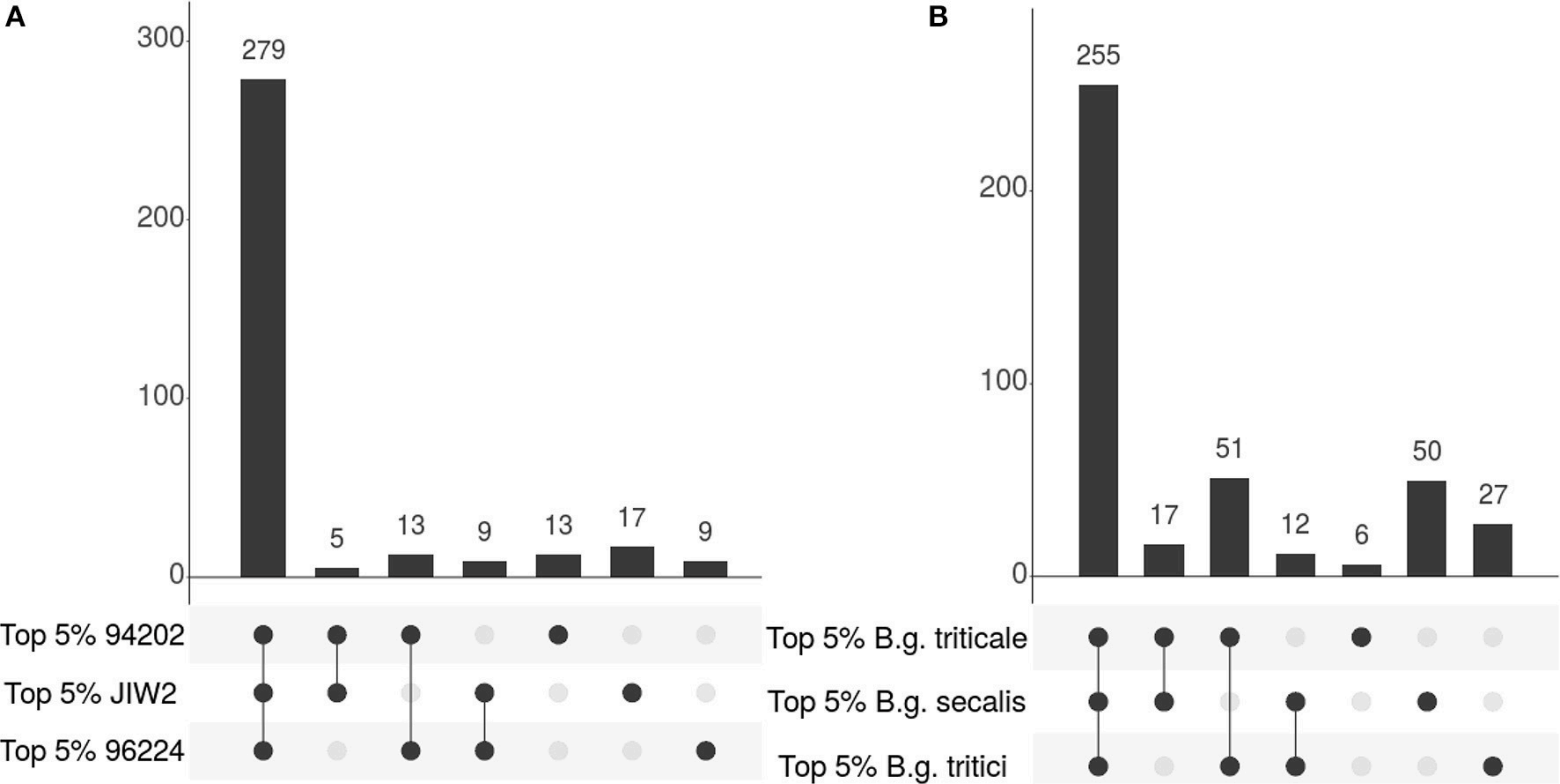
Intersections plots showing the overlaps of different sets of highly expressed genes. Histograms represent the number of genes contained in each group present in the overlaps indicated in the lower panel. Highly expressed genes are defined as the top 5% with the highest expression values (see text). **(A)** Comparison of the three *B.g. tritici* isolates. The first bar represents highly expressed genes common to three isolates, the following three bars represent those common to two isolates and the last three bars those found only in one isolate. **(B)** Comparison of the three *formae speciales*. The first bar represents the core highly expressed (HE) genes common to three *formae speciales*, the following three bars represent those common to two *formae speciales* and the last three bars those found only in one *forma specialis*.

To further analyze the most HE genes for specific gene composition or predicted protein function, we first used gene ontology (GO) annotations for “molecular function,” “cellular component,” and “biological process” and compared the results to genome-wide GO annotations (see Supplementary Data Sheet 2). We found no statistically significant enrichment in any specific GO term in this gene set, and the same was found when extending the analysis to a sample including the top 10% most highly expressed genes. 

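The 418 most HE genes took between 36.3 and 46.3% of the counts of a library. The 88 genes among them that Supplementary Table 4 assigns to the ribosome took 16.0 ± 0.384% of the counts in 96224, 16.1 ± 0.393% in 94202 and 13.7 ± 0.152% in JIW2 (SD, n = 3 replicates). Their share was 15.4 ± 0.727% in S-1391 and 12.9 ± 1.08% in S-1459, and 14.2 ± 0.348% in T3-8 and 13.9 ± 0.336% in THUN-12. The genes labelled as effectors in that table took 8.97 ± 0.678%, 8.20 ± 0.0990% and 7.96 ± 0.374% in 96224, 94202 and JIW2. In S-1391 and S-1459 they took 3.16 ± 0.0827% and 3.01 ± 0.204%, and in T3-8 and THUN-12 5.63 ± 0.159% and 6.19 ± 0.0480%.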

We then performed blast searches against protein conserved domain databases (https://www.ncbi.nlm.nih.gov/Structure/cdd/cdd.shtml) and found a high proportion of proteins involved in basal cellular processes (e.g., ribosomal proteins), indicating a massive investment of the fungus in basal metabolism and housekeeping functions consistent with invasive fungal growth at 2 dpi (see Supplementary Table 4).

Most importantly, we found a significant enrichment in candidate effector genes (Fisher exact test *p*-value < 0.01) as they account for 28, 24, and 13% of the top 5% in wheat, triticale and rye mildews, whereas they represent 8, 7.8, and 7% of the total expressed genes in the same *formae speciales*, respectively (Table 2). Similarly, when considering the most HE and core HE genes, candidate effectors represent 27.3% (114 genes) and 11.4% (29 genes) of each gene set, respectively. 

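With the identifier class, 82 of the 310 top 5% genes of 96224 were candidate effectors (26.5%), as were 81 in 94202 (26.1%) and 78 in JIW2 (25.2%). The background was the 6203 expressed genes, 5.85% of which are in the class. The odds ratios were 7.18, 7.03 and 6.61 with *p* = 4.51e-34, 3.22e-33 and 1.04e-30 (two-sided Fisher's exact test). In T3-8 and THUN-12, 61 and 68 of the 310 genes were candidate effectors (19.7 and 21.9%), with odds ratios of 4.53 and 5.33 (Fisher's exact test, *p* = 4.65e-18 and 6.20e-23). S-1391 and S-1459 had 35 and 33 (11.3 and 10.6%), with odds ratios of 2.16 and 2.01 (Fisher's exact test, *p* = 0.000152 and 0.000693). The ranking is by rpkm, which divides by gene length, and candidate effectors had a median length of 402 bp against 1102 bp. In S-1391 and S-1459 their mean rpkm was 0.678 and 0.645 times that of other genes matched on length. The enrichment in the top 5% was not tested against gene length and is not separated from it. Over the isolates of a *forma specialis* together, candidate effectors made up 27.0% of 345 genes in *B.g. tritici*, 21.9% of 329 in *B.g. triticale* and 10.8% of 334 in *B.g. secalis*. In *B.g. tritici* and *B.g. triticale* the class used moved these values most. With the members of the effector families as the class, the odds ratios rose to 12.8, 11.4 and 10.1 in 96224, 94202 and JIW2 and to 7.08 and 8.86 in T3-8 and THUN-12. They were 2.12 in S-1391 and 1.92 in S-1459, no longer past 0.01 (Fisher's exact test, *p* = 0.0201 and 0.0544).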

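Of the 418 most HE genes, 103 were in the identifier class (24.6%), an odds ratio of 6.94 with a 95% confidence interval from 5.32 to 9.01 (two-sided Fisher's exact test, *p* = 2.44e-40). Of the 255 core HE genes, 24 were in the class (9.41%), an odds ratio of 1.72 with an interval from 1.06 to 2.67 (Fisher's exact test, *p* = 0.0196). This *p*-value is above the threshold of 0.01 used for enrichment. By the labels of Supplementary Tables 4, 7 and 9 together, the corresponding numbers of candidate effectors were 114 and 29. Supplementary Table 4 alone labels 112 of the 418 genes.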

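Members of the effector families were taken from the alignments in Supplementary Data Sheet 4. Of the 30 listed members of the *AvrPm3a2/f2* family 24 were expressed and 15 were most HE genes, and of the 14 members of the *AvrPm2* family 12 were expressed and 7 were most HE genes. The *SvrPm3a1/f1* family had 11 expressed members and 4 most HE genes. The BEC1016 and BEC1038 families had 14 and 8 most HE genes among 32 and 30 expressed members. Of these genes 4 *AvrPm3a2/f2* members, 1 *AvrPm2* member and no *SvrPm3a1/f1*, BEC1016 or BEC1038 member were core HE genes. Reads with more than 1 location had been left out in the mapping, which can lower the level of members with long identical runs. Across the 137 aligned proteins the median identity with the closest other member was 54.0%, and 2 members were above 90%. The longest identical run with the closest member was 49 residues.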

Of these 114 candidate effector genes, (i) fifteen are members of the *AvrPm3*^*a*2/*f*2^ family (Bourras et al., 2015), (ii) seven belong to the *AvrPm2* family which also contains the barley mildew avirulence gene *Avr*_*a*13_, and two functionally characterized mildew effectors BEC1011 and BEC1054 (Pliego et al., 2013; Lu et al., 2016; Pennington et al., 2016a; Praz et al., 2017), (iii) *four* are members of the wheat powdery mildew *SvrPm3*^*a*1/*f*1^ suppressor gene family (Bourras et al., 2015; Parlange et al., 2015), (iv) fourteen are members of the family containing the functionally characterized BEC1016 effector (Pliego et al., 2013), and finally, (v) eight are members of the family containing the functionally characterized BEC1038 effector (Pliego et al., 2013) (see Supplementary Table 5). These results indicate that highly expressed candidate effectors genes are likely to encode for important virulence factors in mildew, including several members of gene families encoding functionally validated *Avr* genes (e.g., *AvrPm3*^*a*2/*f*2^*, AvrPm2*) and suppressors of plant immunity (e.g., BEC1011, BEC1054, *SvrPm3*^*a*1/*f*1^). They also suggest high conservation of the basal mechanisms of host infection in wheat, rye, and triticale powdery mildew, based on highly conserved effector function, and possibly common targets in their respective hosts.

**Table 2:** Proportion of candidate effector genes in the top 10% and top 5% most highly expressed genes in different isolates of the three *formae speciales*.

***Formae specialis***	**Isolate**	**Whole genome^a^**			**Top 10% expressed genes^b^**				**Top 5% expressed genes^c^**			
		**All genes**	**Effectors**	**(%)^d^**	**All genes**	**Effectors**	**(%)^d^**	***p*-value^e^**	**All genes**	**Effectors**	**(%)^d^**	***p*-value^e^**
*B.g. tritici*	96224	7133	595	8.3	620	141	22.7	<2.2e-16	345	95	27.5	<2.2e-16
	JIW2	7114	591	8.3	620	137	22.1	<2.2e-16	345	93	27.0	<2.2e-16
	94202	7120	592	8.3	620	140	22.6	<2.2e-16	345	95	27.5	<2.2e-16
*B.g. secalis*	S-1391	6986	523	7.5	620	70	11.3	0.0023	337	46	13.6	0.0012
	S-1459	6983	522	7.5	620	71	11.5	0.0017	337	43	12.8	0.0050
*B.g. triticale*	T3-8	7094	579	8.2	620	112	18.1	<2.2e-16	340	74	21.8	8.6e-16
	THUN-12	7091	580	8.2	620	119	19.2	<2.2e-16	340	84	24.7	<2.2e-16

a Total number of genes and candidate effectors found in mildew genome.

b Total number of genes and candidate effectors found in the to 10% most highly expressed genes.

c Total number of genes and candidate effectors found in the to 5% most highly expressed genes.

d Percentage of candidate effectors in the considered gene set.

e *P-value of the Fisher's exact test for enrichment in candidate effectors. A gene set is considered enriched in effectors if p-value < 0.01*.

### Differentially expressed genes between isolates are enriched in candidate effectors and are *Forma specialis* specific

In order to distinguish differential expression from simple indel polymorphism, we screened the genomes of the seven isolates for instances of gene presence/absence polymorphism. For this, we used genome sequencing coverage to identify possible cases of gene deletions in the studied isolates (see section Materials and Methods, Supplementary Text 1, Supplementary Figure 2, Supplementary Table 6). In total we found 193 genes deleted in at least one isolate, with most cases of gene deletions in the *B.g. secalis* isolates (see Supplementary Table 6). All downstream analyses of differential gene expression were accordingly curated for indel gene polymorphism based on this list of 193 presence/absence variation.

We then first compared gene expression between isolates of the same *f.sp*, using a threshold for differential expression of log_2_ fold change (Log_2_FC) > |1.5| and a false discovery rate (FDR) < 0.01 (see section Materials and Methods). 

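Between 96224 and 94202, 68 of the 6203 genes were DE, 39 higher in 96224 and 29 higher in 94202 (edgeR likelihood ratio test, Benjamini-Hochberg FDR under 0.01, 3 replicates per isolate). There were 93 DE genes between JIW2 and 94202, 53 of them higher in JIW2, and 69 between 96224 and JIW2, 39 of them higher in 96224. All replicates of an isolate lay on one side of those of the other isolate in 64, 93 and 68 of these genes. With the FDR alone and no threshold on the log2FC, the numbers were 554, 1260 and 917. With the replicate number as a block the numbers of DE genes were 69, 93 and 70. The threshold on the log2FC moved the numbers most, to 146, 232 and 164 genes with a threshold of 1 and to 27, 29 and 28 with a threshold of 2.5. In total 140 genes were DE, 130 of which are listed in Supplementary Table 7 after the paper's removal of deleted genes, a step that was not repeated here. Of the 140 genes 34 were candidate effectors by their identifier (24.3%), an odds ratio of 5.59 (two-sided Fisher's exact test, *p* = 3.73e-13). In the separate comparisons their share was 29.4, 29.0 and 24.6%, with odds ratios of 7.03, 7.02 and 5.47 (Fisher's exact test, *p* = 8.14e-10, 1.13e-12 and 2.75e-07). By the paper's labels 38 of the 130 listed genes are effectors.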

In wheat powdery mildew, we performed pairwise comparisons between the three isolates (96224 vs. 94202; 96224 vs. JIW2, and 94202 vs. JIW2), and found 130 differentially expressed (DE) genes (i.e., fulfilling the Log_2_FC and FDR criteria) with a significant enrichment for genes encoding putative effectors (39 genes, 30%) (Table 3). Of these, three genes showed an isolate-specific level of expression (Figures 5A,D) and all three encode for putative effectors: *Bgt-20382* is a member of the *AvrPm3*^*a*2/*f*2^ family, and *BgtE-10100* and *BgtAc-30857* are members of a functionally uncharacterized putative effector family containing 7 members in *B.g. tritici* and 2 in *B.g. hordei*. 

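There were 4 genes that were DE in all 3 comparisons, *Bgt-20382*, *BgtE-10100* and *BgtAc-30857* among them. *Bgt-20382* lies on contig 33 of the *B.g. tritici* reference from 563440 to 563789, and its expression was 7696 ± 943 rpkm in 96224, 219 ± 17.2 in 94202 and 2237 ± 317 in JIW2 (SD, n = 3 replicates). Its log2FC was 5.12 between 96224 and 94202 (SE 0.137, FDR 9.48e-299 from edgeR's likelihood ratio test), 3.35 between JIW2 and 94202 (SE 0.138, FDR 4.19e-132) and 1.78 between 96224 and JIW2 (SE 0.106, FDR 3.95e-57). *BgtE-10100*, on contig 234 from 688739 to 688998, had 35.5 ± 3.51, 182 ± 21.7 and 974 ± 159 rpkm in 96224, 94202 and JIW2. Its log2FC in the same comparisons was -2.33 (SE 0.246, FDR 1.04e-21), 2.41 (SE 0.162, FDR 3.29e-50) and -4.75 (SE 0.226, FDR 2.12e-133), from the same edgeR test. *BgtAc-30857* lies on the same contig from 709358 to 709773 and had 324 ± 60.8, 13.8 ± 5.72 and 0.412 ± 0.714 rpkm. Its log2FC was 4.51 (SE 0.382, FDR 2.35e-49), -4.29 (SE 1.49, FDR 2.45e-05) and 8.80 (SE 1.45, FDR 2.18e-81) from edgeR, with hardly any counts in JIW2. With 1 replicate left out, the log2FC between 96224 and 94202 stayed from 5.03 to 5.21, from -2.39 to -2.22 and from 4.32 to 4.82 for these genes in this order. With the replicate block it was 5.13, -2.26 and 4.54. The aligned protein closest to that of *Bgt-20382* has an identity of 55.1%.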

*Bgt-20382* and *BgtE-10100* are also part of the most HE genes.

**Table 3:** Summary of differentially expressed genes between isolates of the same *forma specialis*.

***Forma specialis***	**Comparison**	**Differentially expressed**			
		**Genes^a^**	**Effectors^b^**	**Effectors (%)^c^**	***p*-value^d^**
*B.g. tritici*	96224 vs. 94202	62	22	35.5	8.3e-10
	JIW2 vs. 94202	84	27	32.1	1.3e-10
	96224 vs. JIW2	62	21	33.9	5.4e-9
*B.g. secalis*	S-1391 vs. S-1459	36	9	25.0	1.7e-3
*B.g. triticale*	T3-8 vs. THUN-12	57	27	47.4	1.9e-15

a Total number of genes differentially expressed between pairs of isolates from the same forma specialis.

b Number of candidate effectors differentially expressed between isolates of the same forma specialis.

c Percentage of candidate effectors among differentially expressed genes.

d *P-value of the Fisher's exact test for enrichment in candidate effectors. A gene set is considered enriched in effectors if p-value < 0.01*.

**Figure 5:**
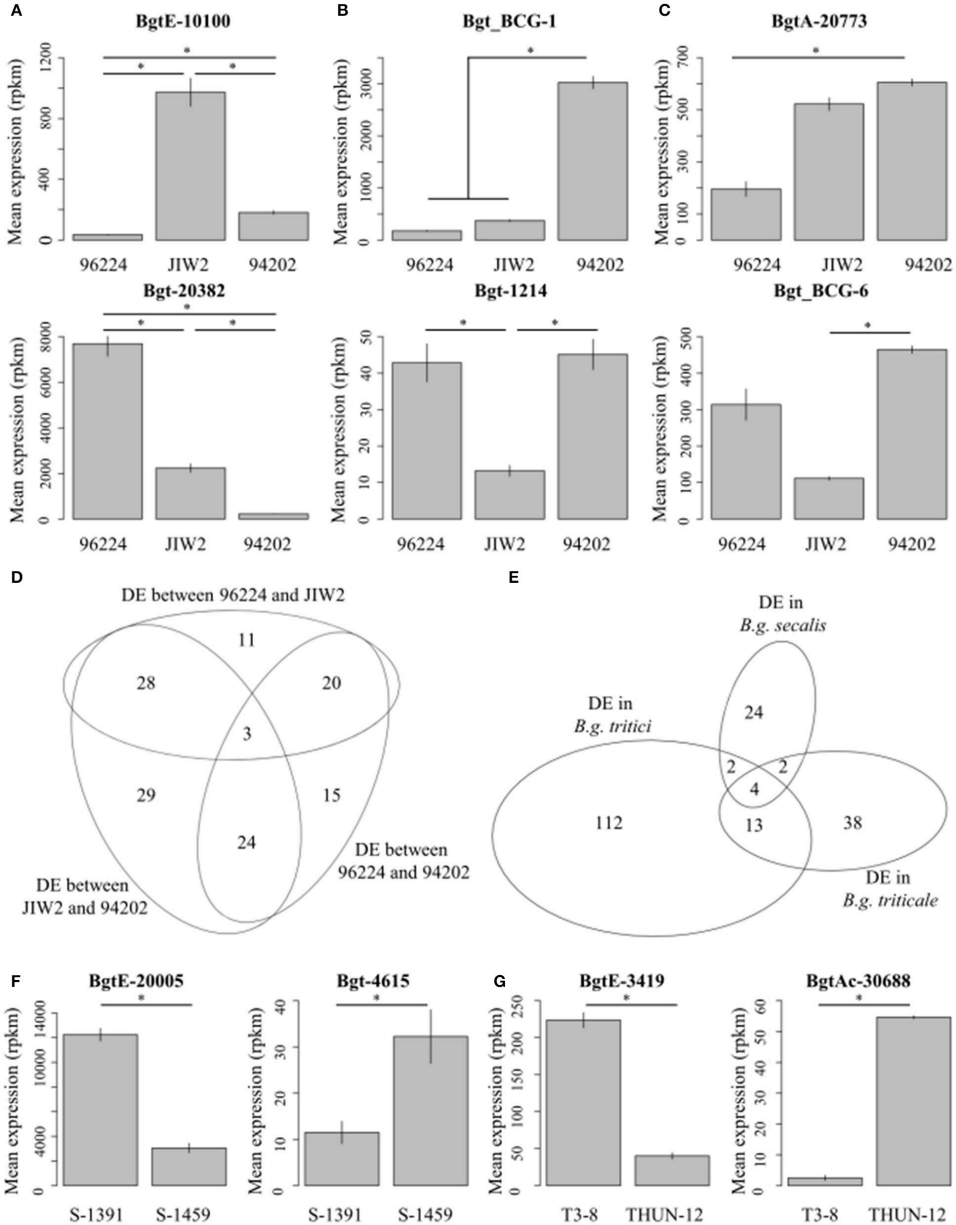
Intra-*forma specialis* gene differential gene expression. Selected examples of differentially expressed genes between isolates of the same *forma specialis* are indicated for *B.g. tritici* **(A–C)**, *B.g. secalis* **(F)**, and *B.g. triticale* **(G)**. ^*^Indicate that the expression of the gene is significantly different between two isolates (comparisons are marked by horizontal lines). **(A)** Shows two example of genes that are differentially expressed between each pair of isolates. **(B)** Shows two examples of genes that are differentially expressed between one isolate and the two others. **(C)** Shows two examples of genes that are differentially expressed between two isolates but show intermediate and non-significantly different expression in the third isolate. Values indicate mean expression from three biological replicates plotted in reads per kilo base pairs per million reads (rpkm). The overlap between differentially expressed genes in the three *B.g. tritici* isolates is depicted as a Venn diagram in **(D)**. Similarly, the overlap between gene differentially expressed between isolates of each *forma specialis* is depicted in **(E)**. The number of overlapping genes is indicated.

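Of the 140 DE genes, 82 were DE in 2 of the 3 comparisons and thus set 1 isolate apart from the others. For 94202 these were 31 genes, for JIW2 29 and for 96224 22. *Bgt-1214*, on contig 48 from 815988 to 817746, had 42.9 ± 8.97 rpkm in 96224, 45.2 ± 7.22 in 94202 and 13.2 ± 2.56 in JIW2 (SD, n = 3 replicates). Its log2FC was -1.75 between JIW2 and 94202 (SE 0.209, FDR 1.06e-15 from edgeR's likelihood ratio test) and 1.70 between 96224 and JIW2 (SE 0.203, FDR 8.14e-16).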

Seventy-two genes (55.4%) were differentially expressed in one of the isolates as compared to the two others (e.g., *Bgt_BCG-1* and *Bgt-1214*, Figures 5B,D). One prominent example in the latter group of DE genes is *SvrPm3*^*a*1/*f*1^(Syn. *Bgt_BCG-1*) a putative effector gene involved in race specific adaptation of *B.g. tritici* to wheat cultivars containing the *Pm3* resistance gene (Bourras et al., 2015; Parlange et al., 2015). 

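*Bgt_BCG-1* lies on contig 346 from 1076899 to 1077395. Its expression was 3027 ± 206 rpkm in 94202, 176 ± 21.4 in 96224 and 374 ± 39.2 in JIW2 (SD, n = 3 replicates). The log2FC was -4.13 between 96224 and 94202 (SE 0.112, FDR 9.43e-286 from edgeR's likelihood ratio test) and -3.01 between JIW2 and 94202 (SE 0.102, FDR 2.03e-180). With 1 replicate left out it stayed from -4.18 to -4.03 and from -3.08 to -2.92. The closest of the aligned family members, Bgt_BCG-7, has an identity of 69.9%.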

And finally 55 genes (42.3%) were differentially expressed between two isolates, while expression in the third isolate was intermediate and not significantly different from any of the two others (e.g., *BgtA-20773* and *Bgt_BCG-6*; Figures 5C,D).

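A further 54 genes were DE in 1 comparison only, 29 of them between JIW2 and 94202, 14 between 96224 and JIW2 and 11 between 96224 and 94202. *BgtA-20773* had 196 ± 48.4 rpkm in 96224, 606 ± 23.6 in 94202 and 523 ± 42.5 in JIW2 (SD, n = 3 replicates). Its log2FC was -1.70 between 96224 and 94202 (SE 0.115, FDR 1.94e-48 from edgeR's likelihood ratio test). Between 96224 and JIW2 the log2FC, -1.50 after rounding, was just short of the threshold, with an FDR of 2.95e-39 from the same edgeR test. *Bgt_BCG-6* had 314 ± 74.4, 465 ± 17.4 and 111 ± 8.98 rpkm in 96224, 94202 and JIW2. Its log2FC was -2.06 between JIW2 and 94202 (SE 0.169, FDR 8.25e-32) and 1.47 between 96224 and JIW2 (SE 0.169, FDR 4.32e-16). Among DE genes with a count in all 21 libraries and no overlap between the replicates, those of largest log2FC in each direction were *BgtAc-31323* (4.27) and *Bgt_BCG-1* between 96224 and 94202, *Bgt-4556* (4.03) and *BgtA-21571* (-3.15) between JIW2 and 94202, and *BgtA-21571* (3.79) and *Bgt-20812* (-2.92) between 96224 and JIW2.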

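Between S-1391 and S-1459, 46 genes were DE, 20 of them higher in S-1391, and between T3-8 and THUN-12 69 genes were DE, 33 of them higher in T3-8 (edgeR likelihood ratio test, Benjamini-Hochberg FDR). In all of these genes the replicates of the isolates were fully separated. Supplementary Table 7 lists 38 and 59 of them. With the replicate block the numbers were 45 and 69, and without a filter on low counts they were 72 and 104. By identifier, 10 of the 46 genes were candidate effectors (21.7%, odds ratio 4.57, Fisher's exact test, *p* = 0.000254), as were 25 of the 69 (36.2%, odds ratio 9.73, Fisher's exact test, *p* = 2.63e-14). With thresholds of 2 and 2.5 on the log2FC, the odds ratio between S-1391 and S-1459 was 4.06 and 4.32 (Fisher's exact test, *p* = 0.0134 and 0.0222). *BgtE-20005* had 12242 ± 878 rpkm in S-1391 and 3055 ± 660.3 in S-1459 (SD, n = 3 replicates), a log2FC of 2.00 (SE 0.113, FDR 2.31e-62 from edgeR). *Bgt-4615* had 11.5 ± 4.17 and 32.3 ± 10.0 rpkm, a log2FC of -1.51 (SE 0.270, FDR 5.97e-07 from edgeR). It was no longer past the threshold with the replicate block (-1.49), and with 1 replicate left out it ranged from -1.69 to -1.22. *BgtE-3419* had 224 ± 17.5 rpkm in T3-8 and 40.2 ± 7.53 in THUN-12, a log2FC of 2.49 (SE 0.211, FDR 1.87e-37 from edgeR). *BgtAc-30688* had 2.52 ± 1.43 and 54.6 ± 0.853 rpkm in the same isolates, a log2FC of -4.46 (SE 0.483, FDR 3.63e-39 from edgeR), the largest in this direction among DE genes with a count in all 21 libraries and separated replicates. In the other direction this was *BgtE-20118* with 6.23. Among such genes, *BgtA-20534* and *Bgt-1492* had the largest log2FC between S-1391 and S-1459 with 5.09 and -3.34.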

Similar results were found when comparing gene expression in the two isolates of *B.g. secalis* (36 DE genes), and the two of *B.g. triticale* (57 DE genes), both showing a significant enrichment in DE putative effectors (25 and 47.4%, respectively) (Table 3, Figures 5F,G). We have also applied all DE genes (a total of 195 genes from the three intra-*forma specialis* comparative analyses) to GO annotation and protein domain prediction, and found no statistically significant enrichment for a specific GO category or protein function (see Supplementary Table 7, Supplementary Data Sheet 2). We also found little overlap in DE genes between wheat, rye, and triticale mildews as 89% (174 out of 195) were found to be differentially expressed only between isolates of the same *forma specialis* (Figure 5E). 

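Of the 224 genes DE within any *forma specialis*, 198 (88.4%) were DE within 1 *forma specialis* only. These were 118 genes in *B.g. tritici*, 35 in *B.g. secalis* and 45 in *B.g. triticale*. Another 15 genes were DE in *B.g. tritici* and *B.g. triticale*, 4 in *B.g. secalis* and *B.g. triticale* and 2 in *B.g. tritici* and *B.g. secalis*, while 5 were DE in all 3. Of the 198 genes listed in Supplementary Table 7, 173 (87.4%) were DE within 1 *forma specialis* only. With 1 library left out, between 188 and 225 genes were DE within 1 *forma specialis* only. With log2FC thresholds of 1 and 2 there were 447 and 114.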

We also performed the same differential expression analyses between isolates using the three additional mapping strategies (Supplementary Table 3), and found very similar results irrespective of mapping stringency (see Supplementary Table 8).

Thus, our results indicate that DE genes between individual isolates are consistently enriched in candidate effectors irrespective of the *forma specialis*. In contrast to the core set of highly expressed genes, we found little overlap between wheat, rye, and triticale mildew based on differentially expressed genes. These results suggest there are distinctly different sets of candidate effector genes that are differentially regulated at early stages of the infection in a *forma specialis*-specific manner.

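Over all comparisons within *ff.spp.*, 63 of the 224 DE genes were candidate effectors by their identifier (28.1%, odds ratio 7.40, two-sided Fisher's exact test, *p* = 1.19e-27). With the members of the effector families as the class, the odds ratios were 9.26, 13.8 and 11.5 in the comparisons 96224 with 94202, JIW2 with 94202 and 96224 with JIW2, 9.42 in *B.g. secalis* and 12.8 in *B.g. triticale*. With 1 replicate left out, the odds ratio of the identifier class ranged from 4.78 to 9.15 in *B.g. tritici*, from 3.11 to 4.23 in *B.g. secalis* and from 9.31 to 11.4 in *B.g. triticale*. Without S-1459 replicate 2 it was 3.36 (Fisher's exact test, *p* = 0.0149). The paper reads the enrichment in each comparison as pointing to DE genes between isolates that are enriched in candidate effectors irrespective of the *forma specialis*.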

### Candidate effector genes are responsible for most of the differences in gene expression between *Formae speciales*

Our initial multidimensional scaling analysis indicated significant differences in gene expression between the three mildew *ff.spp*, suggesting there is a substantial number of genes with a *forma specialis*-specific expression level. Therefore, we studied differential gene expression between the three *ff.spp*., and we were particularly interested in comparing gene expression in the hybrid *B.g. triticale* to that of the wheat and rye mildew donors. We used the same criteria described earlier in this work for defining the thresholds for differential expression between wheat, rye, and triticale mildews. 

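Between *B.g. tritici* (9 libraries) and *B.g. secalis* (6 libraries) 335 genes were DE, 268 of them (80.0%) higher in *B.g. tritici* (edgeR likelihood ratio test, Benjamini-Hochberg FDR). Supplementary Table 9, which does not say in which comparison a gene was DE, lists 265 of them after the paper's removal of deleted genes, 200 of which (75.5%) were higher in *B.g. tritici*. In 302 of the 335 genes all libraries of one *forma specialis* lay on one side of all those of the other. With the replicate block the number was also 335, with edgeR's quasi-likelihood test it was 333 and with DESeq2 336. The threshold on the log2FC moved it most, to 532 with a threshold of 1 and to 195 with 2.5. When the counts of the 3 replicates were summed, so that the isolate and not the library was the unit, 301 genes were DE. Of the 335 genes, 178 were candidate effectors by their identifier (53.1%), an odds ratio of 34.8 (two-sided Fisher's exact test, *p* = 5.60e-145). Over the 3 comparisons between *ff.spp.* 364 genes were DE, of which Supplementary Table 9 lists 292. Among DE genes with a count in all 21 libraries and separated *ff.spp.*, those of largest log2FC in each direction were *BgtE-20000* (8.12, SE 0.336, FDR 6.77e-305 from edgeR) and *Bgt-1532* (-5.86, SE 0.320, FDR 1.53e-121 from edgeR). *BgtE-20000*, of the *AvrPm2* family, had 957 rpkm on average in *B.g. tritici* and 3.29 in *B.g. secalis*, and *Bgt-1532* had 1.15 and 67.9 rpkm.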

In total we found 292 DE genes (hereafter referred to as DE^*ff.spp*^) and most of these are found between *B.g. tritici* and *B.g. secalis* (257, hereafter called DE^wr^ genes, 146 putative effectors, 56.8%). We found less differences between triticale and wheat mildews (58 DE genes, 35 putative effectors, 60.3%) as compared to the difference between triticale and rye mildews (175 DE genes, 107 putative effectors, 61.1%) (Table 4, Figure 6). 

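Between *B.g. tritici* and *B.g. triticale* 68 genes were DE, 54 of them higher in *B.g. tritici*, and between *B.g. secalis* and *B.g. triticale* 245 genes were DE, 198 of them higher in *B.g. triticale* (edgeR likelihood ratio test, Benjamini-Hochberg FDR). All libraries were separated by *forma specialis* in 44 and 214 of these genes. Supplementary Table 9 lists 60 and 182 of them. The numbers were the same with the replicate block. With the counts summed per isolate they were 45 and 218, and without a filter on low counts there were 118 DE genes between *B.g. tritici* and *B.g. triticale*. Both comparisons had 6 *B.g. triticale* libraries, against 9 libraries of *B.g. tritici* and 6 of *B.g. secalis*, so that the lower number was found with more libraries. Among DE genes with a count in all 21 libraries and separated *ff.spp.*, those of largest log2FC were *BgtE-20120* (7.39) and *BgtAc-30847* (-2.23) between *B.g. tritici* and *B.g. triticale*, and *Bgt-1532* (6.91) and *BgtE-5659* (-8.10) between *B.g. secalis* and *B.g. triticale*.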

Analyses performed with the mapping obtained using different stringencies gave very similar results, with 85–94% of the genes identified as DE being the same irrespective of the mapping strategy (see Supplementary Table 8). In all cases the identified DE genes were highly enriched in putative effectors. 

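Candidate effectors made up 32 of the 68 genes DE between *B.g. tritici* and *B.g. triticale* (47.1%, odds ratio 15.6, two-sided Fisher's exact test, *p* = 3.50e-22). Between *B.g. secalis* and *B.g. triticale* they made up 143 of 245 (58.4%, odds ratio 36.5, Fisher's exact test, *p* = 4.17e-121). With the genes listed in Supplementary Table 9 only, the odds ratios were 24.5 between *B.g. tritici* and *B.g. secalis*, 16.2 between *B.g. tritici* and *B.g. triticale* and 25.3 between *B.g. secalis* and *B.g. triticale*. With the members of the effector families as the class and all DE genes, they were 77.3, 17.5 and 71.0 in the same order. With the listed genes only, they were 27.7, 15.3 and 28.7 for this class. Without a removal of deleted genes, the DE genes between *B.g. tritici* and *B.g. secalis* included 26 members of the BEC1016 family and 21 of the BEC1038 family. They also included 21 of the *AvrPm3a2/f2* family, 8 of the *SvrPm3a1/f1* family and 7 of the *AvrPm2* family. After its removal of deleted genes, the paper reports fewer for each of these families.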

We found 10 genes that are DE between the three *formae speciales* (Figure 7A), 144 genes that are DE between *B.g. secalis* and the two other *formae speciales* (Figures 7B,C), only five genes being DE between *B.g. triticale* and the two other *formae speciales* (Figure 7D) and 29 genes that are differentially expressed between *B.g. tritici* and the two other *formae speciales* (Figure 7E). 

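There were 17 genes DE between all 3 *ff.spp.* A further 205 genes were DE between *B.g. secalis* and both others, 144 of which are listed in Supplementary Table 9, 39 between *B.g. tritici* and both others, and 6 between *B.g. triticale* and both others. *BgtE-20064* had a mean of 2863 rpkm in *B.g. tritici*, 27.0 in *B.g. secalis* and 414 in *B.g. triticale*. Its log2FC was 6.72 between *B.g. tritici* and *B.g. secalis* (SE 0.231, FDR 7.03e-116 from edgeR's likelihood ratio test) and 2.79 between *B.g. tritici* and *B.g. triticale* (SE 0.206, FDR 4.66e-31). *BgtAcSP-31269* had 397 rpkm in *B.g. secalis*, against 24.0 in *B.g. tritici* and 20.0 in *B.g. triticale*, with a log2FC of -4.08 between *B.g. tritici* and *B.g. secalis* (SE 0.133, FDR 8.20e-266). *BgtE-5867* had 52.5 rpkm in *B.g. secalis*, against 5117 and 3473 in *B.g. tritici* and *B.g. triticale*, with a log2FC of 6.63 between *B.g. tritici* and *B.g. secalis* (SE 0.157, FDR 1.74e-312). *BgtE-10117*, a member of the *AvrPm2* family, had 25.3 rpkm in *B.g. triticale*, against 1252 in *B.g. tritici* and 1849 in *B.g. secalis*. Its log2FC was 5.59 between *B.g. tritici* and *B.g. triticale* (SE 0.222, FDR 2.09e-114) and 6.15 between *B.g. secalis* and *B.g. triticale* (SE 0.234, FDR 4.76e-129). *BgtE-5889* had 1971 rpkm in *B.g. tritici*, against 30.0 in *B.g. secalis* and 37.8 in *B.g. triticale*, with a log2FC of 5.68 between *B.g. tritici* and *B.g. triticale* (SE 0.140, FDR 1.04e-303). Each of these 5 genes stayed past the thresholds in every fit with 1 library left out.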

Using the same GO and protein domain annotation approach described in previous sections, we found no statistically significant enrichment in any GO term or putative protein domains (see Supplementary Table 9, Supplementary Data Sheet 2). To further corroborate this enrichment of DE^*ff.spp*^ genes in candidate effectors, we applied different thresholds of log_2_FC to the same RNAseq pipeline (Log_2_FC > 1, Log_2_FC > 2 and Log_2_FC > 2.5, see section Materials and Methods) and we consistently found a significant enrichment in putative effectors irrespective of the chosen Log_2_FC threshold (Supplementary Table 10). 

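With a log2FC threshold of 1, 532 genes were DE between *B.g. tritici* and *B.g. secalis*, 174 between *B.g. tritici* and *B.g. triticale* and 357 between *B.g. secalis* and *B.g. triticale*. Candidate effectors by identifier made up 40.2, 39.1 and 45.9% of them, with odds ratios of 24.9, 12.5 and 24.1 (two-sided Fisher's exact test, *p* = 2.43e-147, 3.36e-40 and 2.42e-118). With a threshold of 2 the numbers were 243, 41 and 192 genes and the odds ratios 33.4, 17.8 and 32.9 (Fisher's exact test, *p* = 4.21e-114, 6.77e-16 and 2.91e-94). With a threshold of 2.5 they were 195, 32 and 157 genes and 33.3, 19.0 and 33.0 (Fisher's exact test, *p* = 3.35e-96, 1.94e-13 and 4.86e-80).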

We then compared the most HE genes and DE^*ff.spp*^ genes for gene content and predicted protein function. 

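Of the 418 most HE genes and the 364 genes DE between *ff.spp.*, 94 were in both sets, 324 only among the most HE genes and 270 only among the DE genes. With the DE genes listed in Supplementary Table 9 only, 62 were in both sets, 356 only among the most HE genes and 230 only among the DE genes. With a log2FC threshold of 1 or 2 on all DE genes, 106 and 77 genes were in both sets.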

We found that most of the genes are unique to one of the sets (see Figure 8A) and that the two sets of genes encode for distinctly different protein functions. For the most HE genes we found that 34.7% encoded for proteins related to the secretome (i.e., putative effectors, non-effector secreted proteins, and proteins involved in secretion, see section Materials and Methods), while another 34.7% encoded for proteins related to ribosomal or mitochondrial functions (see Figure 8B, Supplementary Table 11). In contrast, DE^*ff.spp*^ genes mainly encoded for proteins related to the secretome (62.4%) including a large proportion of putative effectors (56.9%) and only 6.2% were related to the ribosome or the mitochondrion (see Figure 8B, Supplementary Table 11). This indicates that differences between *formae speciales* are mainly found in the secretome.

**Table 4:** Summary of the differentially expressed genes between wheat, rye, and triticale mildew *formae speciales*.

	**Differentially expressed**			
**Comparison**	**Genes^a^**	**Effectors^b^**	**Effectors (%)^c^**	***p*-value^d^**
*B.g. tritici* vs. *B.g. secalis* (DE^wr^)	257	146	56.8	<2.2e-16
*B.g. tritici* vs. *B.g. triticale*	58	35	60.3	<2.2e-16
*B.g. secalis* vs. *B.g. triticale*	175	107	61.1	<2.2e-16

a Total number of genes differentially expressed.

b Number of differentially expressed candidate effectors.

c Percentage of candidate effectors among differentially expressed genes.

d *P-value of the Fisher's exact test for enrichment in candidate effectors. A gene set is considered enriched in effectors if p-value < 0.01*.

**Figure 6:**
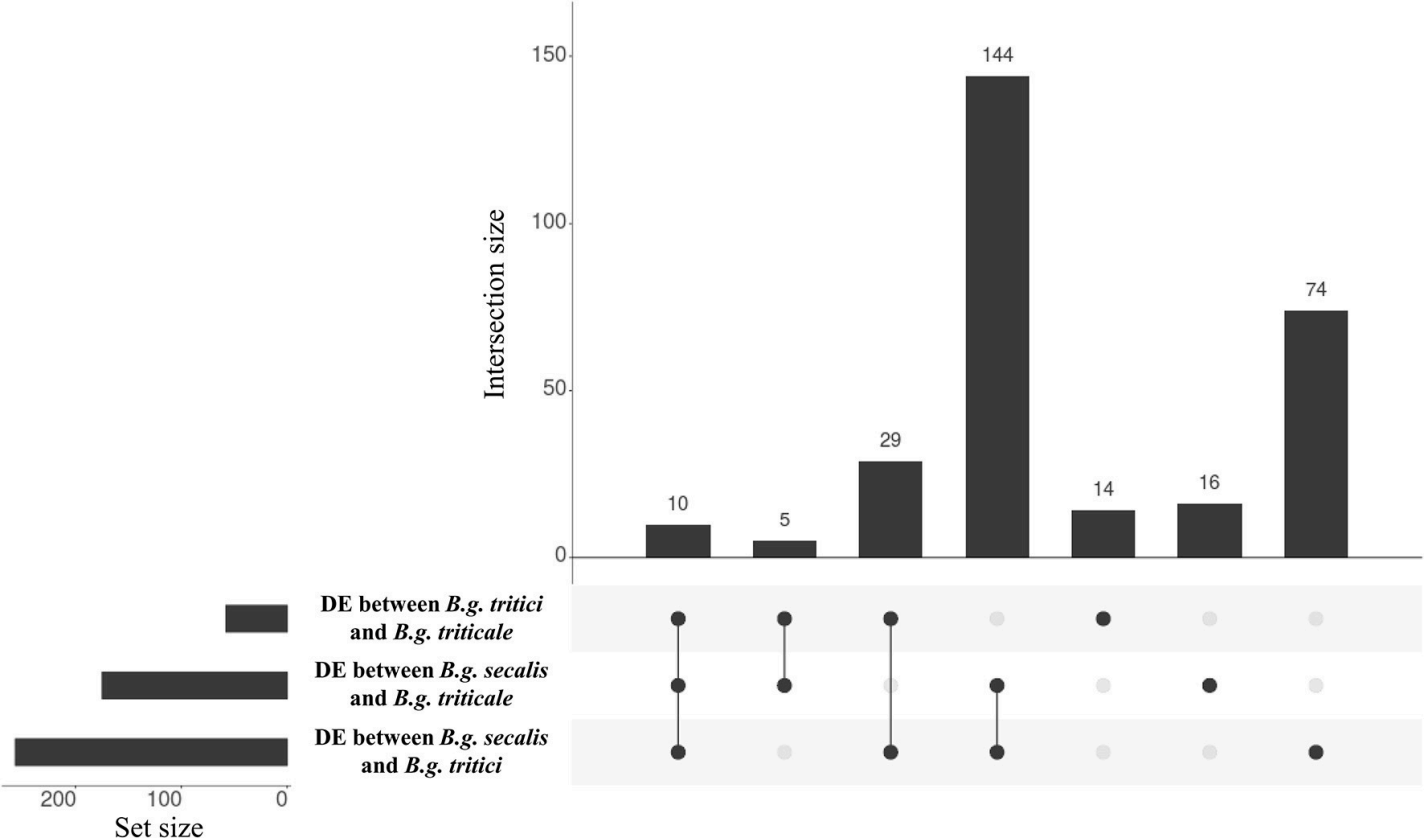
Intersection plots showing the overlap of genes differentially expressed between *formae speciales*. The horizontal histograms represent the number of differentially expressed (DE) genes in each comparison. Gene expression is more similar between *B.g. tritici* and *B.g. triticale* as only 58 genes are differentially expressed between these two *formae speciales*. The vertical histograms represent the number of genes contained in each group present in the overlaps indicated in the lower panel. The first vertical bar represent genes that are differentially expressed between the three *formae speciales*. The three following vertical bars represent genes DE between one *forma specialis* and the two others. Most of the genes are differentially expressed between *B.g. secalis* and the two other *formae speciales*. The last three vertical bars represent genes that are differentially expressed between two *formae speciales*.

**Figure 7:**
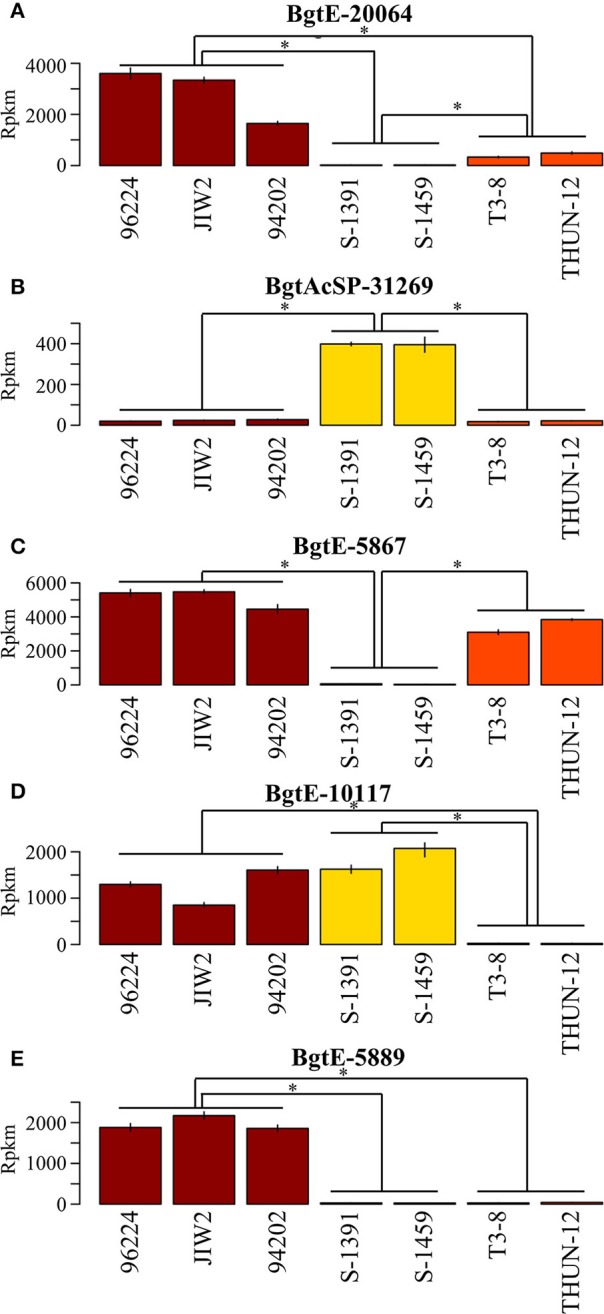
Genes differentially expressed between *formae speciales*. Selected examples of genes differentially expressed between the *B.g. tritici* (red), *B.g. secalis* (yellow) and *B.g. triticale* (orange) *formae speciales*. The mean expression of three biological replicates is plotted in reads per kilo base pairs per million reads (rpkm). ^*^Indicate that the expression of the gene is significantly different between two *formae speciales* (comparisons are marked by horizontal lines). **(A)** *BgtE-20064* is differentially expressed between the three *formae speciales*. **(B,C)** *BgtAcSP-31269* and *BgtE-5867* are differentially expressed between *B.g. secalis* and the two other *formae speciales*. **(D)** *BgtE-10117* is differentially expressed between *B.g. triticale* and the two other *formae speciales*. **(E)** *BgtE-5889* is differentially expressed between *B.g. tritici* and the two other *formae speciales*.

**Figure 8:**
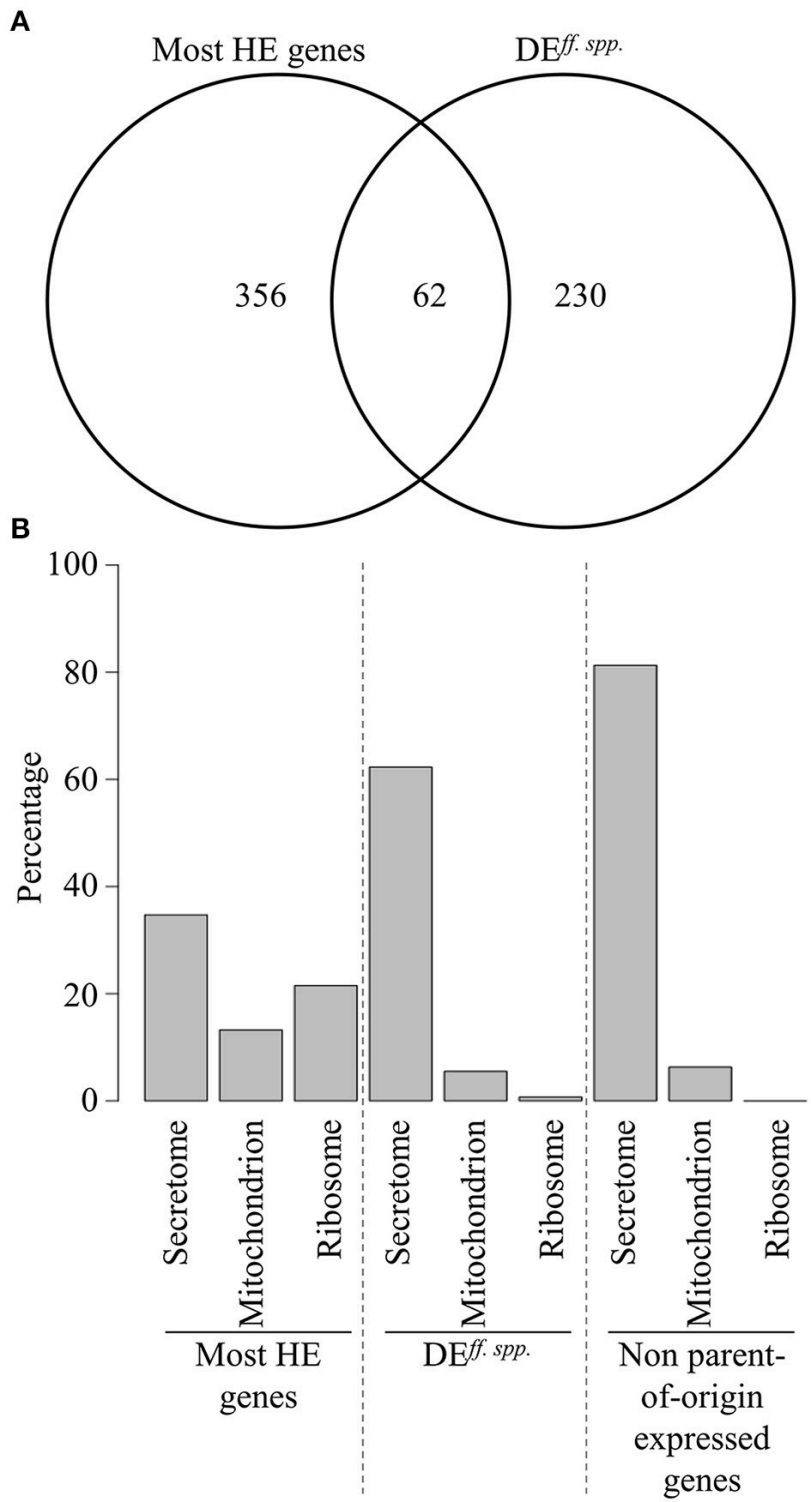
Comparisons of the most highly expressed genes and differentially expressed genes between *formae speciales*. **(A)** Venn diagram showing the overlap between the most highly expressed genes (most HE genes) and the genes differentially expressed between *formae speciales* (${\text{DE}}_{.}^{ff.spp}$). **(B)** Bar plots showing functional annotation of the most HE genes, ${\text{DE}}_{.}^{ff.spp}$genes, and the 16 genes identified as unambiguous cases of non-parent of origin expression in the hybrid triticale mildew, based on conserved protein domain annotation, and subcellular localization prediction (see section Materials and Methods).

Taken together, these results indicate that the expression in the hybrid *B.g. triticale* is more similar to that of *B.g. tritici* than to *B.g. secalis*, thus reflecting the hybrid genome composition, with higher proportions (>80%) being inherited from of the *B.g. tritici* donor (Menardo et al., 2016). In addition, most of the differences in gene expression between wheat, rye, and triticale mildews are contributed by genes encoding putative secreted proteins (mainly putative effectors) and proteins involved in the secretory pathway. This suggests that host adaptation in mildews can be based on transcriptional reprogramming of the secretome and selective activation of effector genes in a *forma specialis*-specific manner.

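By their identifier, 190 of the 364 genes DE between *ff.spp.* were candidate effectors (52.2%), against 5.85% of the expressed genes (odds ratio 35.7, 95% confidence interval from 27.5 to 46.5, two-sided Fisher's exact test, *p* = 1.59e-154). The paper reads its results, among them the smaller number of DE genes between *B.g. tritici* and *B.g. triticale*, as pointing to an expression in the hybrid more similar to that of *B.g. tritici*, which it relates to the composition of the hybrid genome. From the share of secreted proteins among the DE genes, it proposes that host adaptation can rest on a transcriptional reprogramming of the secretome.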

### Gene expression in the hybrid triticale mildew is conserved with the donor

As shown in the previous section, gene expression in the hybrid *B.g. triticale* is more similar to that of wheat mildew, consistent with the genomic composition of triticale mildew (Menardo et al., 2016). Therefore, we further assessed to what extent gene expression in the two hybrid isolates is correlated to the sequence origin of the gene which can be either inherited from the wheat or rye mildews. Thus, we based our analysis on the 257 genes which are differentially expressed between rye and wheat mildews (see Supplementary Figure 4) as follows: (i) we classified gene expression levels of the 257 genes in the hybrid into *B.g. tritici*-like or *B.g. secalis*-like, based on a the previously described thresholds for differential gene expression (see section Materials and Methods), (ii) we assessed the possible wheat or rye mildew origin of gene coding and promoter sequences in each of the two *B.g. triticale* isolates, based on sequence comparison and phylogenetic clustering (see section Materials and Methods), and (iii) we assessed to what extent gene expression levels in the hybrid can be correlated to the origin of the gene coding and/or promoter sequences.

In a first step, we were able to assign a *B.g. tritici*-like or *B.g. secalis*-like expression for 188 and 196 out of the 257 DE^wr^ genes in THUN-12 and T3-8, respectively. In THUN-12, 146 genes showed a *B.g. tritici*-like expression, 42 genes had similar expression to *B.g. secalis*, and 15 showed a hybrid specific level of expression. Similarly, in T3-8, 144 genes had a *B.g. tritici*-like expression, 52 exhibited a *B.g. secalis*-like expression, and 11 showed a hybrid-specific expression level (Table 5, Supplementary Figure 5). 

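The expression of each *B.g. triticale* isolate was compared with *B.g. tritici* and with *B.g. secalis* for the 265 genes that were DE between these and are listed in Supplementary Table 9. These classes rest on the log2FC threshold of 1.5 alone, without the FDR. A gene was taken as *B.g. tritici*-like when its log2FC was past the threshold against *B.g. secalis* only, as *B.g. secalis*-like when it was past it against *B.g. tritici* only, and as unique when it was past it against both. In THUN-12, 146 genes were *B.g. tritici*-like, 44 *B.g. secalis*-like and 21 unique. In T3-8 the numbers were 144, 54 and 17. With 1 library left out, between 41 and 47 genes in THUN-12 and between 45 and 57 in T3-8 were *B.g. secalis*-like. With a log2FC threshold of 2 there were 28 *B.g. secalis*-like genes in THUN-12 and 33 in T3-8. With all 335 DE genes, 202 were *B.g. tritici*-like and 54 *B.g. secalis*-like in THUN-12, and 201 and 59 in T3-8. Both isolates had the same class for 185 of the 265 genes, with 117 *B.g. tritici*-like and 25 *B.g. secalis*-like in both. There were 24 genes that were *B.g. tritici*-like in 1 isolate and *B.g. secalis*-like in the other.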

For 54 genes in THUN-12, and 50 in T3-8, the expression level was neither significantly different from *B.g. tritici*, nor *B.g. secalis* (see section Materials and Methods), therefore they could not be assigned to either of the *B.g. tritici*-like or *B.g. secalis*-like expression groups.

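For 54 genes in THUN-12 (20.4%) and 50 in T3-8 (18.9%) no log2FC against either parent was past the threshold. This class depended on the log2FC threshold more than the others, with 8 and 9 genes at a threshold of 1 and 109 and 106 at a threshold of 2. It held from 44 to 57 genes in THUN-12 and from 42 to 53 in T3-8 with 1 library left out.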

**Table 5:** Analysis of correlation between sequence origin and expression levels in the *B.g. triticale* hybrid of 257 genes differentially expressed between wheat and rye mildews.

	**Similar to *B.g. tritici*^a^**		**Similar to *B.g. secalis*^b^**		**Unique to *B.g. triticale*^c^**		**Undefined^d^**	
	**THUN-12**	**T3-8**	**THUN-12**	**T3-8**	**THUN-12**	**T3-8**	**THUN-12**	**T3-8**
Expression	146 (77.7%)	144 (73.5%)	42 (22.3%)	52 (26.5%)	15	11	54	50
Genomic sequence	133 (85.3%)	132 (84.1%)	23 (14.7%)	25 (15.9%)			101	100
Promoter sequence	131 (82.4%)	134 (85.5%)	28 (17.6%)	23 (14.6%)			98	100

a Number of genes among the 257 selected gene (DE^wr^) subset showing similarity to B.g. tritici based on expression level, origin of the gene sequence, or origin of the promoter sequence.

b *Number of genes among the 257 selected gene subset showing similarity to B.g. secalis based on the same criteria listed in ^a^*.

c Number of genes with an expression level unique to the hybrid B.g. triticale.

d *Number of genes with undefined origin of expression or sequence. All numbers are given for both B.g. triticale isolates THUN-12 and T3-8 as well as a percentage of the 257 considered genes between brackets*.

In a second step, we assessed the possible genomic origin of the 257 DE^wr^ genes in THUN-12 and T3-8. We used a phylogenetic approach to identify clusters of highly similar sequences (see section Materials and Methods for detailed procedure) and sequence information from 22 mildew isolates including: the two *B.g. triticale* isolates THUN-12 and T3-8, 14 of *B.g. tritici* (including 96224, 94202, and JIW2), 5 of *B.g. secalis* (including S-1391 and S-1459), and the reference barley powdery mildew genome as an outgroup (see Supplementary Table 2 and section Materials and Methods) (Spanu et al., 2010; Wicker et al., 2013; Menardo et al., 2016). We were able to assign a distinct wheat or rye mildew genomic origin for 156 genes in THUN-12, and 157 genes in T3-8, out of the 257 DE^wr^ genes. In THUN-12, 133 genes originated from *B.g. tritici* (Figure 9A) and 23 from *B.g. secalis* (see Figures 9B,C), and the results in T3-8 are very similar with 132 genes originating from *B.g. tritici* (Figures 9A,C) and 25 from *B.g. secalis* (Figure 9B). For 101 genes in THUN-12 and 100 in T3-8, it was not possible to distinguish which *forma specialis* they originate from based on our phylogenetic analysis (see Figure 9D, Table 5, Supplementary Figure 6, and section Materials and Methods for detailed procedure).

**Figure 9:**
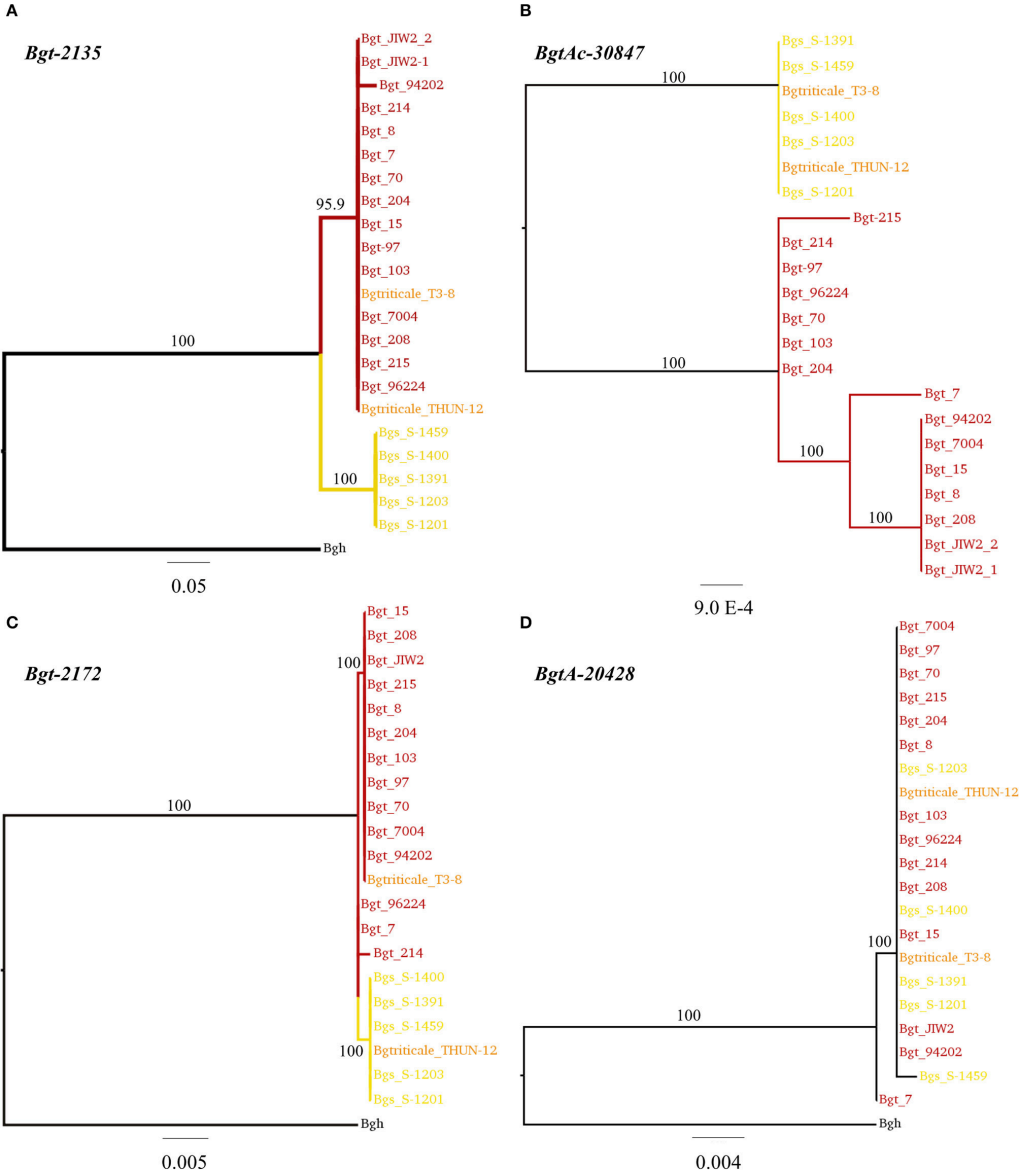
Phylogenetic analysis of four genes differentially expressed between wheat and rye mildew based on 23 *Blumeria graminis* genomes. Selected examples of *B.g. triticale* genes for which phylogeny data was used to assign the wheat or rye mildew origin of the gene. The trees were inferred with nucleotide sequences with 10,000 bootstraps. The scale bar indicates a measures of expected substitution per site. Bootstrap values are indicated on the branches. In **(A)** the origin of the gene *Bgt-2135* was assigned as *B.g. tritici* in both triticale isolates T3-8 and THUN-12. In **(B)** the origin of *Bgt-30847* was assigned as *B.g. secalis* in both isolates. In **(C)** the gene *Bgt-2172* was classified as originating from *B.g. tritici* in T3-8, and *B.g. secalis* in THUN-12. Finally, an example of a gene with undefined origin is depicted in **(D)** for *BgtA-20428*. In all cases, the sequence of the direct homolog from barley powdery mildew (Bgh) was used as an outgroup.

In a third step, we assessed the possible wheat or rye mildew origin of the promoter sequences of the 257 DE^wr^ genes in THUN-12 and T3-8. We defined the promoter sequence as the 1kb region upstream of the gene start, and used the same phylogenetic approach described above to classify those sequences based on their origin. We were able to assign a donor genome for 159 sequences from THUN-12 and 157 from T3-8. In THUN-12, 131 promoter sequences could be assigned to *B.g. tritici* and 28 to *B.g. secalis*. Similarly, in T3-8, 134 originated from the *B.g. tritici* donor genome and 23 from *B.g. secalis*. Finally, we could not determine a genome of origin for 98 gene promoters in THUN-12 and 100 in T3-8 (Table 5).

Based on the data obtained from the three approaches described above (i.e., expression level, origin of the coding sequence, and origin of the promoter sequence), we compared the composition of our subset of 257 DE^wr^ genes to that of the genomes of the studied triticale isolates. For THUN-12, we found that 15% of the genes, and 18% of the promoters of the DE^wr^ genes originated from *B.g. secalis*, consistent with the overall proportion of the rye mildew genome in this isolate (17%, Menardo et al., 2016). Similarly, we found that 16% of the genes and 15% of the promoters in T3-8 originated from *B.g. secalis*, which is also consistent with the overall proportion of the rye mildew genome in this isolate (13%, Menardo et al., 2016). However, on the gene expression level, we found that 22% of the DE^wr^ genes in THUN-12, and 26% in T3-8 were expressed as in rye mildew, suggesting a bias toward a *B.g. secalis*-like gene regulation in the hybrid triticale mildew. 

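Among the 190 genes assigned to a parent in THUN-12, 23.2% were *B.g. secalis*-like, and among the 198 assigned in T3-8 27.3% were. With all 335 genes DE between *B.g. tritici* and *B.g. secalis*, the shares were 21.1 and 22.7%. Of the *B.g. secalis*-like genes, 35 of 44 in THUN-12 and 45 of 54 in T3-8 were lower than in *B.g. tritici*. By its definition a *B.g. secalis*-like gene takes the direction of the difference between the parents. Of the 265 genes classed, 200 (75.5%) were lower in *B.g. secalis* than in *B.g. tritici*. These numbers thus do not by themselves show a lowering in the hybrid.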

In particular, we found 17 unambiguous cases where the origin of the gene did not correlate with its expression, and only three of these genes (*Bgt_avrF2_20, Bgt-2135*, and *Bgt-2708*) were common to both triticale isolates (Table 6). 

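The 17 genes of Table 6 make 20 cases of a gene in a *B.g. triticale* isolate, and all 20 fell into the expression class given there. *Bgt_avrF2_20*, on contig 143 from 99854 to 100299, had a mean of 609.9 rpkm in *B.g. tritici* and 30.9 in *B.g. secalis*, against 51.0 ± 15.0 in T3-8 and 30.8 ± 1.91 in THUN-12 (SD, n = 3 replicates). Its log2FC against *B.g. tritici* was -3.56 in T3-8 (SE 0.190, FDR 8.89e-71 from edgeR's likelihood ratio test) and -4.30 in THUN-12 (SE 0.207, FDR 1.44e-92). *Bgt-2135*, on contig 181 from 930151 to 930670, had a log2FC against *B.g. tritici* of -1.99 in T3-8 (SE 0.211, FDR 1.26e-15) and -2.32 in THUN-12 (SE 0.211, FDR 2.29e-20). The log2FC of *Bgt-2708* was -1.57 in T3-8 (SE 0.418, FDR 0.00406) and -1.93 in THUN-12 (SE 0.420, FDR 0.000397). With edgeR's quasi-likelihood test the FDR of *Bgt-2708* in T3-8 was 0.0189, with a log2FC of -1.53. It was not past the thresholds in 7 of 17 fits, which each left out 1 library or used an alternative, and its log2FC ranged from -1.67 to -1.38 with 1 library left out. In T3-8, *Bgt-3045* and *BgtE-20051* were not past them in 5 and 4 of 17 such fits. *Bgt_avrF2_20* has an identity of 88.9% with its closest aligned family member, with which it shares a run of 22 identical residues. With a log2FC threshold of 2, 8 of the 20 cases kept their class, and with 1 library left out between 16 and 20 did.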

Of these 17 cases, two genes for which the origin of the promoter sequences could not be assigned, had the coding sequence of *B.g. secalis* and an expression level of *B.g. tritici*. The 15 remaining genes all had the coding sequence of *B.g. tritici* and an expression level similar to *B.g. secalis*. 

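The 15 genes with a *B.g. tritici* sequence make 18 cases, and in 16 of them expression was lower in the *B.g. triticale* isolate than in *B.g. tritici*. The exceptions were *Bgt_BCG-6* and *Bgt-3010* in THUN-12, with log2FC of 1.73 (SE 0.328, FDR 5.59e-07) and 1.83 (SE 0.385, FDR 1.21e-05) against *B.g. tritici* (edgeR likelihood ratio test). In a *B.g. secalis*-like case the direction is that of the difference between the parents, which the class rule fixes. *Bgt-2172* in THUN-12 and *Bgt-20216* in T3-8 had a *B.g. tritici*-like expression, with log2FC of -3.67 (SE 0.699, FDR 1.41e-05) and 3.35 (SE 0.532, FDR 1.14e-09) against *B.g. secalis* from the same edgeR test. The comparison with *B.g. tritici* uses the mean of its 3 isolates. Set against each *B.g. tritici* isolate in turn, 11 of the 18 cases (61.1%) had a log2FC between -1.5 and 1.5 against at least 1 of them.

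**Figure D2:**
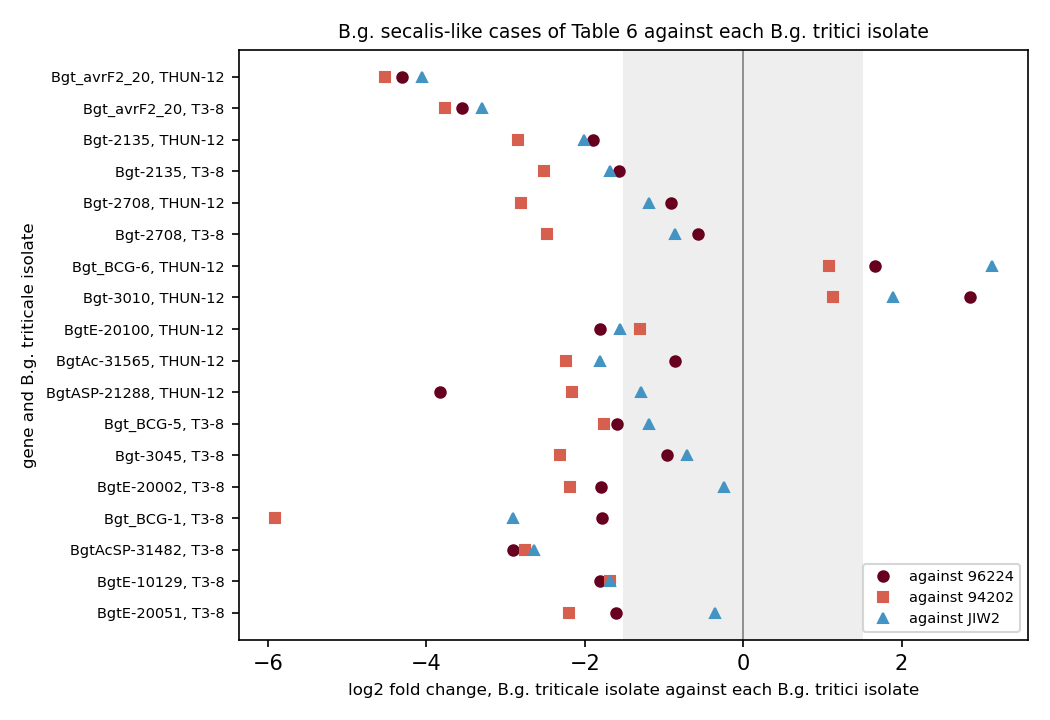
Log2FC of the 18 *B.g. secalis*-like cases of Table 6 in the *B.g. triticale* isolate named on the vertical axis against 96224, 94202 and JIW2 (horizontal axis, log2 scale); the shaded band runs from -1.5 to 1.5. In 11 cases at least 1 of the symbols lies in the band, in 3 cases 2 do, and in 7 cases none does.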

Of these 15 genes with a *B.g. secalis*-like expression, we were able to resolve a possible origin of the promoter for 9 cases. Of these, 8 had a *B.g. tritici* promoter inconsistent with their *B.g. secalis*-like expression, and only one gene, *Bgt_avrF2_20*, had a *B.g. secalis* promoter consistent with its expression level (Table 6). These results suggest that the bias toward a *B.g. secalis*-like gene regulation in the hybrid is not due to an enrichment in genes inherited from the rye genome, but to wheat mildew inherited genes that are regulated like rye mildew genes. They also suggest that such non-parent of origin gene expression in the hybrid might be highly influenced by the genetic background since most of the identified instances in triticale mildew are isolate specific.

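Each *B.g. tritici* isolate was also set apart and classed by the same rule against the other *B.g. tritici* isolates and *B.g. secalis*. Between 1.64 and 5.04% of the genes were then *B.g. secalis*-like in the isolate set apart, against 17.2 to 22.5% in T3-8 and THUN-12 with the same genes. These genes were restricted to the paper's list, for which the isolate set apart had been counted as *B.g. tritici*, which can lower its share. From the cases of Table 6, the paper proposes that the *B.g. secalis*-like regulation in the hybrid comes from genes inherited from wheat mildew that are regulated like rye mildew genes.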

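Table 6 gives 14 of the 17 genes for 1 *B.g. triticale* isolate only. In 4 of them, *BgtE-20002*, *Bgt_BCG-1*, *BgtAcSP-31482* and *Bgt-20216*, expression was DE between T3-8 and THUN-12, with log2FC of -1.83, -3.12, -2.01 and 2.78 and FDR of 1.63e-48, 1.92e-119, 7.12e-36 and 2.59e-26 (edgeR likelihood ratio test). With the FDR alone and no threshold on the log2FC, 9 of the 14 genes differed between the isolates. The isolate not given in Table 6 had the same class in 2 genes, no assigned class in 6 and the class of the other parent in 6.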

**Table 6:** Analysis of correlation between sequence origin and expression levels in 17 unambiguous cases of *de novo* gene regulation in the hygrid triticale mildew.

	**Gene name**	**Expression^a^**	**Up-/down- regulation^b^**	**Genomic sequence^c^**	**Promoter sequence^d^**	**Isolate^e^**	**Subcellular localization^f^**	**Effector^g^**	**Effector family/annotation^h^**
1	*Bgt_avrF2_20*	*B.g. secalis*	−	*B.g. tritici*	*B.g. secalis*	THUN-12, T3-8	Secretory pathway	^*^	*AvrPm3^*a*2/*f*2^*
2	*Bgt-2135*	*B.g. secalis*	−	*B.g. tritici*	*B.g. tritici*	THUN-12, T3-8	Secretory pathway	^*^	−
3	*Bgt-2708*	*B.g. secalis*	−	*B.g. tritici*	*B.g. tritici*	THUN-12, T3-8	Secretory pathway	^*^	−
4	*Bgt_BCG-6*	*B.g. secalis*	+	*B.g. tritici*	*B.g. tritici*	THUN-12	Secretory pathway	^*^	*SvrPm3^*a*1/*f*1^*
5	*Bgt-3010*	*B.g. secalis*	+	*B.g. tritici*	*B.g. tritici*	THUN-12	Sugar metabolism		Mannitol dehydrogenase C-terminal domain
6	*BgtE-20100*	*B.g. secalis*	−	*B.g. tritici*	*B.g. tritici*	THUN-12	Secretory pathway	^*^	13
7	*BgtAc-31565*	*B.g. secalis*	−	*B.g. tritici*	Undefined	THUN-12	NA	^*^	
8	*BgtASP-21288*	*B.g. secalis*	−	*B.g. tritici*	Undefined	THUN-12	Membrane	^*^	Proteolipid membrane potential modulator
9	*Bgt_BCG-5*	*B.g. secalis*	−	*B.g. tritici*	*B.g. tritici*	T3-8	Secretory pathway	^*^	*SvrPm3^*a*1/*f*1^*
10	*Bgt-3045*	*B.g. secalis*	−	*B.g. tritici*	*B.g. tritici*	T3-8	Membrane	^*^	MARVEL domain-containing proteins
11	*BgtE-20002*	*B.g. secalis*	−	*B.g. tritici*	*B.g. tritici*	T3-8	Secretory pathway	^*^	*AvrPm3^*a*2/*f*2^*
12	*Bgt_BCG-1*	*B.g. secalis*	−	*B.g. tritici*	Undefined	T3-8	Secretory pathway		*SvrPm3^*a*1/*f*1^*
13	*BgtAcSP-31482*	*B.g. secalis*	−	*B.g. tritici*	Undefined	T3-8	Secretory pathway	^*^	9
14	*BgtE-10129*	*B.g. secalis*	−	*B.g. tritici*	Undefined	T3-8	Secretory pathway		56
15	*BgtE-20051*	*B.g. secalis*	−	*B.g. tritici*	Undefined	T3-8	Secretory pathway		13
16	*Bgt-2172*	*B.g. tritici*	−	*B.g. secalis*	Undefined	THUN-12	NA		
17	*Bgt-20216*	*B.g. tritici*	+	*B.g. secalis*	Undefined	T3-8	NA		Pseudogene

a Classification of gene regulation based on B.g. tritici or B.g. secalis-like expression levels (see text and section Materials and Methods).

b Classification of gene expression levels based on upregulation (+) or downregulation (−) in the hybrid B.g. triticale as compared to B.g. tritici (genes 1–15) and to B.g. secalis (genes 16 and 17).

c Origin of the genomic sequence.

d Origin of the promoter sequence which was defined as the 1kb region upstream gene start (see section Materials and Methods).

e Triticale isolates where each case of de novo regulation was found.

f Prediction of subcellular localization using TargetP (REF target, see section Materials and Methods).

g Genes encoding for candidate secreted effectors.

h *Functional annotation based on effector gene families, or putative protein function of non-effector genes. For readability, if the expression, genomic sequence or promoter sequence of one gene is originating from B.g. tritici or from B.g. secalis, the corresponding cell has been highlighted in red or yellow respectively*.

We found that 11 out of the 17 unambiguous cases where the origin of the genes did not correlate with expression encode candidate effectors. Interestingly, all 11 putative effectors encode wheat mildew genes that are expressed like rye genes, and all except one (*Bgt_BCG-6*) are downregulated in the hybrid triticale as compared to their expression in the wheat mildew donor genome (Table 6). 

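*BgtE-20100* had a log2FC of -1.57 in THUN-12 against *B.g. tritici* (SE 0.151, FDR 4.59e-19 from edgeR's likelihood ratio test) and of -0.65 in T3-8. *BgtE-20002* had -1.62 in T3-8 (SE 0.328, FDR 0.000145) and 0.21 in THUN-12. *BgtE-10129* had -1.72 in T3-8 (SE 0.197, FDR 4.21e-13) and -1.48 in THUN-12. *Bgt_BCG-1* had -4.57 in T3-8 (SE 0.653, FDR 4.64e-06) and -1.45 in THUN-12. Its level in T3-8, 49.9 ± 5.80 rpkm (SD, n = 3 replicates), was nearest to those of S-1459 and S-1391, with 62.5 ± 11.6 and 89.7 ± 12.6 rpkm, and its log2FC against *B.g. secalis* was -0.61. Of the *B.g. tritici* isolates 96224 was nearest, with 176 ± 21.4 rpkm.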

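*Bgt_BCG-5* lies on contig 346 from 526614 to 527217 and had a log2FC of -1.53 in T3-8 against *B.g. tritici* (SE 0.148, FDR 2.12e-19 from edgeR's likelihood ratio test) and of -1.01 in THUN-12. The value in T3-8 ranged from -1.61 to -1.43 with 1 library left out. It was not past the threshold in 4 of 17 fits, which each left out 1 library or used an alternative. *Bgt_BCG-6* had a log2FC of 1.73 in THUN-12 and of 1.04 in T3-8, with 985 ± 50.7 and 607 ± 54.8 rpkm (SD, n = 3 replicates), and in *B.g. tritici* its level ranged from 111 ± 8.98 rpkm in JIW2 to 465 ± 17.4 in 94202. The closest aligned family members of Bgt_BCG-5 and Bgt_BCG-6 have identities of 45.5 and 71.7%, with identical runs of at most 13 and 15 residues.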

Of the 11 genes, two are members of the effector family encoding the *B.g. tritici* avirulence gene *AvrPm3*^*a*2/*f*2^ (including *Bgt_avrF2_20*), one is the direct homolog of the wheat mildew *R* gene suppressor *SvrPm3*^*a*1/*f*1^, and two additional ones (*Bgt_BCG-5* and *Bgt_BCG-6*) are members of the *SvrPm3*^*a*1/*f*1^ effector family (Table 6). These results substantiate the hypothesis that mildew effectors, in particular those encoded within *Avr* and *Svr* gene families, likely play an important role in host-adaptation. Furthermore, we postulate that these putative effectors are possible targets of immune receptors encoded by the rye genome or the rye sub-genome in the hybrid triticale host, thus explaining why these putative effectors are expressed to lower levels in *B.g. secalis* and *B.g. triticale* as compared to *B.g. tritici* during compatible interactions with their respective adapted hosts.

To summarize, our results indicate that for most of the genes in the mildew hybrid, there is high level of conservation of gene regulation based on the *B.g. tritici* or *B.g. secalis* origin of the gene and the promoter sequences. However, we found a higher contribution of *B.g. secalis* to gene regulation in the hybrid as compared to the overall proportions of the rye mildew genome in *B.g. triticale*. We have also found a few but prominent examples of non-parent of origin expression of putative effector genes encoded within gene families commonly involved in cultivar adaptation in wheat mildew.

## Discussion

### The combination of transcriptomics and genetic diversity data allows inter-*Formae speciales* comparisons

In this study, we compared seven isolates from three *formae speciales*, namely wheat, rye, and triticale powdery mildews. The three *ff.spp*. cannot be distinguished based on morphological or cytological criteria. At the genomic level, *B.g. secalis* is relatively distant from *B.g. tritici*, while the *B.g. triticale* genome shows a hybrid architecture with segments originating from the wheat mildew donor and others from the rye mildew donor, with a very variable origin of the different segments in different isolates (Menardo et al., 2016). Many published RNAseq studies compared gene expression levels of the same fungal genotype under different conditions, at different times after infection, or between compatible and incompatible interactions (Cantu et al., 2013; Hacquard et al., 2013; Kellner et al., 2014; Palma-Guerrero et al., 2016; Sonah et al., 2016). In our work, we used a reference genome-based approach allowing both intra- and inter- *forma specialis* comparisons. Such comparisons of gene expression in different genotypes are challenging because the analysis is based on a reference genome while taking into account the variation in gene content between genotypes. In our case, the genomes of the wheat, rye, and triticale mildews are similar enough to allow the mapping of genomic and RNA sequencing reads on the *B.g. tritici* reference. However, high levels of sequence polymorphism between *formae speciales*, including gene duplications and losses must be accounted for. To do so, we developed a series of analyses based on the available genetic diversity of the mildew genomes. First, we established a method for identifying genes affected by presence/absence polymorphisms based on genome sequence coverage that allowed us to identify genes from our reference genomes that are absent in other *ff.spp*. Second, the considerable sequence diversity allowed us to establish a phylogeny-based method to determine the gene content in the triticale mildew based on the wheat or rye mildew origin of the sequences. Thus, our work demonstrates ways of using the genetic diversity of mildew isolates to resolve the genomic complexity of the mildew genomes for robust comparative transcriptome studies.

Our results suggest that many genes and putative effectors specific to *B.g. secalis* are missing from the *B.g. tritici* reference genome and that the number of putative effectors in *B.g. secalis* is underestimated in our analyses. This would explain why we have systematically observed lower levels of enrichment in putative effector genes in both HE and DE gene sets from *B.g. secalis* as compared to the other *ff.spp*. (Figure 3, Tables 2, 3). It is possible that a substantial number of putative effectors are yet to be annotated in the rye mildew genome, which will require the production of a *B.g. secalis* reference genome assembly. We propose that this can be now achieved using long read sequencing technologies such as PacBio Sequencing (Rhoads and Au, 2015). In addition, we also found that the most highly expressed putative effectors of rye mildew had overall lower expression levels than the ones from wheat or triticale mildews (95% quantile, Table 1). It is very likely that *B.g. secalis*-specific and highly expressed putative effectors have no direct homolog in the reference genome and are absent from our analysis. Such subspecies-specific gene and sequence variation is reminiscent of previous studies in *Magnaporthae oryzae* (Liao et al., 2016), rust fungi (Duplessis et al., 2011), and barley powdery mildew (Hacquard et al., 2013) who reported similar differences in the effector repertoire among different pathogen isolates, subspecies, or lineages, suggesting a role in cultivar and host adaptation.

### Identification of a core-set of highly expressed candidate effector genes in wheat, rye, and triticale mildews

In this study we identified a core-set of genes that are highly expressed in wheat, rye, and triticale mildews suggesting that there is a common mechanism of host infection among mildew *formae speciales*. This hypothesis is further substantiated by the fact that the highly expressed genes are enriched in candidate effectors. It has been proposed that candidate effector genes expressed at early stage of infection are involved in suppressing host immunity, in particular PAMP-triggered immunity. In *Pseudomonas syringae*, a bacterial pathogen that can infect a wide range of plant species, the majority of the encoded type III effectors have been shown to suppress plant immunity (Shan et al., 2008; Xiang et al., 2008; Guo et al., 2009). In barley powdery mildew, the putative effector BEC1054 was shown to be important for mildew virulence based on a reduction of 60% of the ability of the mildew to form haustoria after HIGS downregulation (Pliego et al., 2013). Also, BEC1054 was shown to target several barley proteins including a pathogenesis-related-5 protein isoform further substantiating its role in suppressing host immunity (Pennington et al., 2016b). Interestingly, we found 7 members of the BEC1054 family in the most HE genes, suggesting that they play an important role in virulence across several mildew *formae speciales*. Another prominent example of highly expressed effectors is *SvrPm3*^*a*1/*f*1^, the mildew encoded suppressor of the wheat *Pm3* resistance gene (Bourras et al., 2015; Parlange et al., 2015), and the two known *B.g. tritici* avirulence genes *AvrPm2* and *AvrPm3*^*a*2/*f*2^ (Bourras et al., 2015; Praz et al., 2017).

Thus, our results identified a set of highly expressed candidate effector genes from three mildew *formae speciales*, including prominent examples of *bona fide* effectors, plant immunity suppressors, and *R* gene avirulence targets. We propose that candidate effector genes that are highly expressed in different *formae speciales* might share redundant functions in virulence based on targeting highly conserved proteins in the wheat, rye, and triticale host. These putative effectors might encode important virulence factors and yet uncharacterized AVR proteins, and we speculate that identification of their plant targets might provide new routes for achieving resistance.

### Quantitative differences in gene expression suggest possible role of candidate effector genes in host adaptation

We found that the genes differentially expressed between isolates of the same *forma specialis* are enriched in candidate effectors. One prominent case in *B.g. tritici* is *SvrPm3*^*a*1/*f*1^ (*Bgt_BCG-1*), a gene involved in suppressing the wheat *Pm3* race-specific resistance. It was shown that such suppression was based on a combination of the specific *SvrPm3*^*a*1/*f*1^ allele and a high expression level (Bourras et al., 2015). In *Leptosphaeria maculans*, RNAi silencing of the avirulence gene *AvrLm6* resulted in gain of virulence of the pathogen toward oilseed rape cultivars encoding its cognate *R* gene *Rlm6* (Fudal et al., 2007). Here, *SvrPm3*^*a*1/*f*1^ and *AvrLm6* provide two relevant examples of how differences in effector gene expression can contribute to cultivar adaptation of plant pathogenic fungi. Therefore, we propose that the identified DE genes between isolates of wheat, rye, or triticale mildews, are likely involved in cultivar adaptation, and probably encode for AVRs, SVRs, and important factors for pathogen fitness. Here, quantitative differences in effector gene expression represent an additional level of polymorphism allowing the pathogen to keep important virulence factors that can be transcriptionally activated to suppress resistance and increase pathogen fitness (e.g., SVRs, *bona fide* effectors), or inactivated to escape host recognition (e.g., AVRs).

Similarly, we found that the genes differentially expressed between *formae speciales* are also enriched in putative effectors suggesting they are involved in host adaptation in cereal mildews. In *Magnaporthe oryzae*, the role of effectors in host adaptation has been demonstrated based on significant differences in the effector complement between isolates specialized on japonica rice compared to those specialized on indica rice (Liao et al., 2016). In particular, indica adapted races of *M. oryzae* lacked several effectors including many encoding rice blast AVRs, with evidence suggesting that *AVR-Pia* in particular is acting as a host-specificity determinant in *M. oryzae* subspecies (Liao et al., 2016). Here, we propose that different levels of effector gene expression in different mildew *formae speciales* form an additional layer of regulation of host-specificity. Selective effector activation/inactivation at the transcriptional level in mildews will result in presence/absence variation of the effector at the protein level. Therefore, DE effectors between *ff.spp*. can possibly act as host specificity determinants in a way that is similar to the *M. oryzae* subspecies. Many of the DE^*ff.spp*.^ putative effectors encode for members of known mildew *Avr* and *Svr* families, including *AvrPm3*^*a*2/*f*2^, *AvrPm2, Avr*_*a*13_, and *SvrPm3*^*a*1/*f*1^. Therefore, we propose that host-adaptation in mildews can also be based on major resistance genes in the wheat, rye, and the triticale hosts. Indeed, previous work by Tosa using genetic crosses between mildew *formae speciales* showed mendelian segregation for host adaptation in the pathogen suggesting a genetic control of host specificity similar to that of *Avr-R* interactions (Tosa, 1989, 1992, 1994). It was also hypothesized that variation in pathogen effector repertoires, in particular those recognized by NLRs, is a driver of host adaptation in the pathogen (Schulze-Lefert and Panstruga, 2011). Here, selective activation of *Avr* and *Svr* genes instead of presence/absence variation at the gene level allows mildew *formae speciales* to escape host recognition while keeping important factors for virulence on their adapted host. This hypothesis is substantiated by the fact that R genes from different cereal species can effectively recognize *Avrs* across mildew *formae speciales*. Indeed, it was demonstrated that the wheat *Pm2* resistance gene recognizes the *AvrPm2* effector from *B.g. tritici*, as well as its direct homolog from the non-adapted rye mildew *forma specialis* (*BgsE-5845*) (Praz et al., 2017).

We propose that cultivar and host adaptation in mildews can be based on effector gene regulation. We also propose that selective activation of the effector repertoire is acting in a way reminiscent of presence/absence gene polymorphism, thus effectors can be either activated to suppress immunity or inactivated to escape recognition. Finally, consistent with the previous genetic evidence reported by Tosa (1989, 1992, 1994), our results provide additional evidence at the gene transcriptional level that host-adaptation in mildews is possibly based on major *R* genes in the host and the *Avr/Svr* composition of the pathogen.

### Suppression of non-host recognition by effector gene downregulation as a possible mechanism for host adaptation in triticale mildew

The hybridization event between wheat and rye mildew resulted in a hybrid *forma specialis B.g. triticale* with a mosaic genome structure made of segments from the wheat and rye donors (Menardo et al., 2016). The overall proportions of the wheat and rye inherited sequences is rather consistent across triticale isolates with >80% corresponding to *B.g. tritici* segments and <20% to *B.g. secalis*. However, the specific sequences that are inherited from the donor genomes are highly variable with for instance only 66 out of the 7,138 annotated mildew genes that were consistently inherited from *B.g. secalis* in the analyzed isolates (Menardo et al., 2016). In our study we found that the proportions of genes and promoter sequences originating from *B.g. secalis* in our subset of 257 DE^wr^ genes are reminiscent of the genomic composition of the *B.g. triticale* isolates. In this subset, 23 and 25 genes were inherited from rye mildew in T3-8 and THUN-12, respectively, and only 10 genes were common to both isolates. Therefore, one hypothesis is that host adaptation in triticale mildew relies on a core set of genes with unique functions in host adaptation which can only be inherited from the wheat or rye mildew donors, plus another set of genes with redundant/conserved functions which can be inherited from both donor genomes irrespective of the *formae specialis*. We also found that at the transcriptional level the proportions of genes expressed like rye-mildew genes was higher than the proportions of the rye mildew genome segments in the triticale mildew isolates, thus indicating a bias toward a *B.g. secalis*-like expression in the hybrid. These results indicate that in addition to the segmental genome structure in the hybrid, there is transcriptional reprogramming revealing a contribution higher than expected of the rye mildew genome to host-adaptation of *B.g. triticale*. We propose that this additional contribution is based on transcriptional reprogramming of genes that are inherited from wheat mildew and regulated as rye mildew genes in the hybrid.

In the 257 DE^wr^ genes we closely analyzed, we identified 17 unambiguous cases of transcriptional reprogramming where the *B.g. tritici* or *B.g. secalis* origin of the sequence did not correlate with the expression level *in B.g. triticale*. Of these, 15 were wheat mildew genes regulated like rye mildew-genes in the hybrid triticale, and only two showed the opposite pattern. It is striking that all 11 cases of putative effector genes showing non-parent of origin expression levels corresponded to wheat mildew genes that are expressed like rye mildew genes, and that 5 of these belong to effector gene families containing known mildew determinants of cultivar adaptation. In all cases except for one gene (*Bgt_BCG6*), non-parent of origin regulation in the hybrid corresponded to a downregulation of a wheat mildew inherited putative effector gene to significantly lower levels similar to those of its direct homolog in rye mildew. All together these results suggest that host-adaptation in triticale mildew is based on downregulation of effectors inherited from wheat mildew, possibly resulting in the evasion of host recognition. Since these effectors are upregulated in wheat mildew during compatible interaction with its adapted host, it is unlikely that they are recognized by the wheat immune receptors/factors responsible for the recognition of non-adapted mildews. Therefore, we postulate that these effectors are likely acting as determinants of non-host resistance of rye and triticale immunity to wheat powdery mildew.

To conclude, we propose that the molecular basis of host-adaptation of triticale mildew is mainly based on differences in the secretome, and in particular on differential effector gene expression. We hypothesize that some effectors inherited from *B.g. tritici* in the hybrid *B.g. triticale* can be recognized by immune receptors/factors encoded in the rye sub-genome of the triticale host. Therefore, adapted triticale mildew hybrids have evolved a mechanism for host-adaptation based on specific down-regulation of those effectors involved in non-host resistance of rye to wheat powdery mildew. Finally, we also propose that *Avr* and *Svr* effector gene families in the pathogen and major *R* genes in the host, play and important role in host adaptation which can be controlled by *Avr-R-Svr* interactions.

## Accession numbers

The genome reference, the corresponding annotation (GFF), and all gene sequences (CDS) used in this study can be accessed at GenBank under the accession number PRJEB23548. All transcriptomic sequences used for this study can be accessed at the Gene Expression Omnibus (GEO) under accessions GSE73399 and GSE108405.

## Author contributions

CP, SB, and BK designed the study. CP, FM, MM, and SB performed experiments. CP, FM, MR, and TW provided analysis tools. CP and FM performed analyses. CP, SB, and BK wrote and edited the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Non-parent of Origin Expression of Numerous Effector Genes Indicates a Role of Gene Regulation in Host Adaption of the Hybrid Triticale Powdery Mildew Pathogen
**Source:** Front Plant Sci. 2018 Jan 30;9:49. doi: 10.3389/fpls.2018.00049
**Supplement:** Supplementary file 1

*Supplementary Material*

**Non parent-of-origin expression of numerous effector genes indicates  
a role of gene regulation in host adaption of the hybrid triticales  
powdery mildew pathogen**

**Coraline R. Praz<sup>1</sup>, Fabrizio Menardo<sup>1</sup>, Mark D. Robinson<sup>2</sup>, Marion C. Müller<sup>1</sup>, Thomas Wicker<sup>1</sup>, Salim Bourras<sup>1\*</sup> and Beat Keller<sup>1\*</sup>**

Beat Keller  

Salim Bourras  

## **1 Supplementary Data**

### **Supplementary Data 1. R Script for the different gene expression analyses.**

Supplementary Data 1 is available as an additional file.

**Supplementary Data 2. Gene Ontology Annotation of the *Blumeria graminis* genes.**

Supplementary Data 2 is available as an additional file.

**Supplementary Data 3. Sequences of the 595 candidate effector genes defined in Praz et al. (2017) and used in this study.**

Supplementary Data 3 is available as an additional file.

**Supplementary Data 4. Protein sequences of genes of known effector families (see S3 Table).**

Supplementary Data 4 is available as an additional file.

## **2 Supplementary Figures and Tables**

### **2.1 Supplementary Figures**

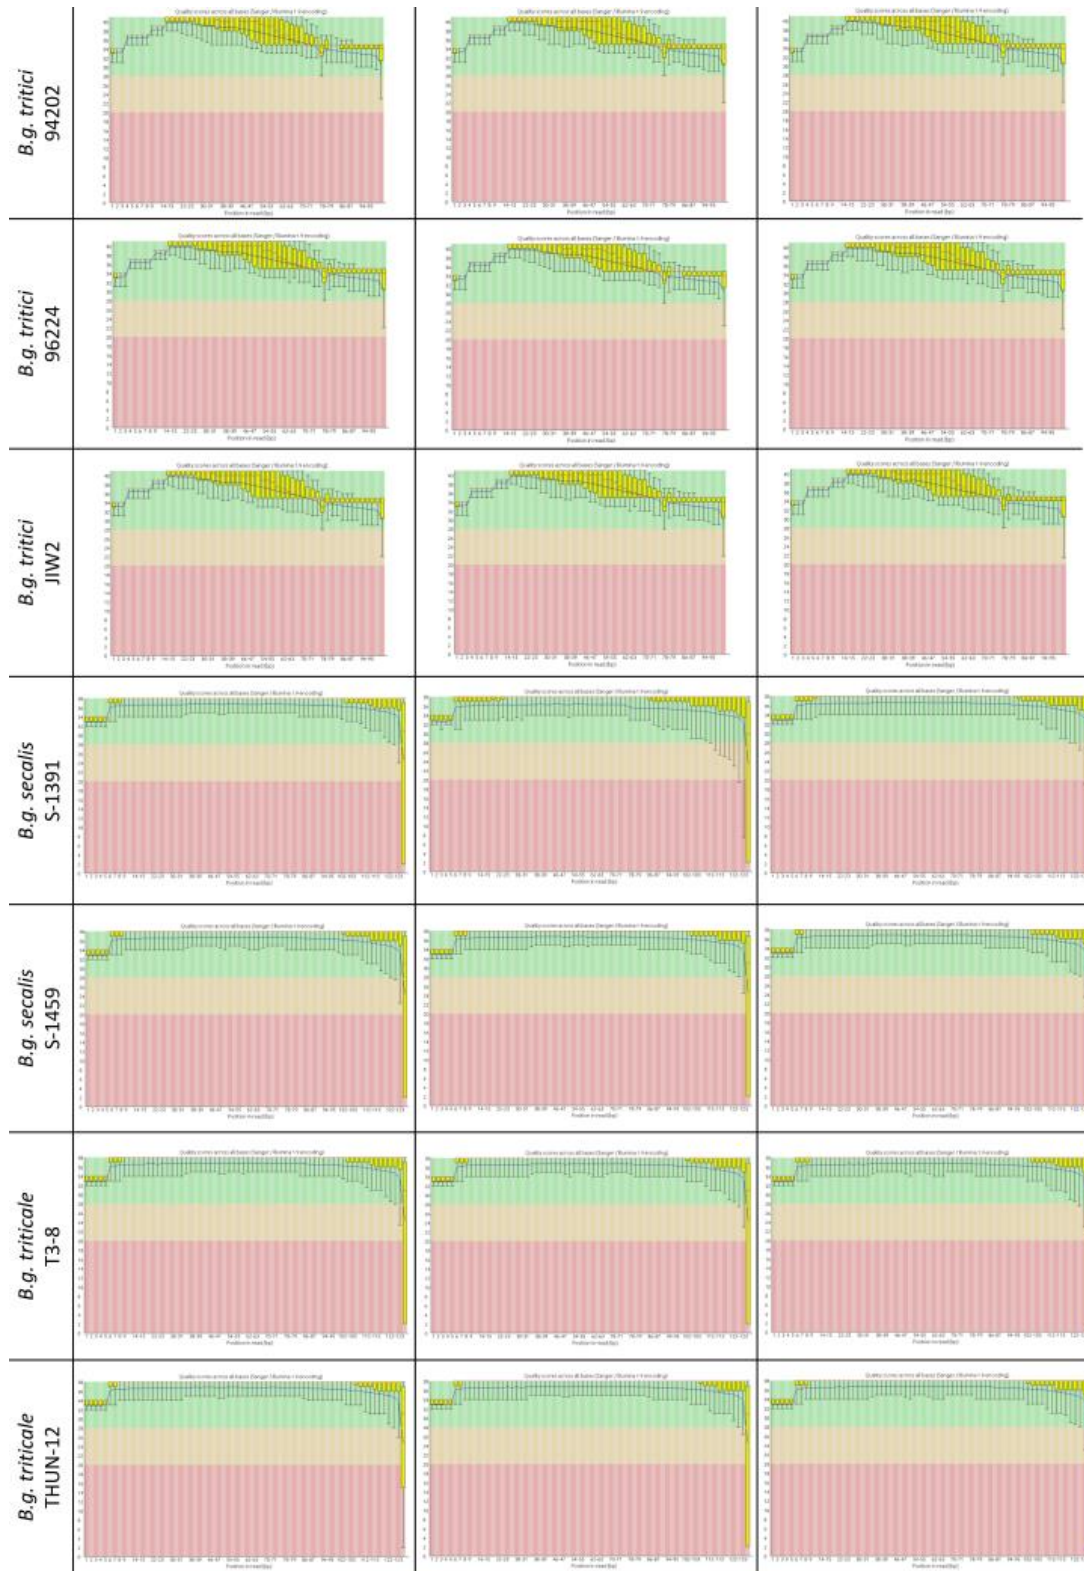

**Supplementary Figure 1: Quality control of the RNA-seq libraries.**

The per base sequence quality of the 21 RNA-seq libraries obtained with FastQC are depicted. Each row is one isolate and the columns are the replicates.

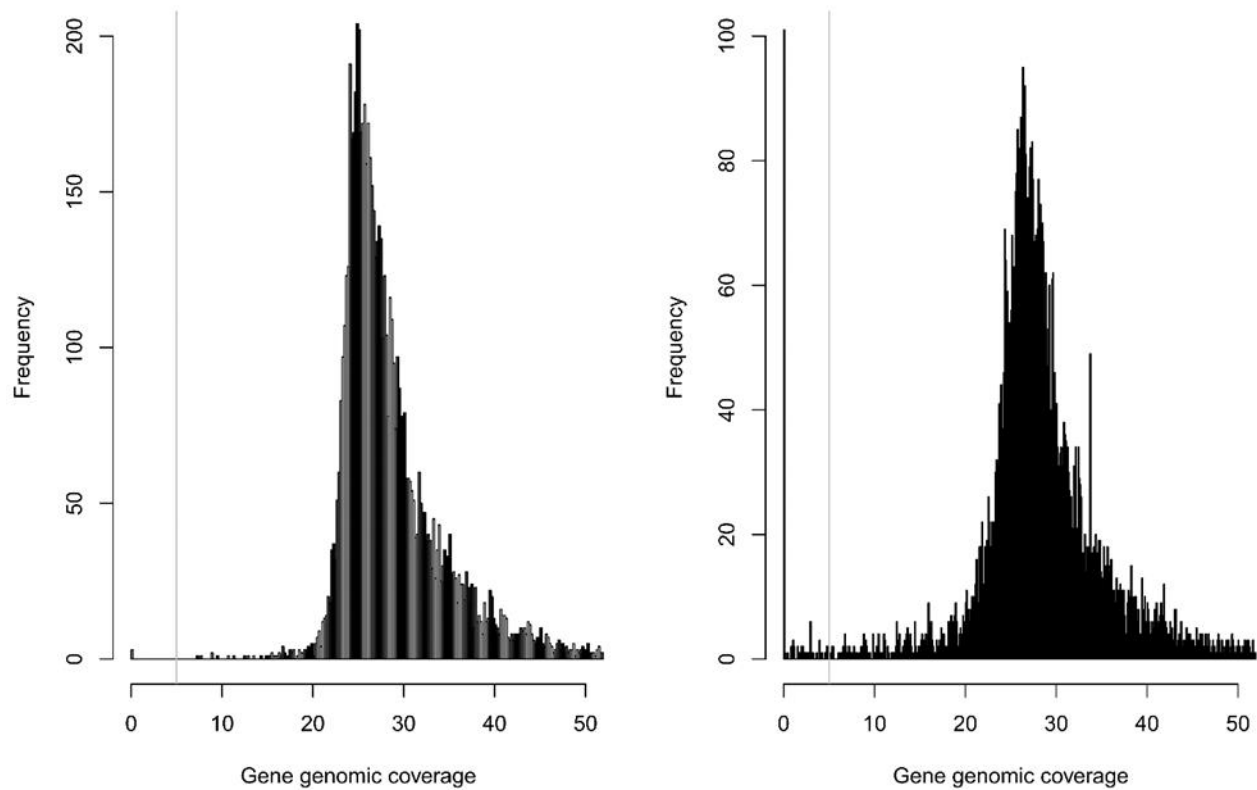

**Supplementary Figure 2. Coverage distribution of individual genes in the isolates *B.g. tritici* 96224 and *B.g. secalis* S-1391.**

**(A)** Coverage distribution of individual genes in the *B.g. tritici* isolate 96224. **(B)** Coverage distribution of individual genes in the *B.g. secalis* isolate S-1391. The coverage is indicated in reads per kilo base pairs per million reads on the 'x' axis. The number of genes is indicated on the 'y' axis. The threshold of 5x coverage is indicated by a vertical grey line. All genes with a coverage lower than the 5x threshold were considered as absent in the corresponding isolate (see Methods).

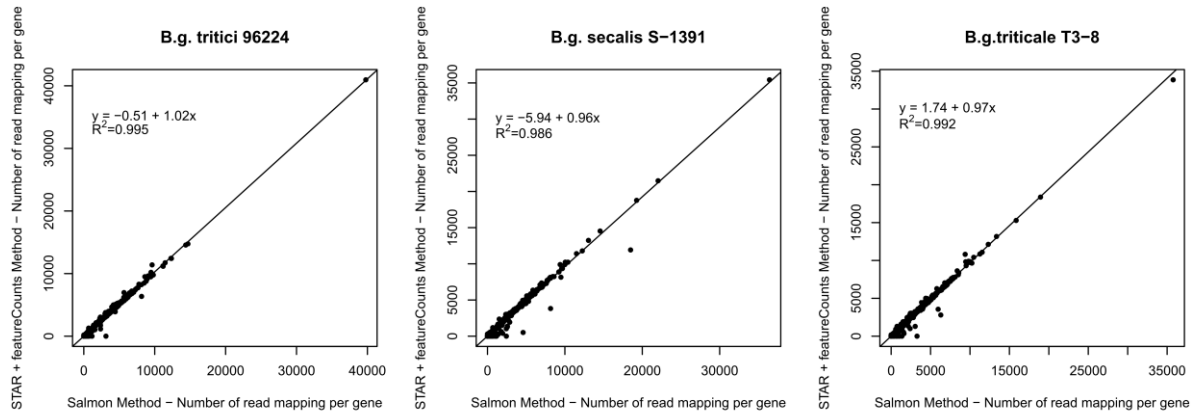

**Supplementary Figure 3: Correlation between expression values obtained with the STAR + featureCounts and the Salmon based methods.**

Read counts of 6,203 genes are plotted as a function of expression estimate values obtained with Salmon on the x-axis, and the count values obtained with STAR and featureCounts on the y-axis. One isolate from each mildew *forma specialis* is depicted, and the corresponding plot is labelled accordingly.

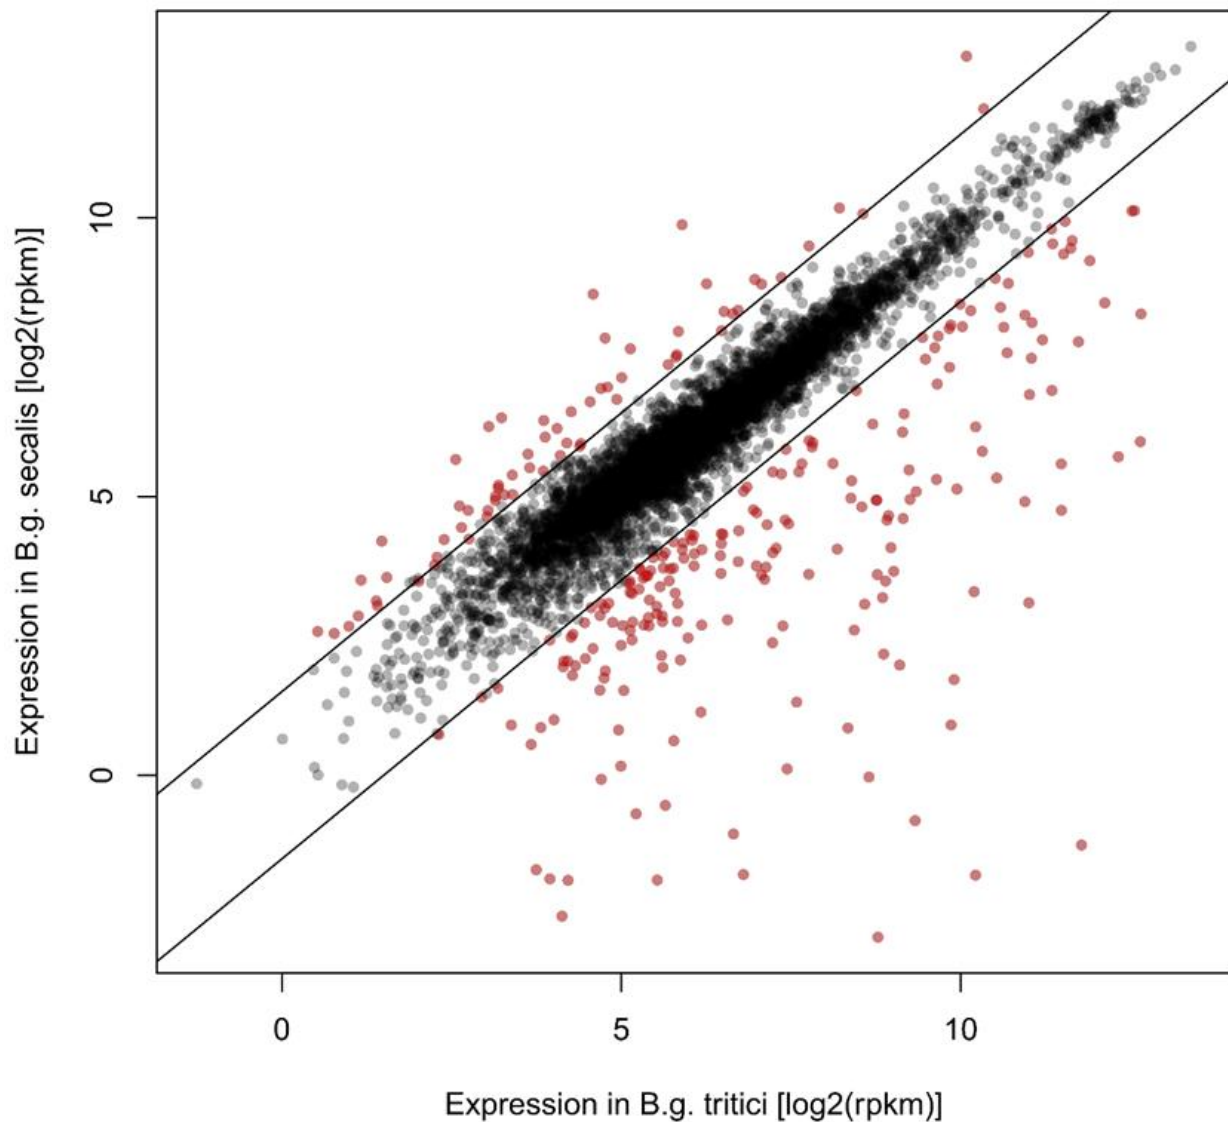

**Supplementary Figure 4. Genome-wide comparison of gene expression in *B.g. tritici* and *B.g. secalis*.**

The expression values of 6,203 genes are plotted as the mean expression in the *B.g. tritici* isolates on the x-axis, and the mean expression in the *B.g. secalis* isolates on the y-axis. The two black lines represent the threshold for differential expression of  $\log_2FC = \pm 1.5$ . Genes not passing this threshold are depicted as black dots inside the interval delimited by the  $|1.5|$  threshold lines. The 257 genes DE between *B.g. tritici* and *B.g. secalis* ( $\log_2FC > |1.5|$ ) are depicted as red dots outside the interval delimited by the  $|1.5|$  threshold lines.

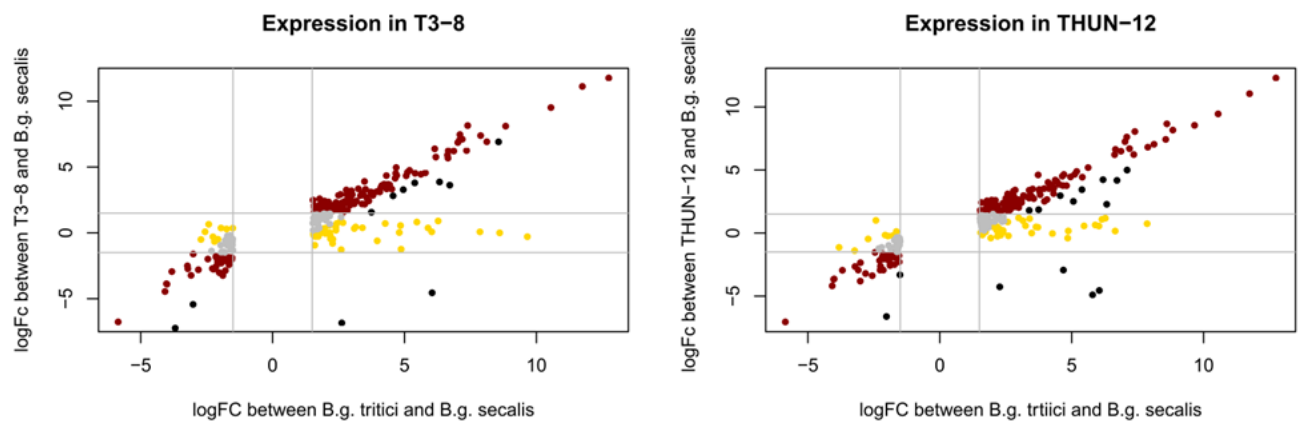

**Supplementary Figure 5. Expression of the 257 genes differentially expressed between *B.g. tritici* and *B.g. secalis* in the *B.g. triticales* isolates T3-8 and THUN-12.**

Each dot represents one of the 257 genes DE between *B.g. tritici* and *B.g. secalis*. The x-axis indicates logFC expression difference between *B.g. tritici* and *B.g. secalis*. The y-axis indicates logFC expression difference between *B.g. secalis* and the *B.g. triticales* isolate T3-8 (left panel) or the *B.g. triticales* isolate THUN-12 (right panel). Red dots represent genes with a *B.g. tritici*-like expression in each isolate of *B.g. triticales*. Yellow dots represent genes with a *B.g. secalis*-like expression. Grey dots represent genes for which expressions levels cannot be differentiated from those in *B.g. tritici* or *B.g. secalis*. Black dots represent genes that have a distinctly different expression level in the *B.g. triticales* isolate compared to the *B.g. tritici* and the *B.g. secalis* donors.

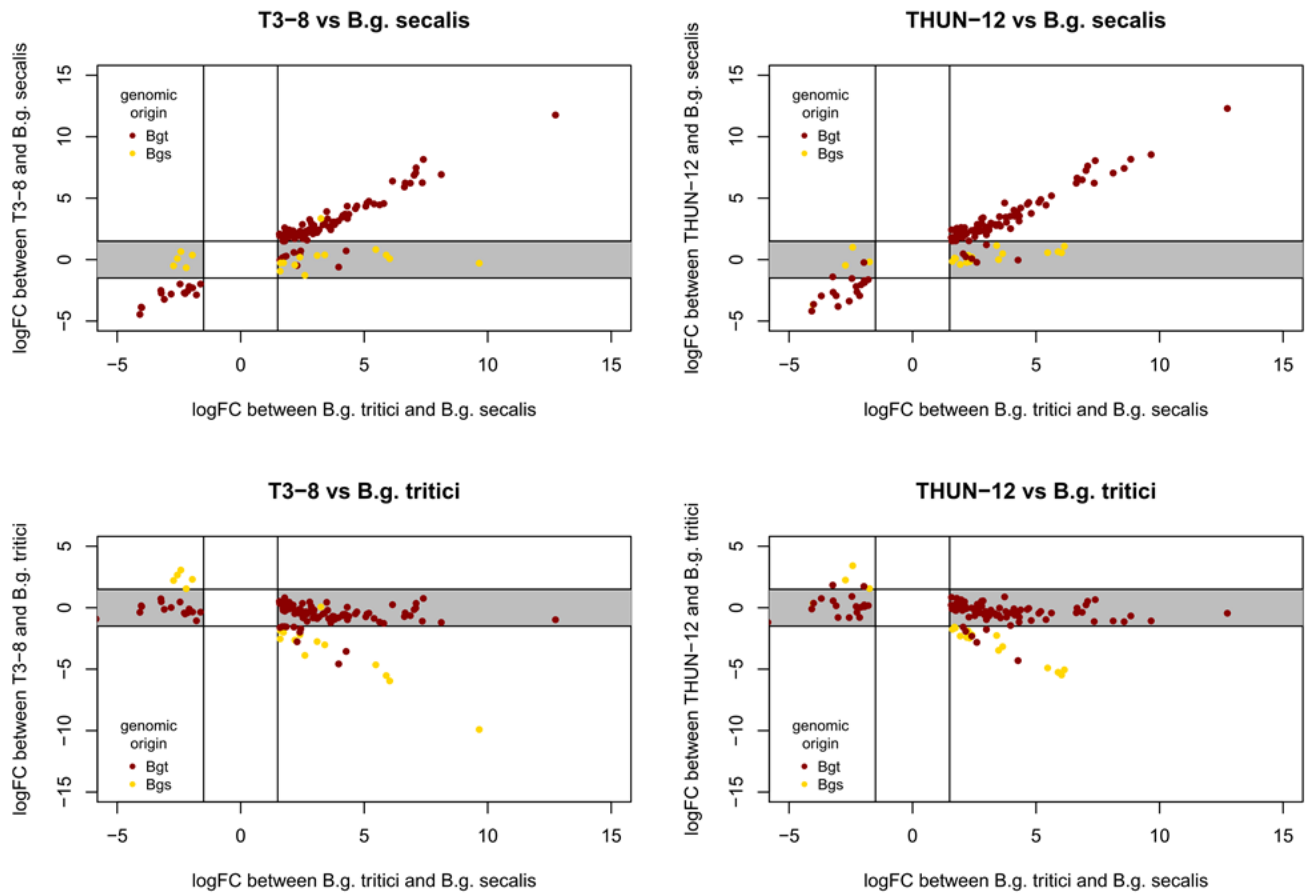

**Supplementary Figure 6. Genomic origin and expression level of the genes that are differentially expressed between *B.g. tritici* and *B.g. secalis* ( $DE^{wr}$ ) in the *B.g. triticales* isolates.**

The x-axis indicates logFC expression difference between *B.g. tritici* and *B.g. secalis*. The y-axis indicates logFC expression difference between one *B.g. triticales* isolate (T3-8 on the left and THUN-12 on the right respectively) and either *B.g. secalis* (upper row) or *B.g. tritici* (lower row). Red dots represent genes that originate from *B.g. tritici* in the respective *B.g. triticales* isolate. Yellow dots represent genes originating from *B.g. secalis*. Genes for which the origins could not be defined are not represented. In the upper row, red dots inside the grey area represent genes with a *B.g. secalis*-like expression but a *B.g. tritici* origin of the sequence. In the lower row, yellow dots inside the grey area represent genes with a *B.g. tritici*-like expression but originating from *B.g. secalis*.

## 2.2 Supplementary Tables

**Supplementary Table 1. Summary of the RNA-Seq samples and libraries used in this study.**

| Sample    | <i>Forma specialis</i> | Isolate | Biological replicate | Host        | Host cultivar  | Number of raw reads | Uniquely mapped reads | Uniquely mapped reads % | Reference           | Accession number |
|-----------|------------------------|---------|----------------------|-------------|----------------|---------------------|-----------------------|-------------------------|---------------------|------------------|
| 94202_1   | <i>B.g. tritici</i>    | 94202   | 1                    | Bread wheat | Chinese Spring | 39047283            | 1866534               | 4,78                    | This study          | GSE108405        |
| 94202_2   | <i>B.g. tritici</i>    | 94202   | 2                    | Bread wheat | Chinese Spring | 43576349            | 2810053               | 6,45                    | This study          | GSE108405        |
| 94202_3   | <i>B.g. tritici</i>    | 94202   | 3                    | Bread wheat | Chinese Spring | 46286859            | 2087192               | 4,51                    | This study          | GSE108405        |
| 96224_1   | <i>B.g. tritici</i>    | 96224   | 1                    | Bread wheat | Chinese Spring | 46039585            | 4043986               | 8,78                    | This study          | GSE108405        |
| 96224_2   | <i>B.g. tritici</i>    | 96224   | 2                    | Bread wheat | Chinese Spring | 32536396            | 1897091               | 5,83                    | This study          | GSE108405        |
| 96224_3   | <i>B.g. tritici</i>    | 96224   | 3                    | Bread wheat | Chinese Spring | 50446400            | 4097757               | 8,12                    | This study          | GSE108405        |
| JIW2_1    | <i>B.g. tritici</i>    | JIW2    | 1                    | Bread wheat | Chinese Spring | 36342372            | 2168243               | 5,97                    | This study          | GSE108405        |
| JIW2_2    | <i>B.g. tritici</i>    | JIW2    | 2                    | Bread wheat | Chinese Spring | 66964624            | 3821544               | 5,71                    | This study          | GSE108405        |
| JIW2_3    | <i>B.g. tritici</i>    | JIW2    | 3                    | Bread wheat | Chinese Spring | 47837019            | 2568832               | 5,37                    | This study          | GSE108405        |
| S-1391_1  | <i>B.g. secalis</i>    | S-1391  | 1                    | Rye         | Matador        | 79269850            | 3963296               | 5,00                    | This study          | GSE108405        |
| S-1391_2  | <i>B.g. secalis</i>    | S-1391  | 2                    | Rye         | Matador        | 63229778            | 3333053               | 5,27                    | This study          | GSE108405        |
| S-1391_3  | <i>B.g. secalis</i>    | S-1391  | 3                    | Rye         | Matador        | 90616597            | 3397398               | 3,75                    | This study          | GSE108405        |
| S-1459_1  | <i>B.g. secalis</i>    | S-1459  | 1                    | Rye         | Matador        | 70457559            | 4008017               | 5,69                    | This study          | GSE108405        |
| S-1459_2  | <i>B.g. secalis</i>    | S-1459  | 2                    | Rye         | Matador        | 78791318            | 4610685               | 5,85                    | This study          | GSE108405        |
| S-1459_3  | <i>B.g. secalis</i>    | S-1459  | 3                    | Rye         | Matador        | 90786643            | 4832340               | 5,32                    | This study          | GSE108405        |
| T3-8_1    | <i>B.g. triticale</i>  | T3-8    | 1                    | Triticale   | Timbo          | 75337592            | 4356982               | 5,78                    | Menardo et al, 2016 | GSE73399         |
| T3-8_2    | <i>B.g. triticale</i>  | T3-8    | 2                    | Triticale   | Timbo          | 88421931            | 3267642               | 3,70                    | Menardo et al. 2016 | GSE73399         |
| T3-8_3    | <i>B.g. triticale</i>  | T3-8    | 3                    | Triticale   | Timbo          | 71438448            | 3407449               | 4,77                    | Menardo et al. 2016 | GSE73399         |
| THUN-12_1 | <i>B.g. triticale</i>  | THUN-12 | 1                    | Triticale   | Timbo          | 84489605            | 5700324               | 6,75                    | Menardo et al. 2016 | GSE73399         |
| THUN-12_2 | <i>B.g. triticale</i>  | THUN-12 | 2                    | Triticale   | Timbo          | 70899954            | 3552159               | 5,01                    | Menardo et al. 2016 | GSE73399         |
| THUN-12_3 | <i>B.g. triticale</i>  | THUN-12 | 3                    | Triticale   | Timbo          | 85299660            | 4602829               | 5,40                    | Menardo et al. 2016 | GSE73399         |

**Supplementary Table 2. Summary of the wheat, rye, triticale, and barley powdery mildew isolates and genomes used in phylogenetic analyses.**

| Isolate | <i>Forma specialis</i> | Genome Reference    | Accession number |
|---------|------------------------|---------------------|------------------|
| 94202   | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| JIW2    | <i>B.g. tritici</i>    | Wicker et al. 2013  | ASJL00000000.1   |
| 214     | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 8       | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 7       | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 70      | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 204     | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 15      | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 97      | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 103     | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 7004    | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 208     | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| 215     | <i>B.g. tritici</i>    | Menardo et al. 2016 | SRP062198        |
| S-1400  | <i>B.g. secalis</i>    | Menardo et al. 2016 | SRP062198        |
| S-1391  | <i>B.g. secalis</i>    | Menardo et al. 2016 | SRP062198        |
| S-1459  | <i>B.g. secalis</i>    | Menardo et al. 2016 | SRP062198        |
| S-1203  | <i>B.g. secalis</i>    | Menardo et al. 2016 | SRP062198        |
| S-1201  | <i>B.g. secalis</i>    | Menardo et al. 2016 | SRP062198        |
| T3-8    | <i>B.g. triticales</i> | Menardo et al. 2016 | SRP062198        |
| THUN-12 | <i>B.g. triticales</i> | Menardo et al. 2016 | SRP062198        |
| DH-14   | <i>B.g. hordei</i>     | Spanu et al. 2010   | GCA_000151065.1  |

**Supplementary Table 3. Comparison of the mapping statistics for the three *formae speciales* obtained with four different mapping strategies.**

| Mapping <sup>1</sup> | Number of mismatches <sup>2</sup> | Number of multimappers <sup>3</sup> | Forma specialis <sup>4</sup> | % of uniquely mapped reads <sup>5</sup> | % of reads mapped to multiple loci <sup>6</sup> | % of reads mapped to too many loci <sup>7</sup> | % of all mapped reads <sup>8</sup> | % of reads assigned to a feature <sup>9</sup> |
|----------------------|-----------------------------------|-------------------------------------|------------------------------|-----------------------------------------|-------------------------------------------------|-------------------------------------------------|------------------------------------|-----------------------------------------------|
| 1                    | 0.01                              | 1                                   | <i>B.g. tritici</i>          | 6.17%                                   | 0.00%                                           | 0.12%                                           | 6.17%                              | 4.05%                                         |
| 1                    | 0.01                              | 1                                   | <i>B.g. secalis</i>          | 5.15%                                   | 0.00%                                           | 0.07%                                           | 5.15%                              | 3.58%                                         |
| 1                    | 0.01                              | 1                                   | <i>B.g. triticale</i>        | 5.24%                                   | 0.00%                                           | 0.07%                                           | 5.23%                              | 3.60%                                         |
| 2                    | 0.04                              | 1                                   | <i>B.g. tritici</i>          | 6.23%                                   | 0.00%                                           | 0.14%                                           | 6.23%                              | 4.07%                                         |
| 2                    | 0.04                              | 1                                   | <i>B.g. secalis</i>          | 5.33%                                   | 0.00%                                           | 0.10%                                           | 5.33%                              | 3.66%                                         |
| 2                    | 0.04                              | 1                                   | <i>B.g. triticale</i>        | 5.33%                                   | 0.00%                                           | 0.09%                                           | 5.33%                              | 3.64%                                         |
| 3                    | 0.01                              | 20                                  | <i>B.g. tritici</i>          | 6.05%                                   | 0.09%                                           | 0.00%                                           | 6.15%                              | 4.01%                                         |
| 3                    | 0.01                              | 20                                  | <i>B.g. secalis</i>          | 4.79%                                   | 0.06%                                           | 0.00%                                           | 4.84%                              | 3.39%                                         |
| 3                    | 0.01                              | 20                                  | <i>B.g. triticale</i>        | 5.05%                                   | 0.05%                                           | 0.00%                                           | 5.10%                              | 3.51%                                         |
| 4                    | 0.04                              | 20                                  | <i>B.g. tritici</i>          | 6.23%                                   | 0.14%                                           | 0.00%                                           | 6.36%                              | 4.08%                                         |
| 4                    | 0.04                              | 20                                  | <i>B.g. secalis</i>          | 5.33%                                   | 0.10%                                           | 0.00%                                           | 5.43%                              | 3.68%                                         |
| 4                    | 0.04                              | 20                                  | <i>B.g. triticale</i>        | 5.33%                                   | 0.09%                                           | 0.00%                                           | 5.41%                              | 3.65%                                         |

<sup>1</sup> Mapping strategy

<sup>2</sup> Number of mismatches allowed per read

<sup>3</sup> Number of multimappers allowed

<sup>4</sup> *Forma specialis*

<sup>5</sup> Percentage of reads mapping uniquely on the genome.

<sup>6</sup> Percentage of reads mapping to multiple loci on the genome that are considered in downstream analyses.

<sup>7</sup> Percentage of reads mapping to too many loci on the genome and therefore not considered in further analyses.

<sup>8</sup> Percentage of reads mapping to the genome and used for downstream analyses.

<sup>9</sup> Percentage of reads assigned to a feature after featureCounts analysis.

**Supplementary Table 4. Blast search results for the top 5% highly expressed genes against the ncbi conserved domains database (CDD).**

The protein sequences of the 5% most highly expressed genes (top5%) were used as query to Blast search the NCBI CDD database (<https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi>).

Supplementary Table 4 is available as an additional file.

**Supplementary Table 5. Members of known effector families in the top5% HE genes, in the genes DE between isolates and in the genes DE between *formae speciales*.**

| Avr family              | Members total <sup>1</sup> | Members in <i>B.g. tritici</i> <sup>2</sup> | HE genes <sup>3</sup> |             | DE between isolates <sup>4</sup> |               |               |                  |                 | DE between <i>formae speciales</i> <sup>5</sup> |                                             |                                             | Other members <sup>6</sup>            |
|-------------------------|----------------------------|---------------------------------------------|-----------------------|-------------|----------------------------------|---------------|---------------|------------------|-----------------|-------------------------------------------------|---------------------------------------------|---------------------------------------------|---------------------------------------|
|                         |                            |                                             | All top5%             | HE core set | 96224 vs 94202                   | JIW2 vs 94202 | 96224 vs JIW2 | S-1391 vs S-1459 | T3-8 vs THUN-12 | <i>B.g. tritici</i> vs <i>B.g. secalis</i>      | <i>B.g. tritici</i> vs <i>B.g. triticae</i> | <i>B.g. secalis</i> vs <i>B.g. triticae</i> |                                       |
| BEC1016                 | 78                         | 33                                          | 14                    | -           | 1                                | 4             | 3             | 0                | 1               | 17                                              | 3                                           | 14                                          | Avr <sub>B13</sub> , BEC1011, BEC1054 |
| BEC1038                 | 76                         | 34                                          | 8                     | -           | 1                                | 3             | 1             | 1                | 1               | 12                                              | 1                                           | 10                                          |                                       |
| AvrPm3 <sup>a2/t2</sup> | 46                         | 30                                          | 15                    | 4           | 3                                | 3             | 5             | 3                | 5               | 10                                              | 2                                           | 8                                           |                                       |
| AvrPm2                  | 26                         | 14                                          | 7                     | 1           | 1                                | 2             | 1             | -                | -               | 4                                               | 1                                           | 5                                           |                                       |
| SvrPm3 <sup>a1/t1</sup> | 20                         | 13                                          | 4                     | -           | 1                                | 3             | -             | 1                | 1               | 7                                               | 1                                           | 4                                           |                                       |
| CSEP0105                | 11                         | 7                                           | 4                     | 1           | -                                | -             | -             | -                | 2               | 3                                               | 2                                           | 3                                           |                                       |
| BEC1018                 | 7                          | 3                                           | 1                     | 1           | 1                                | 1             | -             | -                | -               | 2                                               | 2                                           | -                                           |                                       |
| CSEP0055                | 6                          | 2                                           | -                     | -           | -                                | -             | -             | -                | -               | 1                                               | -                                           | 1                                           |                                       |
| BEC1040                 | 2                          | 1                                           | 1                     | -           | -                                | -             | -             | -                | -               | 1                                               | -                                           | -                                           |                                       |

<sup>1</sup> Total number of effector family members in *B.g. tritici* and *B.g. secalis*

<sup>2</sup> Number of effector family members in *B.g. tritici* only

<sup>3</sup> Number of effector family members present in the top 5% and in the core set of highly expressed genes.

<sup>4</sup> Number of effector family members corresponding to differentially expressed genes between isolates of the same *forma specialis*.

<sup>5</sup> Number of effector family members corresponding to differentially expressed genes *formae speciales*.

<sup>6</sup> Other functionally characterized members of the family.

**Supplementary Table 6. Total number of genes and effector genes showing presence/absence polymorphisms between the reference isolate 96224 and the six other isolates used in this study.**

| Absent genes  | <i>B.g. tritici</i> |       | <i>B.g. secalis</i> |        | <i>B.g. triticale</i> |         |
|---------------|---------------------|-------|---------------------|--------|-----------------------|---------|
|               | JIW2                | 94202 | S-1391              | S-1459 | T3-8                  | THUN-12 |
| Genes         | 19                  | 13    | 147                 | 150    | 39                    | 42      |
| Effectors     | 4                   | 3     | 72                  | 73     | 16                    | 15      |
| Effectors (%) | 21,1                | 23,1  | 49,0                | 48,7   | 41,0                  | 35,7    |

**Supplementary Table 7. Blast search results for the genes differentially expressed between isolates of the same *forma specialis* against the ncbi conserved domains database (CDD).**

The protein sequences of the genes differentially expressed between isolates of the same *forma specialis* were used as query to Blast search the NCBI CDD database (<https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi>).

Supplementary Table 7 is available as an additional file.

**Supplementary Table 8: Comparison of the gene sets identified as differentially expressed with four different mapping strategies.**

| Mapping <sup>1</sup>                                                                                | Number of mismatches <sup>2</sup> | Number of multimappers <sup>3</sup> | Comparison between isolates <sup>4</sup> |                     |                     |                        |                       | Comparison between <i>formae speciales</i> <sup>5</sup> |                                                    |                                                    |
|-----------------------------------------------------------------------------------------------------|-----------------------------------|-------------------------------------|------------------------------------------|---------------------|---------------------|------------------------|-----------------------|---------------------------------------------------------|----------------------------------------------------|----------------------------------------------------|
|                                                                                                     |                                   |                                     | 96224<br>vs<br>94202                     | JIW2<br>vs<br>94202 | 96224<br>vs<br>JIW2 | S-1391<br>vs<br>S-1459 | T3-8<br>vs<br>THUN-12 | <i>B.g. secalis</i><br>vs<br><i>B.g. tritici</i>        | <i>B.g. secalis</i><br>vs<br><i>B.g. triticale</i> | <i>B.g. tritici</i><br>vs<br><i>B.g. triticale</i> |
| 1                                                                                                   | 0.01                              | 1                                   | 68                                       | 93                  | 69                  | 46                     | 69                    | 335                                                     | 245                                                | 68                                                 |
| 2                                                                                                   | 0.04                              | 1                                   | 65                                       | 92                  | 69                  | 46                     | 70                    | 314                                                     | 230                                                | 66                                                 |
| 3                                                                                                   | 0.01                              | 20                                  | 69                                       | 95                  | 69                  | 49                     | 73                    | 363                                                     | 272                                                | 70                                                 |
| 4                                                                                                   | 0.04                              | 20                                  | 64                                       | 90                  | 68                  | 44                     | 72                    | 318                                                     | 234                                                | 69                                                 |
| Common <sup>6</sup>                                                                                 |                                   |                                     | 62                                       | 85                  | 65                  | 40                     | 62                    | 291                                                     | 216                                                | 58                                                 |
| Percentage of the genes identified with mapping 1 that were identified in all mappings <sup>7</sup> |                                   |                                     | 91%                                      | 91%                 | 94%                 | 87%                    | 90%                   | 87%                                                     | 88%                                                | 85%                                                |

<sup>1</sup> Mapping strategy

<sup>2</sup> Number of mismatches allowed per read

<sup>3</sup> Number of multimappers allowed

<sup>4</sup> Number of genes identified as differentially expressed between isolates of the same *forma specialis*.

<sup>5</sup> Number of genes identified as differentially expressed between *formae speciales*.

<sup>6</sup> Number of genes identified as differentially expressed with the four different mapping criteria.

<sup>7</sup> Percentage of genes identified in mapping 1 that are commonly found with all mapping strategies.

**Supplementary Table 9. Blast search results for the genes differentially expressed between *formae speciales* against the ncbi conserved domains database (CDD).**

The protein sequences of the genes differentially expressed between *formae speciales* were used as query to Blast search the NCBI CDD database (<https://www.ncbi.nlm.nih.gov/Structure/bwrpsb/bwrpsb.cgi>).

Supplementary Table 9 is available as an additional file.

**Supplementary Table 10. Analysis of effector gene enrichment in DE genes using different thresholds for expression fold change differences.**

| Comparison                                   | log2FC> 1 |           |              | log2FC> 1.5 |           |              | log2FC> 2 |           |              | log2FC> 2.5 |           |              |
|----------------------------------------------|-----------|-----------|--------------|-------------|-----------|--------------|-----------|-----------|--------------|-------------|-----------|--------------|
|                                              | Genes     | Effectors | Effectors(%) | Genes       | Effectors | Effectors(%) | Genes     | Effectors | Effectors(%) | Genes       | Effectors | Effectors(%) |
| 96224 vs 94202                               | 140       | 34        | 24.3         | 62          | 22        | 35.5         | 31        | 13        | 41.9         | 21          | 7         | 33.3         |
| JIW2 vs 94202                                | 223       | 51        | 22.9         | 84          | 27        | 32.1         | 45        | 16        | 35.6         | 20          | 6         | 30.0         |
| 96224 vs JIW2                                | 157       | 46        | 29.3         | 62          | 21        | 33.9         | 34        | 13        | 38.2         | 21          | 9         | 42.9         |
| S-1391 vs S-1459                             | 112       | 21        | 18.8         | 36          | 9         | 25.0         | 16        | 5         | 31.3         | 10          | 3         | 30.0         |
| T3-8 vs THUN-12                              | 106       | 48        | 45.3         | 57          | 27        | 47.4         | 37        | 20        | 54.1         | 25          | 13        | 52.0         |
| <i>B.g. tritici</i> vs <i>B.g. secalis</i>   | 453       | 196       | 43.3         | 257         | 146       | 56.8         | 168       | 104       | 61.9         | 124         | 83        | 66.9         |
| <i>B.g. tritici</i> vs <i>B.g. triticale</i> | 164       | 75        | 45.7         | 58          | 35        | 60.3         | 31        | 20        | 64.5         | 22          | 14        | 63.6         |
| <i>B.g. secalis</i> vs <i>B.g. triticale</i> | 287       | 136       | 47.4         | 175         | 107       | 61.1         | 126       | 77        | 61.1         | 91          | 57        | 62.6         |

**Supplementary Table 11. Comparison of gene composition in the most highly expressed genes (most HE genes), the genes differentially expressed between *formae speciales* (DE<sup>ff.spp.</sup>) and the non parent-of-origin expressed genes.**

|                                      | Total <sup>1</sup> | Non-Effectors |                |                                          |               |          |
|--------------------------------------|--------------------|---------------|----------------|------------------------------------------|---------------|----------|
|                                      |                    | Effectors     | Signal peptide | Secretory pathway<br>(no signal peptide) | Mitochondrion | Ribosome |
| Most HE genes                        | 418                | 112           | 13             | 20                                       | 55            | 90       |
| DE <sup>ff.spp.</sup>                | 292                | 166           | 7              | 9                                        | 16            | 2        |
| Non parent-of-origin expressed genes | 16                 | 11            | 2              | 0                                        | 1             | 0        |

<sup>1</sup> The total number of genes in each category.

<sup>2</sup> The number of effector genes.

<sup>3</sup> The number of non-effector genes that have a signal peptide.

<sup>4</sup> The number of non-effector genes that don't have a signal peptide but are part of the secretory pathway.

<sup>5</sup> The number of genes that are part of the mitochondrion.

<sup>6</sup> The number of genes that are part of the ribosome.

We considered the secretome as genes in <sup>1</sup>, <sup>2</sup> and <sup>3</sup>.

### 3 Supplementary Texts

#### **Supplementary Text 1. Genome coverage analysis to identify gene presence/absence polymorphism.**

The aim of this analysis was to identify instances of gene presence/absence polymorphism based on sequence coverage. For this we used the reference genome sequence of the *B.g. tritici* isolate 96224, and Illumina re-sequencing data for the remaining six isolates used in this study (Wicker *et al.*, 2013; Menardo *et al.*, 2016). Here, the rpkm values obtained with genome sequencing reads are indicative of the actual presence or absence of the gene. We used the same pipeline that we employed for our RNAseq study to calculate gene sequence coverage using the same parameters as for gene expression studies. Illumina-Seq reads from the six non-reference isolates were mapped on the *B.g. tritici* reference genome (see Methods) using STAR (Dobin *et al.*, 2013) allowing one mismatch per 100 bp and no multi mappers. To obtain a read count value for sequence coverage of the genes we used featureCount 1.4.6 (Liao *et al.*, 2014). Normalizations were then performed on library size gene length similar to the RNAseq standards. Thus, a coverage value was obtained for every gene in every isolate and the distributions of those values were plotted as a function of the number of genes (Supplementary Figure 1). We used previously identified instances of gene polymorphism in the reference genome (Wicker *et al.*, 2013; Praz *et al.*, 2017) as a control to assess the minimum threshold for considering a gene as absent in an isolate compared to the reference. One prominent example is *AvrPm2*, which is present in the 96224 reference isolate but absent from the 94202 isolate. Based on manual inspection of coverage data, and the cited controls, we were able to set the threshold of 5x coverage as a cut off value for defining gene presence absence polymorphism. Thus, we obtained a list of genes that do not pass the critical 5x threshold which were therefore considered absent in the corresponding isolate (see Supplementary Table 4).

# Supplementary material for: Non-parent of Origin Expression of Numerous Effector Genes Indicates a Role of Gene Regulation in Host Adaption of the Hybrid Triticale Powdery Mildew Pathogen
**Source:** Front Plant Sci. 2018 Jan 30;9:49. doi: 10.3389/fpls.2018.00049
**Supplement:** Supplementary file 5

##############################################

############# Load edgeR package #############

##############################################

library("edgeR")

##############################################

######## Read the featureCounts files ########

##############################################

f <- dir(,"bam_fc$")

x <- read.table(f[1],header=TRUE,sep="\t")

fs <- lapply(f, read.table, header=TRUE,sep="\t")

ds <- sapply(fs, function(u) u[,7])

### Add Geneid as row names

rownames(ds) <- x$Geneid

### Add and simplify column names

colnames(ds) <- gsub("Aligned.sortedByCoord.out.bam_fc","",f)

colnames(ds) <- gsub("_2dpi","",colnames(ds))

colnames(ds) <- gsub("_mat","",colnames(ds))

colnames(ds) <- gsub("_timbo","",colnames(ds))

### Create a DGEList object

d <- DGEList(ds)

### Calculate normalization factors to scale the raw library sizes

d <- calcNormFactors(d)

### Add information about the genes (Chromosome, Start, End, Strand and Length)

d$genes <- x[,1:6]

##############################################

### Set a threshold for minimal expression ###

##############################################

### A gene is consider expressed if there are at least 10 reads mapping on three replicates

k <- rowSums(cpm(d)>10) >= 3

### Select only genes that are expressed

d <- d[k,]

##############################################

########### Calculate RPKM values ###########

##############################################

### Calculate rpkm values

rpks <- rpkm(d, gene.length=d$genes$Length)

as.data.frame(rpks) -> rpks_df

### Add mean values for each isolates

(rpks_df[,1]+rpks_df[,2]+rpks_df[,3])/3 -> rpks_df$mean94

(rpks_df[,4]+rpks_df[,5]+rpks_df[,6])/3 -> rpks_df$mean96

(rpks_df[,7]+rpks_df[,8]+rpks_df[,9])/3 -> rpks_df$meanJI

(rpks_df[,10]+rpks_df[,11]+rpks_df[,12])/3 -> rpks_df$meanS1391

(rpks_df[,13]+rpks_df[,14]+rpks_df[,15])/3 -> rpks_df$meanS1459

(rpks_df[,16]+rpks_df[,17]+rpks_df[,18])/3 -> rpks_df$meanT38

(rpks_df[,19]+rpks_df[,20]+rpks_df[,21])/3 -> rpks_df$meanTHUN12

### Add mean values per forma specialis

(rpks_df$mean94 + rpks_df$meanJI + rpks_df$mean96)/3 -> rpks_df$meanBgt

(rpks_df$meanS1391 + rpks_df$meanS1459 )/2 -> rpks_df$meanBgs

(rpks_df$meanT38 + rpks_df$meanTHUN12 )/2 -> rpks_df$meanBgtriticale

### Simplify rownames

rownames(rpks_df) <- gsub(".path1","",rownames(rpks_df))

##############################################

####### Multidimensional scaling plot #######

##############################################

plotMDS(d)

##############################################

########## Highly expressed genes ###########

##############################################

### 6203 genes are expressed

nrow(rpks_df)

### The top10% are the 620 genes the most highly expressed

### The top5% are the 310 genes the most highly expressed

### Select top5% and top10% for each isolate

head(rpks_df[order(-rpks_df$mean96),], n=310) -> top5percent_96

head(rpks_df[order(-rpks_df$mean96),], n=620) -> top10percent_96

head(rpks_df[order(-rpks_df$mean94),], n=310) -> top5percent_94

head(rpks_df[order(-rpks_df$mean94),], n=620) -> top10percent_94

head(rpks_df[order(-rpks_df$meanJI),], n=310) -> top5percent_JI

head(rpks_df[order(-rpks_df$meanJI),], n=620) -> top10percent_JI

head(rpks_df[order(-rpks_df$meanS1391),], n=310) -> top5percent_S1391

head(rpks_df[order(-rpks_df$meanS1391),], n=620) -> top10percent_S1391

head(rpks_df[order(-rpks_df$meanS1459),], n=310) -> top5percent_S1459

head(rpks_df[order(-rpks_df$meanS1459),], n=620) -> top10percent_S1459

head(rpks_df[order(-rpks_df$meanT38),], n=310) -> top5percent_T38

head(rpks_df[order(-rpks_df$meanT38),], n=620) -> top10percent_T38

head(rpks_df[order(-rpks_df$meanTHUN12),], n=310) -> top5percent_THUN12

head(rpks_df[order(-rpks_df$meanTHUN12),], n=620) -> top10percent_THUN12

### Look for effector enrichment

##############################################

############## DE analyses 1 #################

######## Comparison between isolates #########

##############################################

### Define one group per isolate

group <- gsub("_[123]","",colnames(ds))

### Create a design matrix

design_iso <- model.matrix(~group)

### Estimate common negative binomial dispersion parameter

d <- estimateGLMCommonDisp(d,design_iso)

### Estimate abundance-dispersion trend by Cox-Reid approximate profile likelihood

d <- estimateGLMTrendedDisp(d,design_iso)

### Estimate empirical Bayes estimate of the negative binomial dispersion parameter for each tag

d <- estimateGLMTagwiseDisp(d,design_iso)

### Fit a negative binomial generalized log-linear model to the read counts for each gene

f <- glmFit(d,design_iso)

### Conduct likelihood ratio tests

lrt1 <- glmLRT(f,coef=2) # 96224 vs 94202

lrt2 <- glmLRT(f,coef=3) # JIW2 vs 94202

lrt3 <- glmLRT(f,contrast=c(0,-1,1,0,0,0,0)) # 96224 vs JIW2

lrtBgs <- glmLRT(f,contrast=c(0,0,0,-1,1,0,0)) # S-1391 vs S-1459

lrtBgtriticale <- glmLRT(f,contrast=c(0,0,0,0,0,-1,1)) # T3-8 vs THUN-12

##############################################

###### Select genes DE between isolates ######

######## of the same forma speciales #########

##############################################

### logFC > 1.5, FDR < 0.01

topTags(lrt1, n="infinite") -> lrt1_tt

lrt1_tt$table -> lrt1_tt_tab

lrt1_tt_tab[(abs(lrt1_tt_tab$logFC) > 1.5) & (lrt1_tt_tab$FDR < 0.01),] -> lrt1_tt_DE

nrow(lrt1_tt_DE)

topTags(lrt2, n="infinite") -> lrt2_tt

lrt2_tt$table -> lrt2_tt_tab

lrt2_tt_tab[(abs(lrt2_tt_tab$logFC) > 1.5) & (lrt2_tt_tab$FDR < 0.01),] -> lrt2_tt_DE

nrow(lrt2_tt_DE)

topTags(lrt3, n="infinite") -> lrt3_tt

lrt3_tt$table -> lrt3_tt_tab

lrt3_tt_tab[(abs(lrt3_tt_tab$logFC) > 1.5) & (lrt3_tt_tab$FDR < 0.01),] -> lrt3_tt_DE

nrow(lrt3_tt_DE)

topTags(lrtBgs, n="infinite") -> lrtBgs_tt

lrtBgs_tt$table -> lrtBgs_tt_tab

lrtBgs_tt_tab[(abs(lrtBgs_tt_tab$logFC) > 1.5) & (lrtBgs_tt_tab$FDR < 0.01),] -> lrtBgs_tt_DE

nrow(lrtBgs_tt_DE)

topTags(lrtBgtriticale, n="infinite") -> lrtBgtriticale_tt

lrtBgtriticale_tt$table -> lrtBgtriticale_tt_tab

lrtBgtriticale_tt_tab[(abs(lrtBgtriticale_tt_tab$logFC) > 1.5) & (lrtBgtriticale_tt_tab$FDR < 0.01),] -> lrtBgtriticale_tt_DE

nrow(lrtBgtriticale_tt_DE)

### For further analyses, remove genes that are absent in one of the isolates

### Look for effector enrichment

##############################################

############## DE analyses 2 #################

#### Comparison between formae speciales #####

##############################################

### Create a design matrix

targets_fsp <- read.table("targets_fsp", header=TRUE)

group_fsp <- targets_fsp$formaspecialis

design_fsp <- model.matrix(~group_fsp)

### Estimate common negative binomial dispersion parameter

d <- estimateGLMCommonDisp(d,design_fsp)

### Estimate abundance-dispersion trend by Cox-Reid approximate profile likelihood

d <- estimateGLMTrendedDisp(d,design_fsp)

### Estimate empirical Bayes estimate of the negative binomial dispersion parameter for each tag

d <- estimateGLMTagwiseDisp(d,design_fsp)

### Fit a negative binomial generalized log-linear model to the read counts for each gene

f <- glmFit(d,design_fsp)

### Conduct likelihood ratio tests

lrtST <- glmLRT(f,coef=2) # B.g. secalis vs B.g. tritici

lrtSTR <- glmLRT(f,coef=3) # B.g. secalis vs B.g. triticale

lrtTTR <- glmLRT(f,contrast=c(0,-1,1)) # B.g. tritici vs B.g. triticale

##############################################

## Select genes DE between formae speciales ##

##############################################

### logFC > 1.5, FDR < 0.01

topTags(lrtST, n="infinite") -> lrtST_tt

lrtST_tt$table -> lrtST_tt_tab

lrtST_tt_tab[(abs(lrtST_tt_tab$logFC) > 1.5) & (lrtST_tt_tab$FDR < 0.01),] -> lrtST_tt_DE

nrow(lrtST_tt_DE)

topTags(lrtSTR, n="infinite") -> lrtSTR_tt

lrtSTR_tt$table -> lrtSTR_tt_tab

lrtSTR_tt_tab[(abs(lrtSTR_tt_tab$logFC) > 1.5) & (lrtSTR_tt_tab$FDR < 0.01),] -> lrtSTR_tt_DE

nrow(lrtSTR_tt_DE)

topTags(lrtTTR, n="infinite") -> lrtTTR_tt

lrtTTR_tt$table -> lrtTTR_tt_tab

lrtTTR_tt_tab[(abs(lrtTTR_tt_tab$logFC) > 1.5) & (lrtTTR_tt_tab$FDR < 0.01),] -> lrtTTR_tt_DE

nrow(lrtTTR_tt_DE)

### For further analyses, remove genes that are absent in one of the formae speciales

### Look for effector enrichment

##############################################

############## DE analyses 3 #################

######### Expression in the hybrid ###########

##############################################

### Create a design matrix

targets_hybrid <- read.table("targets_hybrid", header=TRUE)

group_hybrid <- targets_hybrid$hybrid

design_hybrid <- model.matrix(~group_hybrid)

### Estimate common negative binomial dispersion parameter

d <- estimateGLMCommonDisp(d,design_hybrid)

### Estimate abundance-dispersion trend by Cox-Reid approximate profile likelihood

d <- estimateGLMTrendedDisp(d,design_hybrid)

### Estimate empirical Bayes estimate of the negative binomial dispersion parameter for each tag

d <- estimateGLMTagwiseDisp(d,design_hybrid)

### Fit a negative binomial generalized log-linear model to the read counts for each gene

f <- glmFit(d,design_hybrid)

### Conduct likelihood ratio tests

lrtHyb_TriT38 <- glmLRT(f,contrast=c(0,-1,1,0)) # T3-8 vs B.g. tritici

lrtHyb_TriTHUN12 <- glmLRT(f,contrast=c(0,-1,0,1)) # THUN-12 vs B.g. tritici

lrtHyb_SecT38 <- glmLRT(f,coef=3) # T3-8 vs B.g. secalis

lrtHyb_SecTHUN12 <- glmLRT(f,coef=4) # THUN-12 vs B.g. secalis

##############################################

######### Select genes DE between one ########

### B.g.triticale isolate and B.g. tritici ###

##############################################

topTags(lrtHyb_TriT38, n="infinite") -> lrtHyb_TriT38_tt

lrtHyb_TriT38_tt$table -> lrtHyb_TriT38_tt_tab

lrtHyb_TriT38_tt_tab[(abs(lrtHyb_TriT38_tt_tab$logFC) > 1.5) & (lrtHyb_TriT38_tt_tab$FDR < 0.01),] -> lrtHyb_TriT38_tt_DE

topTags(lrtHyb_TriTHUN12, n="infinite") -> lrtHyb_TriTHUN12_tt

lrtHyb_TriTHUN12_tt$table -> lrtHyb_TriTHUN12_tt_tab

lrtHyb_TriTHUN12_tt_tab[(abs(lrtHyb_TriTHUN12_tt_tab$logFC) > 1.5) & (lrtHyb_TriTHUN12_tt_tab$FDR < 0.01),] -> lrtHyb_TriTHUN12_tt_DE

### For further analyses, remove genes that are absent

##############################################

######### Select genes DE between one ########

### B.g.triticale isolate and B.g. secalis ###

##############################################

topTags(lrtHyb_SecT38, n="infinite") -> lrtHyb_SecT38_tt

lrtHyb_SecT38_tt$table -> lrtHyb_SecT38_tt_tab

lrtHyb_SecT38_tt_tab[(abs(lrtHyb_SecT38_tt_tab$logFC) > 1.5) & (lrtHyb_SecT38_tt_tab$FDR < 0.01),] -> lrtHyb_SecT38_tt_DE

topTags(lrtHyb_SecTHUN12, n="infinite") -> lrtHyb_SecTHUN12_tt

lrtHyb_SecTHUN12_tt$table -> lrtHyb_SecTHUN12_tt_tab

lrtHyb_SecTHUN12_tt_tab[(abs(lrtHyb_SecTHUN12_tt_tab$logFC) > 1.5) & (lrtHyb_SecTHUN12_tt_tab$FDR < 0.01),] -> lrtHyb_SecTHUN12_tt_DE

### For further analyses, remove genes that are absent

##############################################

####### Workflow for further analyses ########

##############################################

# Find the genes for which expression in T3-8 = Bgs (abs(logFC) < 1.5)

# Find the genes for which expression in T3-8 = Bgt

# Find the genes for which expression in THUN-12 = Bgs

# Find the genes for which expression in THUN-12 = Bgt

# Remove genes which expression is similar to both Bgt and Bgs

# Compare expression level (Bgs or Bgt) with genomic origin of the gene (Bgs or Bgt)

# Identify genes that have non-parent-of-origin expression level

### Look for effector enrichment

How the deposited data were processed for this re-analysis (not part of the article)

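Gene expression of wheat, rye and triticale powdery mildew at 2 dpi was analysed from 21 RNAseq libraries, with 3 biological replicates of each of 7 isolates. The isolates 96224, 94202 and JIW2 of *B.g. tritici* had been grown on wheat, S-1391 and S-1459 of *B.g. secalis* on rye, and T3-8 and THUN-12 of *B.g. triticale* on triticale. For each library the authors deposited a table with the read count of each of 7133 genes of the *B.g. tritici* reference, without normalization. Per the paper's methods the authors had mapped the reads with STAR, with at most 1% mismatches, and per the file headers had counted them with featureCounts version 1.4.6 over the coding sequence. The lengths of the genes were taken from the same tables. Reads and mapping were not repeated.

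The counts were analysed in R 4.3.3 with edgeR 4.0.16, which loads limma 3.58.1, along the steps of the paper's R script (Supplementary Data Sheet 1). TMM factors were computed on all genes, and genes with more than 10 cpm in at least 3 libraries were kept, which left 6203 genes. Differential expression was tested with edgeR's likelihood ratio test with tagwise dispersions, with a group for each isolate for comparisons within *ff.spp.* and a group for each *forma specialis* for comparisons between them. *P*-values were adjusted with the Benjamini-Hochberg method, and genes with an absolute log2FC above 1.5 and an FDR under 0.01 were counted as DE. Expression levels were mean rpkm over the replicates of an isolate, and the top 5% and top 10% were the 310 and 620 genes with the highest level. For the hybrid, each *B.g. triticale* isolate was tested against *B.g. tritici* and *B.g. secalis* for the 265 genes DE between these and listed in Supplementary Table 9, and the genes were classed by the log2FC threshold alone. Enrichments were tested with two-sided Fisher's exact tests against the 6203 expressed genes, with a threshold of 0.01. Mean levels of effectors and other genes were compared with 100000 permutations of the class among the genes.

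Total counts ranged from 1160015 to 3899777 per library. The replicate SD and SE given with each value hold both counting error and the variation between replicates. Libraries of a *forma specialis* shared the host, and read lengths were 100 bp in *B.g. tritici* and 125 bp in *B.g. secalis*, so that host and sequencing cannot be told apart from the *forma specialis*. The replicate number was used as a block in an alternative fit only.

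Genes were named in the text by a rule set before the data were examined. The rule takes every gene named in the results text, in Table 6 and in Figures 5, 7 and 9 of the paper, and for each of the 8 comparisons the DE gene with the largest and the lowest log2FC among those with a count in all 21 libraries and no overlap between the groups. The tests, the alternatives and the other explanations to be tested were also set before the data were examined, except for 3 tests that the closing section names. The alternatives were edgeR's quasi-likelihood test and DESeq2 1.42.0 in place of the likelihood ratio test, RLE factors or TMM factors after the filter, filterByExpr or no filter, log2FC thresholds of 1, 2 and 2.5, the replicate block, fits with the compared groups only, isolates in place of libraries as the unit, other effector classes, the paper's lists of DE genes, cpm and raw library sizes in place of rpkm with TMM, medians in place of means, and each library left out in turn.

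The procedures were tested on simulated data with 200 changed genes. Of the 197 changed genes that were tested, the likelihood ratio test found 99.5%, all in the right direction, with 0 false calls, and it made 0 calls where no gene had been changed. The classification of the hybrid returned the class of 100% of the genes as they had been made. These rates apply to the simulated changes only. In the real data some classes rest on values close to the log2FC threshold, such as -1.53 for *Bgt_BCG-5* in T3-8 against *B.g. tritici*. The rates are therefore no measure of how reliably such genes were classed.

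The list of candidate effectors and the list of genes deleted in single isolates were not analysed here. Effectors were taken from the gene identifiers, and genes removed by the paper after its test were followed through its supplementary tables of DE genes, which do not say in which comparison a gene was DE. Genome sequences, phylogenies, promoters, GO annotation, protein domains and the comparison of mapping strategies were also not analysed here.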

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

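Both tests of the ratio of candidate effectors to other genes without some of the genes were chosen only after the result was seen, and the other tests of this part before the data were examined.

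On dimension 1 of the multidimensional scaling, T3-8 replicate 1 lay at -0.448, apart from the 5 other *B.g. triticale* libraries. Dixon's test was made for 27 sets of values, each of a measure in the libraries of a *forma specialis*. This was the only value it set apart, and chance alone gives 1.35 of them. The total count of this library, 2999824, was within the range of the other *B.g. triticale* libraries, from 2266160 to 3899777. No biological explanation was tested.

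The ratio of the mean rpkm of candidate effectors to that of other genes differed between *B.g. tritici* and *B.g. secalis*. Its log2 was 1.80 on average in the *B.g. tritici* isolates and 0.31 in the *B.g. secalis* isolates, a difference of 1.49. In permutations of the class among the genes the *p*-value was 1e-05, the smallest that 100000 permutations can give. With the isolates as units the exact permutation *p* was 0.1, the smallest that 5 isolates allow. The ratio of medians was above 1 in all 9 *B.g. tritici* libraries and in 0 of the 6 *B.g. secalis* libraries. An explanation by genes with hardly any counts in *B.g. secalis* was tested by leaving out the 99 genes with a mean under 1 cpm in a *B.g. secalis* isolate, 50 of which were candidate effectors. The difference between the log2 ratios was then 1.19, so that such genes account for a part of it only. For a few genes taking most of the counts, the 10 highest effector genes of each isolate were left out, and the difference rose to 1.73. Mapping to the *B.g. tritici* reference, the host and the read length all go with the *forma specialis*, and the difference cannot be told apart from them. Sequencing batches are not stated and were not excluded either. A lower expression of effectors in rye mildew is therefore not separated from a lower mapping of rye mildew reads in genes that differ most from the reference.

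Of the DE genes of the 8 comparisons, 66 are in none of the paper's lists of DE genes. The lists had been curated by the paper for deleted genes. For genes missing from a genome, hardly any counts are to be found in the group with the lower expression. Over the 8 comparisons, 145 of 179 calls of genes not listed for comparisons within or between *ff.spp.*, whichever applied, (81.0%) had a mean under 1 cpm in the lower group, against 105 of 814 calls of listed genes (12.9%). This is consistent with missing genes for most of these calls, while for the others the counts in the lower group were not close to 0. The lists do not say in which comparison a gene was DE, so that a gene removed for a single comparison counts as listed. The genome data that could tell a missing gene from a silent one were not analysed here.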

How the results depend on the processing

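For 47 results, 390 values under the alternatives were computed, all of them set before the data were examined. Of these, 336 kept their direction and their side of the threshold or stayed within 1.5 times the reported number, 43 counts moved further, 7 results were no longer past their threshold and 4 reversed. The cause was not tested in any of these cases. In fits that each left out 1 library, 491 of 492 values were unchanged in this sense.

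The threshold on the log2FC moved the numbers of DE genes most. With thresholds of 1, 2 and 2.5 there were 146, 37 and 27 between 96224 and 94202 (68 at 1.5), 232, 54 and 29 between JIW2 and 94202 (93), 164, 41 and 28 between 96224 and JIW2 (69), and 122, 25 and 19 between S-1391 and S-1459 (46). There were 118 at a threshold of 1 and 36 at 2.5 between T3-8 and THUN-12 (69), and 532 and 195 between *B.g. tritici* and *B.g. secalis* (335). Between *B.g. tritici* and *B.g. triticale* there were 174, 41 and 32 (68), and between *B.g. secalis* and *B.g. triticale* 157 at 2.5 (245). The genes DE within 1 *forma specialis* only numbered 447 at a threshold of 1 and 114 at 2, against 198. The odds ratio of effectors between S-1391 and S-1459, 4.57, was 4.06 at a threshold of 2 (Fisher's exact test, *p* = 0.0134) and 4.32 at 2.5 (*p* = 0.0222 by the same exact test), both above 0.01. In every other comparison the enrichment stayed past 0.01 at each threshold.

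In the hybrid, a threshold of 1 gave 43 unique and 8 undefined genes in THUN-12 (21 and 54 at 1.5) and 34 and 9 in T3-8 (17 and 50). A threshold of 2 gave 28 *B.g. secalis*-like, 13 unique and 109 undefined genes in THUN-12, and 33, 9 and 106 in T3-8, against 44 and 54 *B.g. secalis*-like genes at 1.5. Of the 20 cases of Table 6, 8 kept their class at a threshold of 2. When a difference also had to have an FDR under 0.01, 11 genes were unique in T3-8. With the FDR alone, 9 single-isolate genes differed between T3-8 and THUN-12, against 4.

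Without a filter on low counts, 72 genes were DE between S-1391 and S-1459, 104 between T3-8 and THUN-12 and 118 between *B.g. tritici* and *B.g. triticale*. With counts summed per isolate, 45 were DE between *B.g. tritici* and *B.g. triticale*. With the genes of the paper's list only, 62 most HE genes were also DE between *ff.spp.*, against 94. With the top 10% in place of the top 5%, 559 genes were common to the *B.g. tritici* isolates (279), 834 were most HE genes (418) and 525 core HE genes (255).

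With cpm in place of rpkm, the ratio of effector to other mean expression was 0.571 in S-1391 (permutation *p* = 0.00229) and 0.524 in S-1459 (permutation *p* = 0.00031), the reverse of 1.29 and 1.19. It was 1.02 in T3-8 (permutation *p* = 0.901) and 1.12 in THUN-12 (permutation *p* = 0.317), no longer past the threshold. With medians over genes the ratio was 0.645 in S-1391 and 0.643 in S-1459, again reversed, each with the smallest *p* of 0.0001 that the permutations can give, and 1.12 in T3-8 (permutation *p* = 0.0500). With the members of effector families as the class, the odds ratio in the top 5% was 2.12 in S-1391 (Fisher's exact test, *p* = 0.0201) and 1.92 in S-1459 (Fisher's exact test, *p* = 0.0544). The ratios of the *B.g. tritici* isolates kept their direction and their threshold under each alternative run.

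Across the fits that each left out 1 library, DE genes ranged from 54 to 78 between 96224 and 94202, from 82 to 119 between JIW2 and 94202, from 65 to 72 between 96224 and JIW2, from 35 to 60 between S-1391 and S-1459 and from 64 to 72 between T3-8 and THUN-12. They ranged from 321 to 341 between *B.g. tritici* and *B.g. secalis*, from 65 to 74 between *B.g. tritici* and *B.g. triticale* and from 243 to 250 between *B.g. secalis* and *B.g. triticale*. The odds ratio of effectors between S-1391 and S-1459 ranged from 3.11 to 4.23, and without S-1459 replicate 2 it was 3.36 (Fisher's exact test, *p* = 0.0149). Of the named genes' log2FC, 317 of 320 values under the alternatives and 599 of 621 with a library left out stayed past the thresholds, and the rest no longer reached that on the log2FC or the FDR. The exceptions under the alternatives were *Bgt-4615*, with -1.49 in the fit with the replicate block, and, with edgeR's quasi-likelihood test, *Bgt-2708* in T3-8, with an FDR of 0.0189, and *Bgt-3045* in T3-8, with a log2FC of -1.49. *Bgt-2708*, *Bgt-3045*, *Bgt_BCG-5* and *BgtE-20051* in T3-8 were not past the thresholds in 7, 5, 4 and 4 of 17 fits, alternatives and fits without 1 library together.

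The depth of 1160015 to 3899777 counts per library limits the log2FC of genes with no count in a group, whose size then depends on the prior count. The number of isolates limits every test with isolates as units, whose smallest exact *p* was 0.1.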

Differences from the paper's values

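Of 152 values of the paper that were computed here as well, 15 differed by more than the error and by more than 1.5 times, or, for positions in the multidimensional scaling, by more than the error.

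The 5% quantile of the expression of candidate effectors was 0 rpkm in S-1391 and 0 rpkm in S-1459, against the paper's 4.3 and 5.2 in Table 1. In these isolates 49 and 56 of all expressed genes had 0 counts. None of the alternatives set before the data were examined closed the gap, which were raw library sizes, medians of the replicates, no filter and effector family members as the class. None of them left out genes that the paper counts as deleted in these isolates, so that such genes were not tested as the cause. Of the candidate effectors, 47 and 48 had a mean under 1 cpm in S-1391 and S-1459.

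With a log2FC threshold of 2, 25 genes were DE between S-1391 and S-1459 and 192 between *B.g. secalis* and *B.g. triticale*, against the paper's 16 and 126 in Supplementary Table 10. With a threshold of 2.5 there were 19 between S-1391 and S-1459, 195 between *B.g. tritici* and *B.g. secalis* and 157 between *B.g. secalis* and *B.g. triticale*, against the paper's 10, 124 and 91. With the genes of the paper's lists only, an alternative set before the data were examined, the numbers were 18 and 133 at a threshold of 2 and 12, 132 and 98 at 2.5, which closed each of these gaps.

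There were 17 genes DE between all 3 *ff.spp.*, against the paper's 10. Of the alternatives set before the data were examined, edgeR's quasi-likelihood test (14 genes) and DESeq2 (14 genes) came within 1.5 times the paper's value. RLE factors, TMM factors after the filter, the paper's lists and the replicate block each gave 17 and did not. Nor did no filter with 19, or thresholds of 1, 2 and 2.5 with 40, 6 and 6. The paper used the likelihood ratio test, and before removing deleted genes it reports as many DE genes per comparison as found here. The choice of test thus does not explain the gap. Genes that the paper removed in a single comparison could not be left out, since its lists do not name the comparison.

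There were 94 most HE genes that were also DE between *ff.spp.*, against the paper's value of about 62 in Figure 8A, read by eye. Of the alternatives set before the data were examined, the paper's lists gave 62, a log2FC threshold of 2 gave 77 and the quasi-likelihood test gave 93, which at 1.5 times the paper's value is at the limit. DESeq2 and the replicate block gave 94 and a threshold of 1 gave 106, which did not close the gap.

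In T3-8 17 genes had a unique expression level, against the paper's 11. With an FDR under 0.01 required for a difference there were 11 and with a threshold of 2 there were 9, both among the alternatives set before the data were examined. RLE factors and the replicate block gave 17, all DE genes without the paper's list gave 22 and a threshold of 1 gave 34, which did not close the gap. The FDR rule gave 147 *B.g. tritici*-like and 55 undefined genes in T3-8, against the paper's 144 and 50, which the numbers without this rule equal. The genes classed here numbered 265, against the paper's 257. Without the FDR rule, the numbers of *B.g. secalis*-like and unique genes were 54 and 17 in T3-8 and 44 and 21 in THUN-12, against the paper's 52 and 11 and the paper's 42 and 15. In each isolate these 2 classes together differ by as many genes as the sets do, and the other classes by none.

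On dimension 1 of the multidimensional scaling, the mean was 2.28 for *B.g. secalis* and -0.509 for *B.g. triticale*, against the paper's about 0.65 and about -0.75 in Figure 2, read by eye. On dimension 2 it was -0.587 for 96224, 0.0152 for JIW2 and -0.862 for 94202, against the paper's about -0.86, about -0.59 and about 0 in Figure 2, read by eye. These positions of the figure are near those found here, with the isolate names exchanged. Why the names differ was not tested. None of the alternatives set before the data were examined closed these gaps by the error between replicates. On dimension 1 this error was an SD of at most 0.0379 in the *B.g. secalis* and *B.g. triticale* isolates. A reading by eye may be coarser than that, so that this criterion cannot decide whether a gap was closed. With all expressed genes in place of 500 per pair the mean of *B.g. secalis* on dimension 1 was 0.681, near the about 0.65 read from the figure.

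The paper states that the mean expression of effectors is significantly higher irrespective of the isolate. Here the ratio of the means was 1.29 in S-1391 (permutation *p* = 0.0749) and 1.19 in S-1459 (permutation *p* = 0.193). Figure 2 orders the *B.g. tritici* isolates on dimension 2 with 96224 lowest, JIW2 next and 94202 highest, while the order here was 94202, 96224 and JIW2. Apart from the isolate names, the positions on this dimension were alike. The paper names the genes DE in all comparisons of *B.g. tritici* isolates, and 4 genes were DE in all of them here, with all the named ones among them.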

Other observations

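The test of the one-sided DE genes without genes with hardly any counts was chosen only after the result was seen. The other tests of this part were set before the data were examined.

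Candidate effectors are shorter than other expressed genes, with a median length of 402 bp against 1102 bp, and rpkm divides by length. To test gene length as an explanation of their higher mean rpkm, the mean was compared with 10000 lists of other genes matched on length. In 6 of the 7 isolates the effector mean was outside the central 95% of these lists, above them in 96224, 94202, JIW2 and THUN-12 and below them in S-1391 and S-1459, while that of T3-8 was inside. In T3-8 a higher mean rpkm of effectors thus cannot be told apart from gene length, and in *B.g. secalis* the mean was lower than that of other genes of the same length. For a few genes taking most of the counts, the 10 highest effector genes were left out, and the ratio stayed above 1 in 5 of the 7 isolates, all but S-1391 and S-1459.

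Of the genes DE between *B.g. tritici* and *B.g. secalis*, 80.0% were higher in *B.g. tritici* (268 of 335, exact 95% Clopper-Pearson interval 75.3 to 84.2, two-sided binomial test against 50%, *p* = 1.31e-29). Mapping to the *B.g. tritici* reference with at most 1% mismatches would lose reads of *B.g. secalis* that differ from it, but the share only restates the pattern and does not test this. Between *B.g. tritici* and *B.g. triticale* the share was similar, 79.4% (54 of 68, binomial test, *p* = 1.11e-06). Without the genes with hardly any counts in *B.g. secalis* the share was 72.5% (binomial test, *p* = 2.1e-12), so that these genes are not the whole of it. Among other genes than effectors the share was 74.5%. The lower expression in *B.g. secalis* thus cannot be told apart from a bias of the mapping with these counts. The paper also mapped the reads with more mismatches allowed and reports that most DE genes were found again. It does not give the share higher in *B.g. tritici* for those mappings, which were not analysed here.

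In the hybrid, the inheritance of genome segments could give neighbouring genes the same class. Of 113 pairs of neighbouring genes in THUN-12, 70.8% had the same class (one-sided permutation *p* = 0.0613), and of 119 pairs in T3-8, 67.2% had (permutation *p* = 0.0503), neither under 0.05. The log2FC between T3-8 and THUN-12 of adjacent genes on a contig had a Pearson correlation of 0.133 and a Spearman correlation of 0.0714 across 5971 pairs of genes, which are not independent replicates. Its permutation *p* was 0.0001, the smallest that the permutations can give (0.000167 after Benjamini-Hochberg adjustment over the 5 comparisons). Between S-1391 and S-1459, which are no hybrids, the Pearson correlation was 0.0716 (permutation *p* = 0.0003, adjusted 0.000375), and the 5 comparisons of isolates ranged from 0.0574 to 0.149. The Pearson correlation in the hybrid was larger by 0.0616, with a 95% bootstrap interval from -0.0561 to 0.192. By Spearman the hybrid, with 0.0714, was below S-1391 and S-1459, with 0.0966. An effect of inherited genome segments on this measure thus cannot be told apart from what adjacent genes share in other isolates.

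To test variation between *B.g. tritici* isolates as an explanation of *B.g. secalis*-like expression in the *B.g. triticale* isolates, each *B.g. tritici* isolate was set apart and classed by the same rule. The highest share of *B.g. secalis*-like genes in an isolate set apart was 5.04%, in JIW2, with 2.51% in 96224 and 1.64% in 94202, against 17.2 to 22.5% in T3-8 and THUN-12. The genes were restricted to the paper's list, for which the isolate set apart had been counted as *B.g. tritici*. This can lower the share in that isolate, and only 3 isolates were set apart. The test thus cannot exclude variation of this kind. The host, which differs between the *ff.spp.*, and sequencing batches, which are not stated, were not excluded. For the *B.g. secalis*-like cases of Table 6 with a *B.g. tritici* sequence, the same explanation was tested case by case. In 61.1% of them (11 of 18) the *B.g. triticale* isolate was within a log2FC of 1.5 of at least 1 *B.g. tritici* isolate, in 3 cases of 2 of them. In 7 cases no *B.g. tritici* isolate was as close. The cases had been chosen for their distance from the *B.g. tritici* mean, the nearest of 3 isolates was taken, and no share expected without this explanation was computed. The 11 cases thus cannot be told apart from variation between *B.g. tritici* isolates, which the share is no evidence for, while the 7 others were past the threshold against all 3 isolates.

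The groups of libraries were compared with other splits of the same libraries. For each comparison between 3 and 3 libraries of 2 isolates, 1 of the 4 splits that part all libraries with the same number gave as many DE genes, the real one (96224 with 94202, JIW2 with 94202, 96224 with JIW2, S-1391 with S-1459 and T3-8 with THUN-12). In these designs that share cannot be under 0.05. The other splits of all 10 part fewer libraries with the same number and gave fewer DE genes as well. For *B.g. tritici* with *B.g. secalis*, *B.g. tritici* with *B.g. triticale* and *B.g. secalis* with *B.g. triticale*, 1 of 100 splits of the libraries gave as many DE genes, the real one, and the others gave at most 115, 19 and 52 against 335, 68 and 245. With the grouping of isolates in place of libraries, 1 of 10, 1 of 10 and 1 of 3 splits gave as many, the real one, and the others gave at most 120, 48 and 27. These splits are too few for a share under 0.05, so that by this count alone the differences between *ff.spp.* cannot be told apart from a grouping of isolates by chance. With the counts summed per isolate, 301, 45 and 218 genes were DE. The host and the stated read length or source of the libraries follow the *ff.spp.* and cannot be told apart from them. Sequencing batches are not stated.

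Low counts were unevenly spread. In S-1391 and S-1459, 90 and 88 expressed genes had a mean under 1 cpm, of which 52.2 and 54.5% were candidate effectors, against 25 in each *B.g. triticale* isolate and 6 to 13 in the *B.g. tritici* isolates.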
